# Chromatin binding by HORMAD proteins regulates meiotic recombination initiation

**DOI:** 10.1038/s44318-024-00034-3

**Published:** 2024-02-08

**Authors:** Carolyn R Milano, Sarah N Ur, Yajie Gu, Jessie Zhang, Rachal Allison, George Brown, Matthew J Neale, Eelco C Tromer, Kevin D Corbett, Andreas Hochwagen

**Keywords:** Meiosis, HORMA, Chromosome Segregation, Budding Yeast, Chromatin, Cell Cycle, DNA Replication, Recombination & Repair, Structural Biology

## Abstract

The meiotic chromosome axis coordinates chromosome organization and interhomolog recombination in meiotic prophase and is essential for fertility. In *S. cerevisiae*, the HORMAD protein Hop1 mediates the enrichment of axis proteins at nucleosome-rich islands through a central chromatin-binding region (CBR). Here, we use cryoelectron microscopy to show that the Hop1 CBR directly recognizes bent nucleosomal DNA through a composite interface in its PHD and winged helix–turn–helix domains. Targeted disruption of the Hop1 CBR-nucleosome interface causes a localized reduction of axis protein binding and meiotic DNA double-strand breaks (DSBs) in axis islands and leads to defects in chromosome synapsis. Synthetic effects with mutants of the Hop1 regulator Pch2 suggest that nucleosome binding delays a conformational switch in Hop1 from a DSB-promoting, Pch2-inaccessible state to a DSB-inactive, Pch2-accessible state to regulate the extent of meiotic DSB formation. Phylogenetic analyses of meiotic HORMADs reveal an ancient origin of the CBR, suggesting that the mechanisms we uncover are broadly conserved.

## Synopsis

HORMA-domain (HORMAD) proteins play conserved key roles in meiotic recombination. Here, structural and functional data show that association of the chromatin-binding region (CBR) of yeast HORMAD Hop1 with nucleosomal DNA boosts meiotic recombination initiation in specific regions of the genome.

- The CBR region recognizes bent nucleosomal DNA and is important for successful meiosis.
- CBR-nucleosome interaction directs Hop1 towards short chromosomes and gene-dense genomic islands.
- In the absence of CBR-nucleosome interaction, Hop1 is readily extracted from chromosomes by its regulator Pch2.
- The CBR-nucleosome interaction is specifically required for activating DSB formation, but is dispensable for DSB repair function of Hop1
- Across eukaryotes, meiotic HORMAD proteins possess diverse CBRs.

## Abstract (web summary)

Association of the chromatin-binding region of the yeast HORMA-domain protein Hop1 with bent nucleosomal DNA boosts meiotic recombination initiation in specific regions of the genome.

## Introduction

Across eukaryotes, sexual reproduction requires meiosis, a two-stage cell division that produces haploid gametes from a diploid progenitor cell. The reduction of ploidy requires the recombination of homologous chromosomes to form interhomolog crossovers (COs), which facilitate chromosome alignment on the meiosis I spindle. COs result from the repair of programmed DNA double-strand breaks (DSBs) that are introduced throughout the genome at the onset of meiosis. Failure to form sufficient DSBs or interhomolog COs can lead to errors in chromosome segregation and aneuploidy (Hassold and Hunt, 2001; Hassold et al, 2007).

Meiotic recombination occurs in the context of tightly choreographed changes in chromosome morphology that regulate the number and position of DSBs and CO repair events. These morphology changes are mediated in large part by proteins of the meiotic chromosome axis, or axial element. Axis proteins organize each replicated chromosome into a linear array of chromatin loops and help activate, distribute, and resolve meiotic recombination events (Ito and Shinohara, 2022; Ur and Corbett, 2021; Zickler and Kleckner, 2015). The axis comprises three main components: (1) cohesin complexes with one or more meiosis-specific subunits (Sakuno and Hiraoka, 2022); (2) filamentous axis core proteins (West et al, 2019); and (3) meiotic HORMA domain (HORMAD) proteins (Rosenberg and Corbett, 2015; Prince and Martinez-Perez, 2022). Cohesins are ring-like complexes that bind DNA and processively extrude chromatin loops to organize chromosomes throughout the cell cycle (Yatskevich et al, 2019). Axis core proteins bind cohesin complexes, mediating the assembly of extended coiled-coil filaments that anchor DNA loops (West et al, 2019). The filamentous core proteins bind HORMAD proteins which serve as master regulators of meiotic recombination and promote the stable alignment of recombining chromosomes by a zipper-like structure called the synaptonemal complex (SC) (Cahoon and Hawley, 2016; Grey and de Massy, 2022).

The function of HORMAD proteins in the activation and later repair of meiotic recombination is well conserved across eukaryotes but is best understood in the budding yeast *Saccharomyces cerevisiae* (Prince and Martinez-Perez, 2022). In *S. cerevisiae*, the HORMAD ortholog Hop1 contributes to axial element integrity (Klein et al, 1999; Hollingsworth et al, 1990) and acts in the very early stages of meiotic recombination by mediating the recruitment of the DSB-forming endonuclease Spo11 and its accessory proteins (Panizza et al, 2011; Woltering et al, 2000). Hop1 is then phosphorylated by the DNA damage-response kinases Tel1 and Mec1 (orthologs of mammalian ATM and ATR, respectively) to recruit the kinase Mek1 (Carballo et al, 2008), which biases DSB repair towards the homologous chromosome (rather than the sister chromatid) as a repair template (Niu et al, 2005, 2007). Once the synaptonemal complex assembles, the AAA+ ATPase Pch2 removes Hop1 from the axis (Börner et al, 2008; San-Segundo and Roeder, 1999; Chen et al, 2014; Subramanian et al, 2016; Mu et al, 2020), thereby reducing DSB formation and promoting DSB repair to ultimately enable exit from meiotic prophase and entry into the first meiotic division.

The probability of DSB and CO formation on a given chromosome or chromosomal region varies dramatically across the *S. cerevisiae* genome, and this variation is tightly correlated with Hop1 distribution. Pericentromeric regions and regions flanking the ribosomal DNA, for example, both experience low levels of recombination and are both under-enriched for Hop1 (Sun et al, 2015; Chen et al, 2008; Mancera et al, 2008; Vader et al, 2011). In contrast, the shortest three chromosomes experience higher-than-average frequency of recombination and higher-than-average levels of Hop1 protein deposition (Chen et al, 2008; Mancera et al, 2008; Kaback, 1996). Notably, this chromosome size bias is dependent on Hop1, as recombination initiation factors on short chromosomes is abrogated in *hop1Δ* mutants (Murakami et al, 2021; Pan et al, 2011; Blitzblau et al, 2007; Sun et al, 2015; Murakami et al, 2020). Regional Hop1 enrichment, with a concurrent elevation of DSB formation and CO designation, is also observed in gene/nucleosome-dense blocks of chromatin distributed along the arms of all chromosomes termed “islands” (Heldrich et al, 2022).

The chromosomal binding and enrichment patterns of the axis core protein Red1 mirror those of its binding partner Hop1. In contrast, the Rec8-containing cohesin binding pattern is uniquely enriched in pericentromeric regions and is not enriched in islands. Hop1 drives the enrichment of Hop1/Red1 binding to islands, independently of Rec8. Accordingly, islands are the only genomic regions that retain Hop1/Red1 binding and DSB activity in *rec8Δ* mutants (Sun et al, 2015). Hop1 binding to islands requires a poorly characterized central region of Hop1 (Heldrich et al, 2022). This region harbors a previously identified zinc-binding domain (Hollingsworth and Byers, 1989), shown to be involved in Hop1 binding to double-stranded DNA in vitro (Hollingsworth and Byers, 1989; Kironmai et al, 1998), and is reminiscent of some PHD domains (Heldrich et al, 2022), which in other proteins directly bind nucleosomes (Sanchez and Zhou, 2011).

Here, we determined the structure and function of the Hop1 central region, which we termed the chromatin-binding region (CBR). The Hop1 CBR comprises tightly associated PHD and winged helix–turn–helix (wHTH) domains and directly recognizes the bent DNA on nucleosomes. Mutations that disrupt nucleosome binding cause loss of Hop1 enrichment and DSB activity from islands. Loss of CBR-nucleosome binding also makes cells highly dependent on Pch2, which we attribute to the dysregulation of distinct DSB-promoting and DSB-inactive conformations of Hop1. We identify highly divergent CBRs in meiotic HORMADs across diverse eukaryotes, suggesting that these functions may be broadly conserved, with likely functional specialization between eukaryotic lineages.

## Results

### Structure of the budding yeast Hop1 CBR

To understand the molecular basis for Hop1 CBR-mediated axis protein enrichment at axis genomic islands, we sought to determine a high-resolution structure of this domain. We could purify the isolated *S. cerevisiae* Hop1 CBR (residues 322–537) but could not identify crystallization conditions. After screening the equivalent domain from several budding yeast Hop1 proteins, we determined a 1.5 Å-resolution crystal structure of the Hop1 CBR from *Vanderwaltozyma polyspora* (residues 317–535; 34% identical to *S. cerevisiae* Hop1 in this region) using single-wavelength anomalous diffraction methods (SAD) with the two natively bound zinc atoms (“Methods”; Appendix Table S1). The *V. polyspora* Hop1 CBR structure reveals a compact assembly with a PHD domain (residues 319–374) and a variant winged helix–turn–helix (wHTH) domain (residues 375–439) with a C-terminal extension that we term HTH-C (residues 440–524; Fig. 1A,B). The N-terminal PHD domain coordinates two zinc ions through seven conserved cysteine residues and one conserved histidine residue (Fig. 1B; Appendix Fig. S2) (Hollingsworth and Byers, 1989). The wHTH and HTH-C domains fold together, with the HTH-C region forming an elaborated β-sheet wing on the wHTH domain and a long C-terminal ɑ-helix stretching across both the PHD and wHTH domains (Fig. 1B).

**Figure 1:**
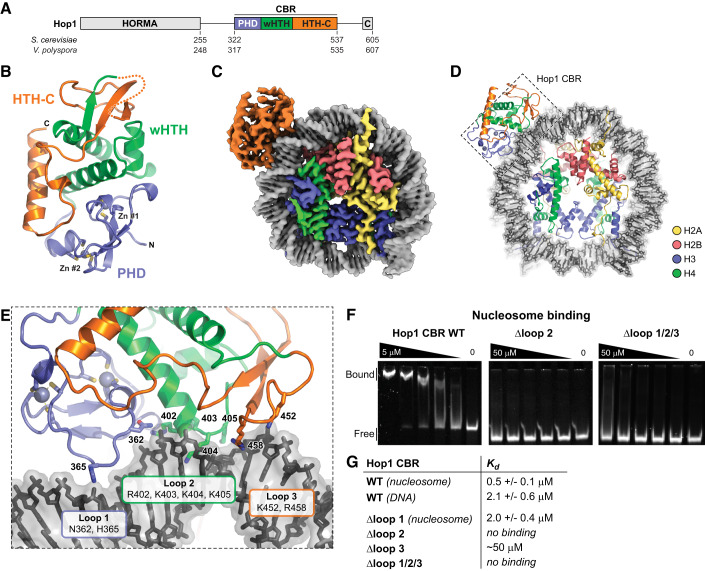
Structure and nucleosome binding by the Hop1 CBR. (**A**) Domain structure of budding yeast Hop1. C closure motif. (**B**) Crystal structure of the *V. polyspora* Hop1 CBR, with PHD domain colored blue, wHTH green, and HTH-C orange. See Appendix Fig. S1 for sequence alignments, and Appendix Fig. S2 for sample electron density. (**C**) Cryo-EM density map at 2.74 Å resolution of *S. cerevisiae* Hop1 CBR bound to a human mononucleosome. (**D**) Cartoon view of *S. cerevisiae* Hop1 CBR bound to a mononucleosome, oriented as in (**C**). Hop1 is colored as in (**B**), DNA is colored gray/black, and histones are colored yellow (H2A)/red (H2B)/blue (H3)/green (H4). See Appendix Fig. S3 for reconstitution of the Hop1 CBR:nucleosome complex, Appendix Fig. S4 for cryo-EM structure determination workflow, Appendix Fig. S4 for structure of a nucleosome with two Hop1 CBRs bound, and Appendix Fig. S5 for comparison of *V. polyspora* and *S. cerevisiae* Hop1 CBR structures. (**E**) Closeup view of the Hop1 CBR-DNA interface, with key DNA-interacting residues of loops 1 (blue), 2 (green), and 3 (orange) shown as sticks and labeled. See Appendix Fig. S6 for cryo-EM density. (**F**) Representative electrophoretic mobility shift assays (EMSAs) showing binding of wild-type, Δloop2, and Δloop 1 + 2 + 3 mutants of *S. cerevisiae* Hop1 CBR to reconstituted human nucleosomes. The representative gel images are also shown in Fig. EV2. (**G**) Hop1 CBR-nucleosome and DNA-binding affinities determined from triplicate EMSA assays (see Fig. EV1 for gels). Source data are available online for this figure.

**Figure EV1:**
Structure of a nucleosome + 2 Hop1 CBR complex. (**A**) Three views of cryo-EM density for a nucleosome + 2 Hop1 CBR complex (3.15 Å overall resolution, gaussian-smoothed with a σ of 1.1 Å). DNA is colored gray, histones colored yellow (H2A), red (H2B), blue (H3), and green (H4), and two Hop1 CBR domains colored yellow and orange. (**B**) Molecular model for a nucleosome + 2 Hop1 CBR complex, colored as in panel (**A**), except Hop1 CBR is colored blue (PHD), green (wHTH), and orange (HTH-C). (**C**) Schematic of the Widom 601 DNA sequence used for nucleosome assembly, with binding sites for Hop1 CBR #1 (blue) and #2 (green) noted. SHL: superhelical locations, 0 at the nucleosome dyad axis to 7 at the DNA ends. (**D**) Structural overlay of the DNA bound to Hop1 CBR #1 (blue) and #2 (green). In sequence alignment at bottom, solid lines indicate identity and dotted lines indicate shared status as either pyrimidine or purine.

**Figure EV2:**
Nucleosome and DNA binding by the *S. cerevisiae* Hop1 CBR. (**A**) Triplicate electrophoretic mobility shift assays (EMSAs) for wild-type Hop1 CBR binding to reconstituted nucleosomes. The highest concentration of Hop1 CBR used was 5 µM, followed by serial 2× dilutions. Band intensities were quantified in ImageJ and *K*_*d*_ was calculated in Prism using a single-site binding model (*K*_*d*_ = 0.47 + /− 0.11 µM). The representative gel image shown in Fig. 1F also appears here. (**B**) Triplicate EMSAs for wild-type Hop1 CBR binding a 40-bp DNA encompassing its preferred binding site on the Widom 601 DNA (*K*_*d*_ = 2.1 + /− 0.6 µM). (**C**) Triplicate EMSAs for Hop1 CBR Δloop 1 mutant (N362A/H365A) binding nucleosomes, with two different starting protein concentrations (top: 50 µM; bottom: 10 µM) (*K*_*d*_ = 2.0 + /− 0.4 µM). (**D**) Triplicate EMSAs for Hop1 CBR Δloop2 mutant (R402A/K403A/K404A/K405A) binding nucleosomes (*K*_*d*_ > 50 µM). The representative gel image shown in Fig. 1F also appears here. (**E**) Triplicate EMSAs for Hop1 CBR Δloop 3 mutant (K452A/R456A) binding nucleosomes (*K*_*d*_ ~ 50 µM). (**F**) Triplicate EMSAs for Hop1 CBR Δloop 1 + 2 mutant binding nucleosomes (*K*_*d*_ > 50 µM). (**G**) Triplicate EMSAs for Hop1 CBR Δloop 1 + 3 mutant binding nucleosomes (*K*_*d*_ = 13 + /− 3 µM). (**H**) Triplicate EMSAs for Hop1 CBR Δloop2 + 3 mutant binding nucleosomes (*K*_*d*_ > 50 µM). (**I**) Triplicate EMSAs for Hop1 CBR Δloop 1 + 2 + 3 mutant binding nucleosomes (*K*_*d*_ > 50 µM). The representative gel image shown in Fig. 1F also appears here. (**J**) EMSAs comparing binding of wild-type Hop1 CBR to nucleosomes reconstituted with full-length (left) or tailless (right) histone H2B.

PHD domains are found in many families of chromatin-associated proteins, and typically bind modified lysine residues in histone tails via a conserved pocket lined with hydrophobic residues (Sanchez and Zhou, 2011). Examining our structure of the *V. polyspora* Hop1 CBR reveals that in Saccharomycetaceae Hop1 proteins, the PHD domain’s canonical lysine binding pocket is poorly conserved and largely lacking hydrophobic residues (Appendix Fig. S1; Appendix Table S2). This lack of conservation casts doubt on whether the Hop1 PHD domain could bind a histone tail equivalently to other PHD domain proteins. Moreover, a comparison of the Hop1 CBR structure with those of DNA-bound wHTH domains reveals that in Hop1, the canonical wHTH DNA-binding surface is partially occluded by the PHD and HTH-C domains (not shown). Thus, if the Hop1 CBR directly binds nucleosome-rich chromatin as suggested by prior studies, it likely does so in a manner unlike canonical PHD or wHTH domain proteins.

### The Hop1 CBR binds nucleosomes

We next directly tested whether the Hop1 CBR binds to nucleosomes in vitro. Using a pulldown assay, we detected strong binding of the isolated *S. cerevisiae* Hop1 CBR to reconstituted mononucleosomes (Appendix Fig. S3A). To determine the structural basis for this interaction, we reconstituted a Hop1 CBR:mononucleosome complex (Appendix Fig. S3B) and collected a single-particle cryoelectron microscopy (cryo-EM) dataset (Appendix Fig. S4; Appendix Table S3). Initial 2D class averages clearly showed nucleosomes, with some classes showing weak density extending outward from the DNA gyres (Appendix Fig. S4). 3D reconstructions revealed two major particle classes corresponding to either a nucleosome or a Hop1 CBR:nucleosome complex. We refined the isolated nucleosome structure to a resolution of 2.57 Å, and the Hop1 CBR:nucleosome complex structure to 2.74 Å (Appendix Fig. S4; Appendix Table S3), enabling us to confidently build and refine complete atomic models and visualize the molecular details of the CBR-nucleosome interaction (Fig. 1C,D). Finally, we detected a minor population with two copies of the Hop1 CBR bound to neighboring locations on a single nucleosome. The low particle number of this class (25,000 particles, compared to 140,000 for the Hop1 CBR:nucleosome complex) precluded full refinement and model building, but we could place two Hop1 CBRs into gaussian-smoothed maps at 3.15 Å resolution to understand the binding of both Hop1 CBR protomers to the nucleosome (Fig. EV1).

Nucleosomes contain two copies of each of four histone proteins—H2A, H2B, H3, and H4—with 146 bp of DNA wrapped ~1.75 times around the histone octamer core (Luger et al, 1997). While the histone octamer is two-fold symmetric, the “Widom 601” DNA sequence we used to reconstitute mononucleosomes is asymmetric (Lowary and Widom, 1998). To determine the most likely orientation of this DNA sequence in our structure, we built and refined both possible orientations and chose the one with the higher overall Pearson’s correlation coefficient between the final model and the experimental map. Within the nucleosome structure, locations along each 72–73 base stretch of DNA extending from the midpoint of the 146 bp DNA (the “dyad axis”) are defined as superhelical locations (SHL) 0 at the dyad axis to +/− 7 near the DNA ends (Luger et al, 1997). In our structure, the major Hop1 CBR binding site is between SHL 2.5 and 3.5, on the outer edge of the nucleosome-wrapped DNA (Fig. 1E). The minor CBR binding site is located between SHL −5.5 and −6.5. The overall structure of the nucleosome-bound *S. cerevisiae* Hop1 CBR in our cryo-EM map closely matches our crystal structure of the *V. polyspora* Hop1 CBR (overall Cɑ r.m.s.d. of 1.06 Å; Appendix Fig. S5), with the most significant difference being that a disordered loop in the HTH-C domain of the *V. polyspora* Hop1 CBR is well-ordered and interacting with DNA in the nucleosome-bound *S. cerevisiae* Hop1 CBR (Fig. 1E).

The *S. cerevisiae* Hop1 CBR binds DNA through three loops, termed loops 1–3 (Fig. 1E; Appendix Fig. S7). Loop 1 is positioned in the PHD domain, with the side chains of N362 and H365 interacting with the major groove of base pairs 25–27 (as measured from the nucleosome dyad axis; all DNA base pairs noted are for the major Hop1 binding site spanning SHL 2.5–3.5). Loop 2 is in the wHTH domain, with R402, K403, K404, and K405 inserted into the minor groove of base pairs 28–31. Finally, loop 3 is in the HTH-C domain, with K452 and R458 binding base pairs 32–34. Overall, loops 1–3 define a ~10 bp footprint for the Hop1 CBR on the outer edge of the bent nucleosomal DNA. Notably, despite sharing a common fold with canonical DNA-binding wHTH domains, the Hop1 wHTH domain binds DNA on a distinct surface compared with these domains. Moreover, we do not detect any density for a histone tail bound to the Hop1 PHD domain. Together, these findings point to a model in which the Hop1 CBR recognizes nucleosomes solely through a non-canonical DNA-binding surface on its PHD and wHTH domains. While our identification of two distinct binding sites for the Hop1 CBR on the Widom 601 sequence suggests a degree of sequence specificity, we do not observe any sequence-specific interactions in our structure and can detect no sequence similarity between the two sites (Fig. EV1). These data suggest that binding of the Hop1 CBR to nucleosomes may be driven mainly by recognition of the distinctive bent conformation of DNA in this complex.

We used electrophoretic mobility shift assays (EMSAs) to quantitatively compare binding of the Hop1 CBR to nucleosomes versus a 40-base pair DNA segment encompassing the major Hop1 binding site on the nucleosome. The isolated *S. cerevisiae* Hop1 CBR bound nucleosomes with a *K*_*d*_ of 0.5 µM, compared to 2.1 µM for DNA alone, supporting the idea that the Hop1 CBR specifically recognizes the bent conformation of nucleosomal DNA (Figs. 1F,G and EV2A,B). To test the role of loops 1–3 in nucleosome binding, we generated alanine mutants of the DNA-interacting residues in each loop, plus constructs with two or all three loops mutated. Mutation of loop 1 (N362A/H365A) had the smallest effect on nucleosome binding, reducing the *K*_*d*_ from 0.5 µM to 2.0 µM (Figs. 1G and EV2C). Mutation of loop 3 (K452A/R458A) had a stronger effect, reducing the *K*_*d*_ to ~50 µM, and mutation of loop2 (R402A/K403A/K404A/K405A) had the strongest effect with no detectable binding at the highest protein concentration tested (50 µM) (Figs. 1G and EV2D,E). We also detected no binding when combining the loop2 and 3 mutants, or when combining the loop 1, 2, and 3 mutants (Fig. EV2F–I). Finally, we tested binding of the *S. cerevisiae* Hop1 CBR to nucleosomes with a truncated histone H2A lacking its N-terminal tail, as this tail could theoretically bind the CBR in the observed binding position. In agreement with the lack of visible density for this tail in our cryo-EM map, we observed no change in binding affinity with these nucleosomes, compared to nucleosomes with full-length H2A (Fig. EV2J). Thus, loop2 is the most important determinant for nucleosome binding by the Hop1 CBR, with loop 3 making a less significant contribution and loop 1 playing only a minor role.

Importantly, all of the above assays were performed with the isolated Hop1 CBR, rather than full-length Hop1. Full-length Hop1 is known to self-interact through HORMA-closure motif binding (West et al, 2018) and to bind Red1 through its N-terminal HORMA domain (Woltering et al, 2000; West et al, 2018), both of which may affect the CBR’s accessibility and the overall oligomeric state of Hop1 in cells. Thus, while the CBR is likely the major determinant of nucleosomal binding by Hop1, we cannot rule out direct or indirect contributions from other domains of the protein.

### CBR-nucleosome binding is important for successful meiosis

To investigate the function of CBR-nucleosome binding during meiosis, we mutated loop2 (R402A/K403A/K404A/K405A) in the endogenous *HOP1* locus, creating the *hop1-loop2* allele. The sporulation efficiency of wild type and *hop1-loop2* mutants was comparable (Fig. EV3A), and *hop1-loop2* mutants completed premeiotic DNA replication with   wild-type kinetics (Fig. EV3C). Hop1-loop2 protein expression and phosphorylation-dependent mobility shifts also occurred at levels and kinetics like wild type (Fig. EV3D) (Carballo et al, 2008; Subramanian et al, 2016). However, spore viability of *hop1-loop2* mutants was reduced (74.8%) compared to wild type (96.1%), indicating that the nucleosome binding activity of the CBR is important for Hop1 function in vivo (Fig. 2A, *P* = 0.0002). This reduction in spore viability is associated with an increase in 2:2 (live:dead) and 0:4 spore segregation patterns, indicative of a meiosis I defect (Fig. EV3B).

**Figure 2:**
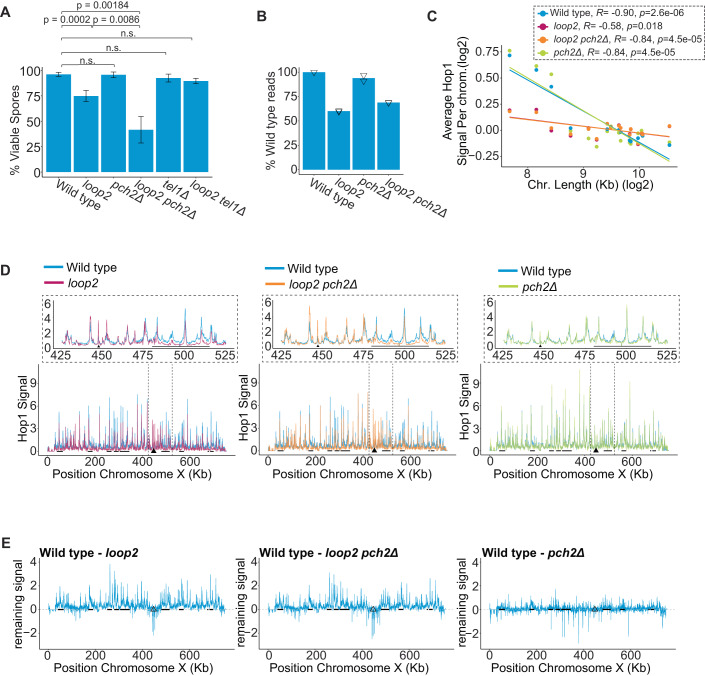
Hop1 association to DNA is altered in the absence of nucleosome binding. The *hop1-loop2* allele is simplified to *loop2* in figure labels. (**A**) Spore viability for each genotype. *P* values represent the Bonferroni-corrected results of unpaired *t* test between groups indicated by connected lines (*N* > 100 tetrads per genotype). (**B**) SNP-ChIP normalized average read counts displayed as a percentage of wild-type. Triangles represent values for each replicate (*N* = 2). (**C**) Mean Hop1 ChIP-seq signal per kb is plotted for each chromosome on a log scale with regression analysis and associated Pearson correlation coefficient for each genotype. (**D**) Hop1 ChIP-seq signal, normalized by SNP-ChIP is plotted along chromosome X for each genotype. Island regions are underlined with black bars and centromere regions are shown as solid triangles. Dotted lines indicate the region depicted in the zoom panel above each chromosome X plot (*N* = 3). (**E**) The SNP-ChIP normalized ChIP-sequencing for each genotype is subtracted from wild-type ChIP-seq and then the difference is plotted along chromosome X. All regions above zero indicate regions that contain more Hop1 binding in wild type compared to the corresponding genotype. Island regions are underlined with black bars and centromere regions are shown as open triangles. Source data are available online for this figure.

**Figure EV3:**
Hop1 protein and phosphorylation levels across genotypes. The *hop1-loop2* allele is simplified to *loop2* in figure labels. (**A**) Sporulation efficiency data for the indicated genotypes. This data represents at least four biological replicates. (**B**) Number of viable spores per tetrad for each genotype. At least 50 tetrads were dissected from each genotype. (**C**) Flow cytometry analysis of DNA content, monitoring DNA synthesis to indicate synchronous meiotic entry. This was performed every time samples were prepared from a meiotic yeast culture. (**D**) Western blots showing protein levels across genotypes for Hop1 protein (Top) (Subramanian et al, 2016), and for phosphorylated Hop1 T318 (Subramanian et al, 2016). This result was observed with at least three biological replicates. Source data are available online for this figure.

Because Hop1 binding to chromosomes is regulated by the protein remodeler Pch2 (Börner et al, 2008; San-Segundo and Roeder, 1999; Chen et al, 2014; Subramanian et al, 2016; Wojtasz et al, 2009; Mu et al, 2020), we also analyzed *hop1-loop2* mutants in the absence of *PCH2*. *hop1-loop2 pch2Δ* double mutants exhibited premeiotic DNA replication kinetics and sporulation efficiency indistinguishable from wild type (Fig. EV3A,C,D). Hop1 protein levels were elevated in the absence of *PCH2* in agreement with previous work (Fig. EV3D) (Ho and Burgess, 2011; Herruzo et al, 2019). The levels of the mutant Hop1-loop2 protein were similarly elevated, indicating that this effect on Hop1 abundance occurs independently of nucleosome association. Of note, *hop1-loop2, hop1-loop2 pch2Δ*, and *pch2Δ* cells all revealed an additional slow-migrating Hop1 band by western analysis that was not seen in wild type (Fig. EV3D). The biological relevance of this band remains unclear. Strikingly, although *pch2Δ* single mutants exhibited wild-type-like spore viability (95.7%) (San-Segundo and Roeder, 1999) (Fig. 2A), spore viability was synergistically reduced for *hop1-loop2 pch2Δ* double mutants (41.6%, *P* = 0.00183, unpaired *t* test) (Fig. 2A), indicating that in the absence of nucleosome binding by the CBR, cells depend on Pch2 activity for productive meiosis.

### Nucleosome–CBR interaction directs Hop1 towards short chromosomes and genomic islands

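Total Hop1 on chromatin was measured by SNP-ChIP, in which cells of the S288c strain are added to each SK1 culture as a spike-in and the reads are assigned to either genome by the sequence differences between the strains. The paper plots N = 2 replicates for this measurement (Fig. 2B). Only replicate 2 of wild type and of *hop1-loop2* was analysed here, each with 1 Hop1 ChIP library and 1 input library from cells collected 3 h after meiotic induction, so there is no replicate error for the values of this experiment. The titles give the number 2 to 2 different wild-type sets. The set used here is the one listed together with *hop1-loop2* replicate 2, and the other was not used here. The authors aligned the reads to the joined SK1 and S288c assemblies, kept perfect matches, and deposited the number of reads counted on each chromosome of each genome, without normalization. The files hold 3875169 counted reads for the wild-type ChIP library, 5549193 for its input, 6547731 for the *hop1-loop2* ChIP library and 278247 for its input. The share of S288c reads was 15.4% in the wild-type ChIP library and 19.2% in its input, compared to 23.0% in the *hop1-loop2* ChIP library and 18.8% in its input. For each genotype, the ratio of SK1 to S288c reads in the ChIP library was divided by the same ratio in the input, which gives the spike-in normalization factor, and the factor of *hop1-loop2* was expressed as a percentage of the wild-type factor. The interval given for this percentage covers counting error of the reads only, and the small *hop1-loop2* input sets most of its width.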

As the Hop1 CBR specifically promotes axis protein enrichment in island chromatin (Heldrich et al, 2022), we tested whether this localized enrichment requires nucleosome binding. 

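The spike-in normalization factor was 1.30 in wild type and 0.776 in *hop1-loop2*. Hop1 on chromatin in *hop1-loop2* was therefore 59.6% of wild type, with a 95% interval for counting error from 59.0% to 60.3%. The percentage moved most when the 3 shortest chromosomes (I, III and VI) were left out, to 61.9%. Calculated for each chromosome alone, Hop1 was at 40.3% of wild type on chromosome I, 40.2% on chromosome III and 43.0% on chromosome VI. The other 13 chromosomes lay between 53.2% (chromosome XII) and 70.9% (chromosome IV). The *hop1-loop2 pch2Δ* double mutant was not analysed here by SNP-ChIP. From the lower total, the paper concludes that Hop1 needs the contact between its CBR and nucleosomes to reach its full level on chromosomes.

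**Figure D1:**
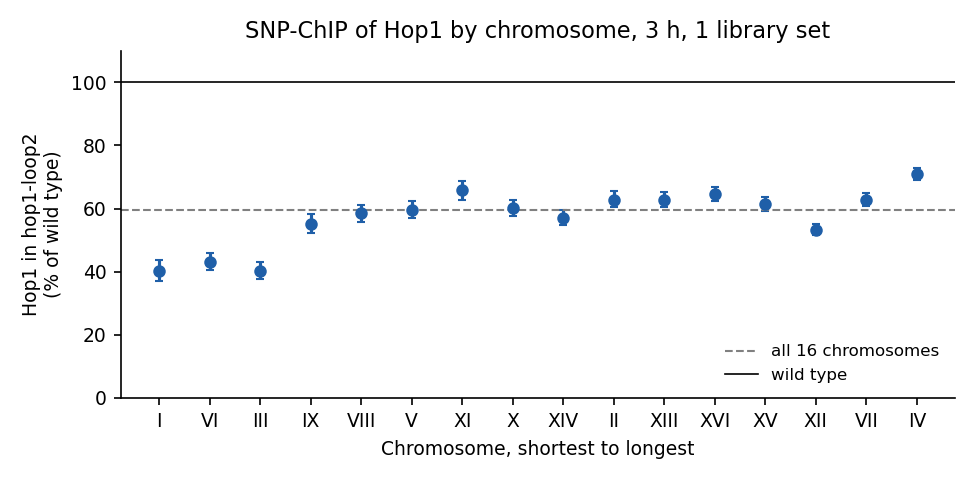
Hop1 in *hop1-loop2* as a percentage of wild type (y axis) on each of the 16 chromosomes, ordered from shortest to longest (x axis), in 1 set of SNP-ChIP libraries. Bars are 95% intervals for counting error, the dashed line is the value over all chromosomes (59.6%), and the solid line is wild type. Chromosomes I, VI and III lie lowest, between 40.2% and 43.0%.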

Spike-in normalized chromatin immunoprecipitation and sequencing (SNP-ChIP normalized ChIP-seq (Vale-Silva et al, 2019)) revealed that total Hop1 chromatin association was reduced to 60% of wild-type in *hop1-loop2* cells and to 69% of wild-type in *hop1-loop2 pch2Δ* double-mutant cells (Fig. 2B), showing that the CBR-nucleosome interaction is necessary for the full chromosomal association of Hop1. Importantly, the loss of Hop1 binding was not uniform across the genome but instead showed several distinct regional effects. In wild-type and *pch2Δ* cells, Hop1 was enriched on the shortest three chromosomes in early prophase (3 h after meiotic induction), but this effect was strongly weakened in *hop1-loop2* and *hop1-loop2 pch2* double mutants (Fig. 2C). Thus, CBR-nucleosome binding helps mediate the relative enrichment of Hop1 on short chromosomes.

Consistent with previous analyses of *hop1* mutants lacking the entire CBR (Heldrich et al, 2022), Hop1 binding was also specifically depleted from island regions in *hop1-loop2* cells and *hop1-loop2 pch2Δ* cells (Fig. 2D; Appendix Fig. S7). By contrast, the *pch2Δ* mutation alone had no effect. These regional differences in Hop1 binding are particularly apparent when the Hop1-loop2 binding profile is subtracted from the wild-type Hop1 binding profile and the differential CBR-dependent enrichment is plotted, which was largely restricted to island regions (Fig. 2E; Appendix Fig. S7).

In wild-type or *pch2Δ* cells, average Hop1 association with island regions was 1.55-fold and 1.52-fold higher than Hop1 association with non-island regions, respectively (Fig. 3A). In contrast, in *hop1-loop2* or *hop1-loop2 pch2Δ* mutants, Hop1-loop2 binding in islands was slightly depleted compared to the binding level in non-island regions (0.88-fold and 0.9-fold, respectively). Heatmap analysis showed that the changes occurred broadly across most, if not all, Hop1 binding sites (Fig. 3A). Spike-in normalization indicated that these relative changes were driven both by reduced binding of Hop1-loop2 in islands and increased binding in non-island regions. Thus, in the absence of nucleosome binding, Hop1 distribution is mildly enriched in non-island sites. This enrichment pattern mirrors the enrichment of Rec8-containing cohesin, which mediates the only remaining axis recruitment mechanism in the absence of CBR activity (Heldrich et al, 2022). Consistently, deletion of *REC8* in *hop1-loop2* mutants caused a complete loss of Hop1 binding (Fig. 3B). We conclude that the cohesin-independent enrichment of Hop1 in island regions requires the direct interaction of the CBR with nucleosomes.

**Figure 3:**
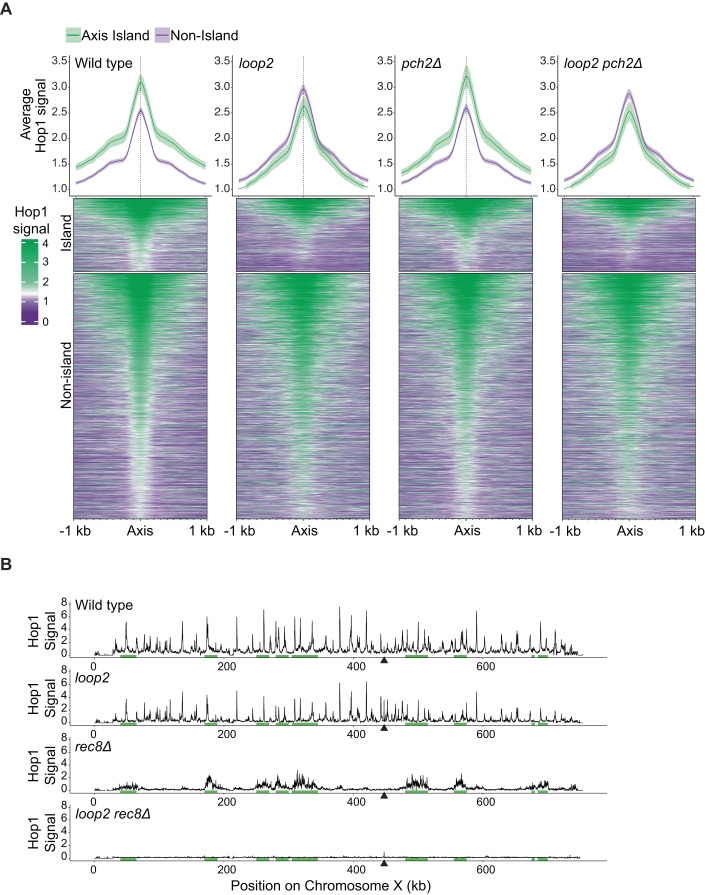
CBR-nucleosome binding is required for Hop1 enrichment in island regions. The *hop1-loop2* allele is simplified to *loop2* in figure labels. (**A**) Top: Meta-analysis of Hop1 binding in island or non-island regions was compared for each genotype. The solid line represents the average of axis binding, and shaded region corresponds to 95% confidence intervals. Nonoverlapping confidence intervals are considered to be statistically different. Bottom: Hop1 ChIP-seq associated with axis positions is displayed as heatmaps for each genotype, sorted into Island regions or non-island regions and ranked by Hop1 binding strength. (**B**) Hop1 ChIP-seq signal, normalized by SNP-ChIP is plotted along chromosome X for each genotype. Black triangle represents a centromere. Green bars represent island regions.

### CBR-nucleosome binding directs Hop1 away from pericentromeric regions

We also analyzed the effect of the *hop1-loop2* mutation on axis enrichment around centromeres. Pericentromeric regions experience different binding patterns among axis proteins. Rec8 is observed to be enriched in pericentromeric regions, whereas Red1 and Hop1 binding in pericentromeric regions is not different from the genome average (Sun et al, 2015; Luo et al, 2023). Spike-in normalized ChIP-seq analysis confirmed that the binding of Hop1 in the centromere-proximal regions (*CEN* + /− 20 kb) in wild-type cells or *pch2Δ* mutant cells was not significantly different from arm regions (Fig. 4A,B). By contrast, in *hop1-loop2* or *hop1-loop2 pch2Δ* cells, Hop1 binding signal in the pericentromeric regions was on average 1.43 and 1.63-fold higher than in arm regions, respectively. This increase was observed for nearly every chromosome and is similar to the binding enrichment observed for Rec8 (Fig. 4B,C), suggesting that Hop1 enrichment in pericentromeric regions is a consequence of Rec8-dependent recruitment. Given that Hop1 is not enriched around centromeres in wild-type cells, these data imply that nucleosome binding by the CBR interferes with Rec8-dependent recruitment of Hop1 in pericentromeric regions.

**Figure 4:**
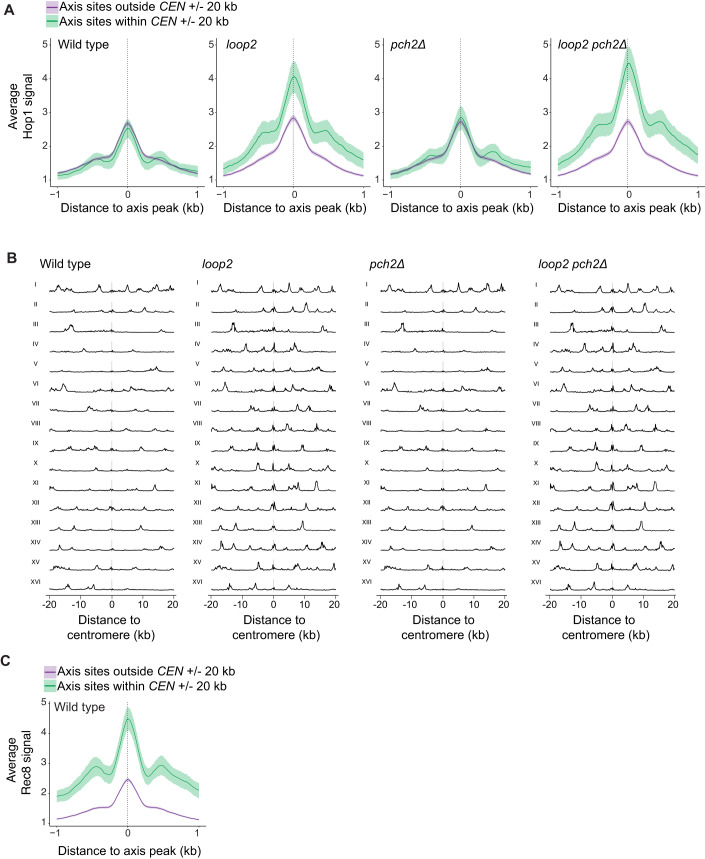
In the absence of CBR-nucleosome interaction, Hop1 is enriched in centromere regions. The *hop1-loop2* allele is simplified to *loop2* in figure labels. (**A**) Meta-analysis of Hop1 ChIP-seq associated with axis positions in either centromere (defined as any axis site within 20 kb +/− the centromere) or axis positions outside of defined centromere regions. Solid line represents average of axis binding, and shaded region corresponds to 95% confidence intervals. Nonoverlapping confidence intervals are considered to be statistically significant. (**B**) Hop1 ChIP-seq flanking centromere regions for each chromosome. (**C**) Same as panel B but for Rec8 ChIP-seq data available for wild type (Sun et al, 2015).

### Mutation of the Hop1 CBR leads to defective homolog synapsis

To assess Hop1 binding to meiotic chromosomes in individual nuclei, we prepared chromosome spreads from meiotic prophase cells (2, 3, and 4 h after meiotic induction). We probed the chromosomes with antibodies against Hop1 and the SC central-region protein Zip1, a marker of chromosome synapsis (Sym et al, 1993). *hop1-loop2* nuclei in early prophase (hour 2) contained about 26.9% of wild-type Hop1 signal intensity (Fig. 5A,B), and the nuclear area Hop1 occupied (measured as a percentage of total DAPI area) was only about 20% of the nuclear area occupied by wild-type Hop1 (Fig. 5A,C; Appendix Fig. S8). By hour 3, Hop1 signal intensity as well as nuclear area occupied by Hop1 in *hop1-loop2* cells were comparable to wild-type (Fig. 5A). As flow cytometry of the same meiotic cultures indicated that all genotypes entered meiosis synchronously, these results suggest that the association of Hop1 with the axes may be mildly delayed in *hop1-loop2* mutants. Consistent with a defect in Hop1 recruitment, *hop1-loop2 pch2Δ* double mutants exhibited increased Hop1 binding compared to the *hop1-loop2* single mutant, but overall Hop1 binding in the double mutant remained lower than in the *pch2Δ* single mutant (Fig. 5A–C). Moreover, deletion of *PCH2* did not lead to a greater Hop1-loop2 ChIP signal on chromosomes and did not rescue Hop1 binding to island regions (Fig. 2B–D). Thus, while deletion of *PCH2* leads to increased abundance of Hop1-loop2 on chromosomes, it is not sufficient to restore the amount of Hop1-loop2 directly bound to chromatin as assessed by ChIP-seq (Fig. 2). Interestingly, the *hop1-loop2* mutation rescued the reduced DAPI area seen in *pch2Δ* mutants (Appendix Fig. S8), indicating that this phenotype depends on CBR-nucleosome binding.

**Figure 5:**
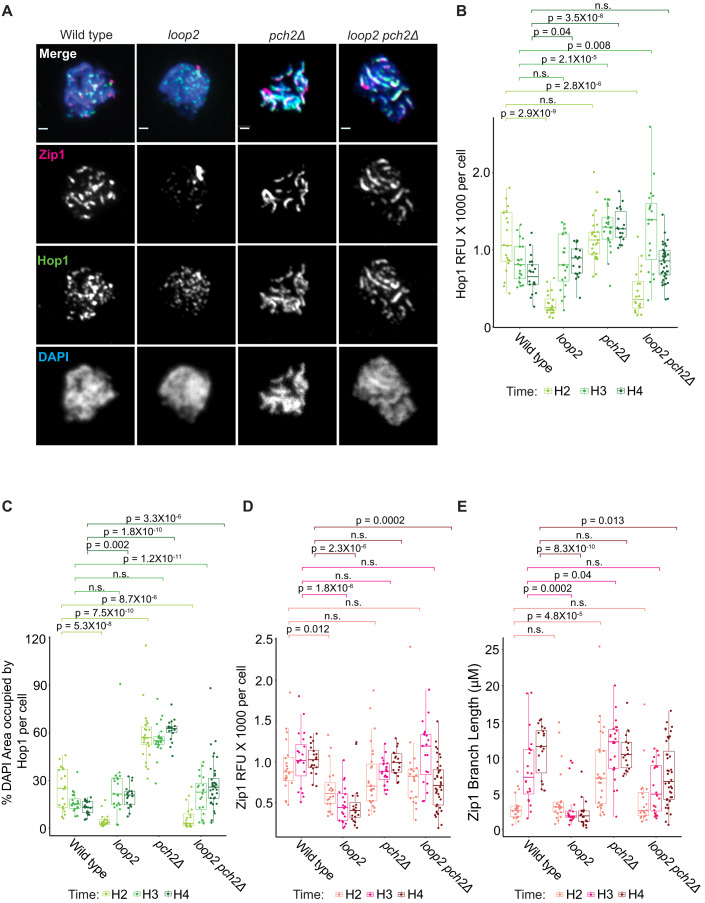
Hop1 CBR domain is important for synapsis. The *hop1-loop2* allele is simplified to *loop2* in figure labels. (**A**) Representative images from chromosome spreads prepared at 3 h after meiotic induction, hybridized with antibodies against Zip1 and Hop1, and stained with DAPI. Scale bars: 1 µm. (**B**) Dot plot of the quantification of total Hop1 relative fluorescent units (RFU) per cell. Hours 2, 3, and 4 are separated by color as depicted in the legend below. Box plots are overlaid on dot plots and depict interquartile ranges between the 25th and 75th quartile, where the line in the middle of the box represents the medium value. Lines between categories represent *P* value results; n.s. is not significant. Statistics are determined by unpaired Wilcoxon test with Bonferroni correction, *N* = 2. (**C**) Dot plot of the % total DAPI area that the Hop1 signal occupies for each cell. Plot layout, N number, and statistics are the same as (**B**). Individual quantifications of Hop1 and DAPI area for each cell appear in Appendix Fig. S8. (**D**) Dot plot of the quantification of total Zip1 RFU per cell. Plot layout, *N* number, and statistics are the same as (**B**). (**E**) Zip1 length for each cell is displayed in micrometers. Plot layout, *N* number, and statistics are the same as (**B**). Source data are available online for this figure.

By late prophase, chromosomal Hop1 levels in wild-type cells declined as a consequence of chromosome synapsis (Subramanian et al, 2016). *hop1-loop2* mutants, however, failed to undergo proper chromosome synapsis and accumulated chromosomal Hop1 like other mutants with synapsis defects (Fig. 5A–C) (Subramanian et al, 2016). To quantify the SC defect of *hop1-loop2* mutants, we classified nuclei by their Zip1 structures. Whereas the majority of wild-type nuclei displayed full Zip1 polymerization on chromosomes at hours 3 and 4 of meiosis, *hop1-loop2* nuclei displayed primarily punctate Zip1 signals or short Zip1 tracks, similar to Zip1 patterns seen at hour 2 in wild-type (Fig. 5A,E). In addition, *hop1-loop2* nuclei often contained one or two Zip1 aggregates (Fig. 5E). Thus, *hop1-loop2* cells fail to form wild-type SC structures.

Deletion of *PCH2* nearly rescued the SC formation defect of *hop1-loop2* mutants (Fig. 5A). Total Zip1 signal intensity and Zip1 track length in *hop1-loop2 pch2Δ* cells was comparable to that of wild-type cells at hours 2, and 3 after meiotic induction (Fig. 5A,D,E), and chromosomes also showed almost wild-type localization of the SC central-element protein Gmc2 (Humphryes et al, 2013), indicating that *hop1-loop2 pch2Δ* double mutants form bona fide SCs (Fig. EV4). The rescue was incomplete because both Zip1 signal intensity and Zip1 length remained lower than wild-type Zip1 levels at hour 4 (Fig. 5A,D,E). Nonetheless, these results indicate that nucleosome binding by Hop1 is not necessary for meiotic chromosome synapsis. Rather, the defect in SC formation in *hop1-loop2* cells is at least in part a consequence of premature Hop1 removal by Pch2.

**Figure EV4:**
Localization of the central-element protein Gmc2. The *hop1-loop2* allele is simplified to *loop2* in figure labels. Samples were taken from meiotic cultures of the indicated genotypes at hour 3, chromosome spreads were prepared, hybridized with antibodies against Zip1 (pink) and Gmc2 (green), and stained with DAPI (blue). This was generated from samples taken from one meiotic time course. Source data are available online for this figure.

### *hop1-loop2* cells experience decreased DSB formation in island regions

To investigate the functional consequences of altered axis assembly in *hop1-loop2* mutants, we assayed DSB induction along whole chromosomes and at individual hotspots by Southern blotting. To exclude differences in DSB turnover, we performed these experiments in a *rad50S* background, which blocks DSB repair (Alani et al, 1990). At the chromosomal level, DSB formation was notably reduced in *hop1-loop2* mutants but still occurred at higher levels than in *hop1Δ* mutants, indicating that Hop1 promotes some DSB formation even in the absence of nucleosome binding (Fig. 6A,B; Appendix Fig. S9). Reduced DSB levels were also observed at individual hotspots (*GAT1*, *ERG1*), although the magnitude of the effect differed depending on the hotspot (Fig. 6C,D; Appendix Fig. S9).

**Figure 6:**
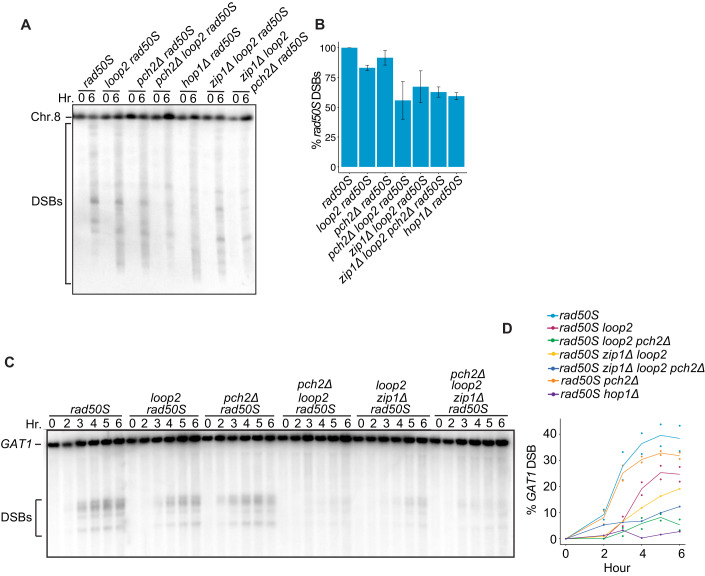
Hop1 CBR domain promotes DSB activity. The *hop1-loop2* allele is simplified to *loop2* in figure labels. (**A**) Pulsed-field gel and Southern blot analysis of chromosome VIII (analyzed using a probe against *CBP2*). (**B**) Percent total broken DNA calculated based on a Poisson distribution using the intact chromosome VIII bands for each genotype and assuming full replication by 6 h (Thacker et al, 2014). Data represents four biological replicates, error bars indicate standard deviation. (**C**) Southern blot analysis of the *GAT1* locus across genotypes during meiosis. The *GAT1* hotspot is located outside an island on chromosome 6 (the second smallest chromosome). Top band represents the intact *GAT1* locus. Bottom band represents DSBs that occur at the *GAT1* locus. (**D**) Measurements of the DSB induction for each genotype at the *GAT1* locus. Data represents two biological replicates for each genotype, with the exception of *zip1Δ hop1-loop2* and *zip1Δ hop1-loop2 pch2Δ*, which were analyzed once. Source data are available online for this figure.

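CC-seq maps the 5′ ends of DNA strands that are covalently bound to Spo11, the protein that makes meiotic DSBs. The *rad50S* mutation keeps Spo11 on the DNA ends, so that breaks accumulate and can be mapped. *rad50S* cultures, which stand for wild type in this experiment, and *rad50S hop1-loop2* cultures were collected at 6 h, with 2 replicates each. The authors aligned the reads to the SK1 genome (assembly ASM205788v1) and deposited, for each position and strand, the hits scaled to a total of 1000000 on the nuclear chromosomes of the library (HpM). HpM values are relative within a library, so a change in the total number of DSBs is not visible in them. All HpM values were whole multiples of the value of 1 read (100% in each library), which gave 7730583 and 7577582 hits in the *rad50S* replicates and 6277735 and 7985420 in the *rad50S hop1-loop2* replicates. In units of 1000000 reads, Appendix Table S7 lists slightly higher depths, the paper's values being 7.76 and 7.62 for *rad50S* and 6.32 and 8.04 for *rad50S hop1-loop2*, and the values here use the hits in the files. Hotspots were called on the mean of the 4 libraries, smoothed with a Hann window about 200 bp wide, as stretches above 0.2 HpM per bp that were at least 25 bp long, and stretches less than 200 bp apart were merged. This gave 3569 hotspots with a median length of 206 bp, and the HpM of both strands was summed in each. Over hotspots, the log2 values of the *rad50S* replicates had a correlation of 0.984 and those of the *rad50S hop1-loop2* replicates of 0.991. The positions of 126 islands and of the centromeres were read from the bars and triangles of Appendix Fig. S7, where 1 pixel column is 3.34 kb, and the islands read in this way cover 18.3% of the genome. An annotation of this assembly was not used here, so hotspots are named by position only.

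In the region of chromosome XIII enlarged in Fig. 7A, 1 island from 652715 to 702792 was read. Its 12 hotspots had a summed signal of 5149 ± 642 HpM in *rad50S* and 1116 ± 9.04 HpM in *rad50S hop1-loop2* (SD, n = 2), a ratio of 0.217, and 11 of the 12 were lower in the mutant. The 15 hotspots outside the island in the same region summed to 5301 ± 166 HpM in *rad50S* and 8633 ± 431 HpM in *rad50S hop1-loop2* (SD, n = 2), a ratio of 1.63, although 5 of the 15 were lower in the mutant. Both differences in the sums were larger than the spread between replicates. The strongest hotspot of the region in *rad50S*, from 674239 to 674756 in the island, fell from 1729 ± 274 to 193 ± 22.0 HpM (SD, n = 2). The strongest in *rad50S hop1-loop2*, from 647949 to 648832 outside the island, rose from 1515 ± 102 to 2775 ± 3.82 HpM (SD, n = 2).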

To test whether the Hop1 CBR-nucleosome interaction differentially affects DSB formation in island regions, we mapped DSBs genome-wide by CC-seq (Gittens et al, 2019; preprint: Brown et al, 2023) (Fig. 7A). Consistent with previous analysis (Heldrich et al, 2022), wild-type DSB activity in islands was 1.3-fold that of non-island regions (Fig. 7B). By contrast, in *hop1-loop2* cells, DSB activity in islands was significantly lower than in non-island regions (Fig. 7B). 

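Of the 3569 hotspots, 586 lay in islands and 2983 outside. In *rad50S*, the mean signal per hotspot was 316 HpM in islands and 235 HpM outside, a ratio of 1.35 ± 0.0191 (SD, n = 2). The replicates gave 1.36 and 1.33. A bootstrap over hotspots placed the ratio between 1.16 and 1.56 (95% interval, 10000 draws). The draws treat hotspots as independent, here and below, so the intervals may be too narrow. Shifting the island map along the genome in steps of 1 kb, which keeps the sizes and spacing of islands, gave a ratio as far from 1 with a two-sided permutation p = 0.000829 over 12063 shifts. The ratio moved most when each strand position with a hit was counted once, a setting chosen after seeing the data. It was then 1.07 (permutation p = 0.0575). That setting also discards repeated breaks at the same position, so it cannot tell copied reads from strong hotspots. Among the other settings it was lowest, at 1.20, when all the sequence in islands and outside was used in place of hotspots.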

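In *rad50S hop1-loop2*, the mean signal per hotspot was 181 HpM in islands and 264 HpM outside. The ratio of island to non-island hotspots was 0.684 ± 0.0160 (SD, n = 2), with replicates at 0.696 and 0.673 and a bootstrap interval from 0.552 to 0.841. Both values lay below both *rad50S* replicates. The same shifts of the island map gave a two-sided permutation p = 0.000414. The comparison between genotypes was tested directly as the log2 change of the mean signal in islands minus that outside islands, which was -0.98 ± 0.04 (SD, n = 2, bootstrap interval -1.18 to -0.79, permutation p = 0.000414). As labels of 2 libraries against 2 cannot give a two-sided exact p below 0.333, these p-values describe the position of islands on the map and not the number of cultures. When each strand position was counted once, the difference of log2 changes shrank to -0.47 but kept its permutation p of 0.000414.

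**Figure D2:**
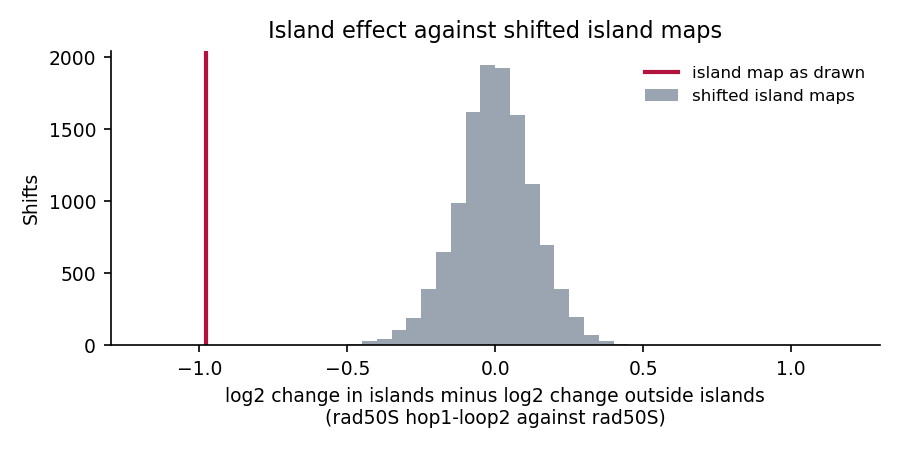
Number of shifted island maps (y axis, grey bars) that gave each value of the log2 change in islands minus the log2 change outside islands between *rad50S hop1-loop2* and *rad50S* (x axis). The red line marks the map as drawn in the paper, at -0.98, in the outer tail of the 12063 shifts.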

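Within 20 kb of a centromere lay 186 of the hotspots, and 3383 lay elsewhere. In *rad50S*, the mean signal per hotspot was 166 HpM near centromeres and 253 HpM elsewhere, a ratio of 0.657 ± 0.0579 (SD, n = 2). Rotating the windows within each chromosome gave a two-sided permutation p = 0.0024 over 10000 rotations. In *rad50S hop1-loop2*, the mean signal was 271 HpM near centromeres and 249 HpM elsewhere, a ratio of 1.09 ± 0.166 (SD, n = 2, permutation p = 0.6326). The replicates of this genotype fell on either side of 1, at 0.970 and 1.21, so in the mutant alone centromere-proximal hotspots were not distinguishable from the others. The ratio also lay below 1 with windows of 10 kb (0.737, permutation p = 0.201) and rose to 1.45 when the median over hotspots replaced the mean (permutation p = 0.0243). Between the genotypes, the log2 change near centromeres exceeded that elsewhere by 0.73 ± 0.26 (SD, n = 2, bootstrap interval 0.29 to 1.13, permutation p = 0.0039). In 12 of the 16 windows both *rad50S hop1-loop2* replicates lay above both *rad50S* replicates, and the median ratio of the windows was 1.65. In the other 4 both mutant replicates lay below both *rad50S* replicates, with ratios of 0.526 (chromosome I), 0.419 (VI), 0.574 (VII) and 0.230 (IX), so the increase was not general. The highest ratios were 11.9 (chromosome III) and 9.37 (chromosome IV). Over all chromosomes, the ratio was highest next to the centromere as read. Centromeres were read from pixel columns of 3.34 kb, and readings from the pages of Appendix Fig. S7 differed by up to 6.58 kb (chromosome III). Steps of 5 kb are therefore close to the error of position. Hotspots up to 5 kb away had a ratio of 2.40 between the genotypes, those at 5 to 10 kb 1.74, those at 10 to 20 kb 1.48 and those at 20 to 30 kb 1.53, whereas the ratio at 30 to 50 kb was 0.663.

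**Figure D3:**
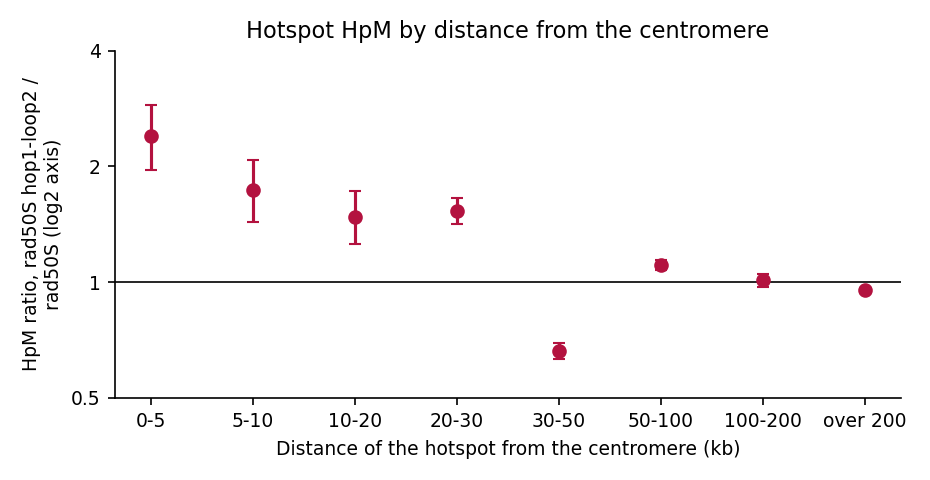
Ratio of summed hotspot HpM between *rad50S hop1-loop2* and *rad50S* (y axis, log2 scale) for hotspots grouped by distance from the centromere in kb (x axis). Points are the ratios of the means of 2 replicates and bars span the 4 pairings of a mutant library with a *rad50S* library. The ratio is highest within 5 kb (2.40), lowest at 30 to 50 kb (0.663) and close to 1 farther out. Readings of a centromere differ by up to 6.58 kb, so the nearest groups are not sharply separated.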

In centromere-proximal regions (*CEN* + /− 20 kb), where Hop1 binding is increased in *hop1-loop2* mutants compared to wild-type (Fig. 4A,B), DSB signals also trended higher although this difference was not statistically significant, likely because of the small sample size (Fig. 7D). 

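The share of all hits that fell on each chromosome was compared between the genotypes. Chromosome I, the shortest, held 2.29% ± 0.193 of the hits in *rad50S* and 0.867% ± 0.0604 in *rad50S hop1-loop2* (SD, n = 2), a ratio of 0.379 ± 0.0415. On chromosome VI the share fell from 3.24% ± 0.155 to 1.87% ± 0.00326 (SD, n = 2), a ratio of 0.577 ± 0.0276. These were the 2 chromosomes on which both mutant libraries lay outside the *rad50S* range by over 20%. The share of chromosome III, which is not among the bars of Fig. 7C, was 2.08% ± 0.256 in *rad50S* and 1.92% ± 0.0851 in the mutant (SD, n = 2), a ratio of 0.924 ± 0.121 that is within the spread between replicates. The other 13 chromosomes had ratios from 0.909 (chromosome XII) to 1.13 (chromosome V). The mean log2 ratio of chromosomes I, III and VI was lower than that of the other 13 by a difference of -0.81, and 560 choices of 3 chromosomes gave a two-sided exact permutation p = 0.00536. Across all 16 chromosomes, which are not independent replicates, the ratio was not significantly correlated with length by rank (Spearman's rho 0.28, permutation p = 0.298, Benjamini-Hochberg adjusted p = 0.298 over the 2 mutants compared with *rad50S*). Pearson's r was 0.53 (permutation p = 0.0372, adjusted p = 0.0743). It fell to 0.31 (permutation p = 0.292) without chromosomes I and IV, the 2 farthest from the median length, so the relation with length on a linear scale depended on these chromosomes. Against log10 length, r was 0.68 (permutation p = 0.0047). Without chromosomes I and VI, rho was -0.081 (permutation p = 0.784).

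**Figure D4:**
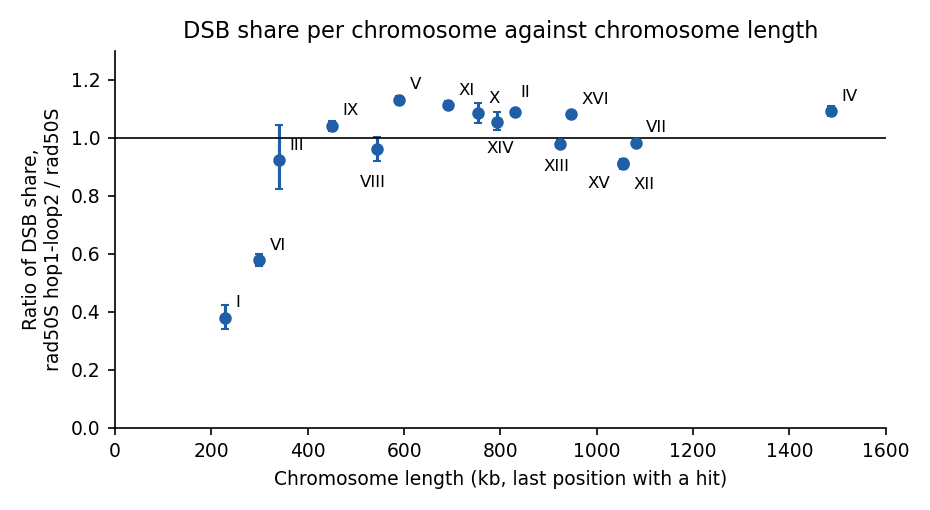
Ratio of the share of hits per chromosome between *rad50S hop1-loop2* and *rad50S* (y axis) against chromosome length in kb (x axis). Points are ratios of the means of 2 replicates and bars span the 4 pairings of a mutant library with a *rad50S* library. Chromosomes I (0.379) and VI (0.577) lie apart, and chromosome III (0.924), which is almost as short, lies near 1.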

Strikingly, short chromosomes were comparatively most affected and showed a notable decrease in relative DSB activity in *hop1-loop2* mutants (Fig. 7C). These data demonstrate that nucleosome binding recruits Hop1 to specific regions of the genome to alter recombination activity.

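At single hotspots, limma with a trend on log2(HpM + 1) found 2763 of the 3569 hotspots changed in *rad50S hop1-loop2* at an adjusted p below 0.05, of which 1542 were lower and 1221 higher. In islands, 417 of 586 hotspots were lower and 68 higher, compared to 1125 lower and 1153 higher among the 2983 outside. The split outside islands depends on the scaling. After centring on the median change there were 997 lower and 1275 higher outside and 392 lower and 81 higher in islands. The 2 hotspots with the largest decrease and the 2 with the largest increase were taken from those with a mean of at least 50 HpM. None of the 4 lies in an island as read, but the 2 that decreased most are 0.85 kb (chromosome III) and 1.13 kb (chromosome VII) from an island edge, less than 1 pixel column of 3.34 kb, and both fall inside when islands are widened by 1 column. On chromosome III, the hotspot from 87285 to 87660 fell from 367 ± 103 to 2.34 ± 1.19 HpM (SD, n = 2), a log2 change of -6.80 (SE 0.29, adjusted p = 9.14e-07 from limma with Benjamini-Hochberg adjustment). It departs from its neighbours, which had a median log2 change of 0.34. By the paper's strain table, the *rad50S* strain carries the HIS4::LEU2 construct on chromosome III, whose position here was not determined. A strain difference at this locus is therefore a candidate explanation besides *hop1-loop2*. On chromosome VII, the hotspot from 447688 to 447940 fell from 643 ± 82.2 to 26.1 ± 0.947 HpM (SD, n = 2), a log2 change of -4.57 (SE 0.16). Both hotspots with the largest increase are within 20 kb of a centromere. The hotspot from 464920 to 465141 on chromosome IV, 0.94 kb from the centromere as read from the figure and 3.01 kb by its second page, rose from 20.9 ± 1.37 to 639 ± 72.0 HpM (SD, n = 2), a log2 change of 4.87 (SE 0.16). On chromosome III, the hotspot from 125654 to 126087, 12.3 kb from the centromere as read and 5.74 kb by the second page, where the readings differ most (6.58 kb), rose from 7.81 ± 4.51 to 359 ± 4.93 HpM (SD, n = 2), a log2 change of 5.46 (SE 0.31). The adjusted p of each of the 4 was at most 1.78e-06 (limma with Benjamini-Hochberg adjustment). All 4 log2 changes are on the log2(HpM + 1) scale, which understates changes from low values. From the losses in islands and on short chromosomes, where Hop1-loop2 binding was also reduced, the paper concludes that binding to nucleosomes places Hop1 in particular parts of the genome and so shapes where recombination starts.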

**Figure 7:**
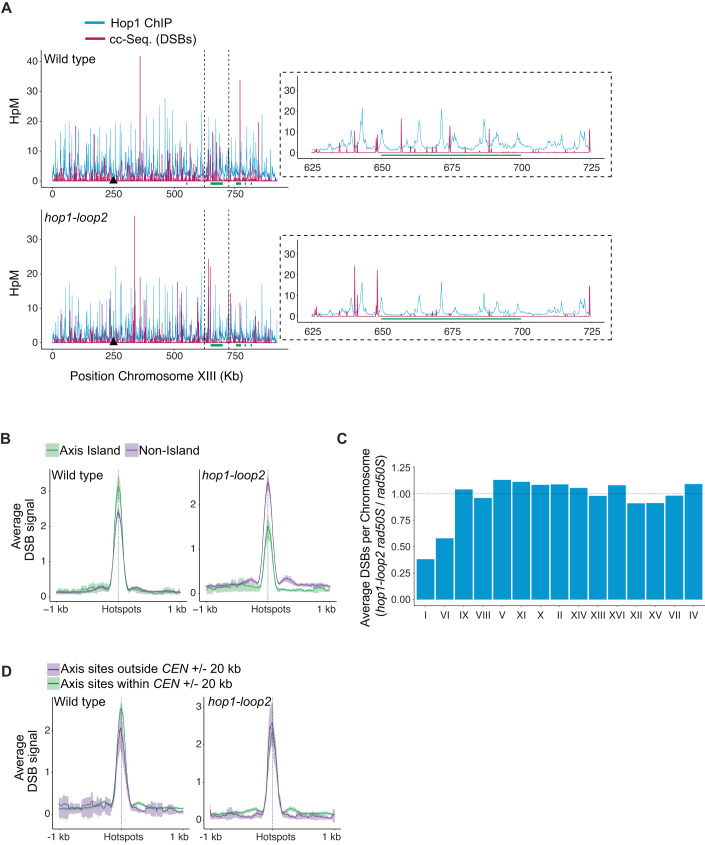
Genome-wide DSB analysis reveals altered Hop1 binding in the absence of CBR-nucleosome interaction directly affects DSB distribution. (**A**) CC-sequencing (magenta), with two replicates, is plotted along chromosome XIII as hits per million (HpM) for *rad50S* and *rad50S hop1-loop2* cultures collected at 6 h. Hop1 ChIP signal (blue) is also plotted to compare the relative positions of Hop1 binding and DSB activity. The dotted lines indicate the zoom region plotted to the right of the whole chromosome plot. Black bars represent island regions, black triangles represent centromeres. (**B**) Meta-analysis of CC-sequencing data comparing read counts associated with hotspots in axis island regions with read counts associated with hotspots in non-axis regions for either *rad50S* cells or *rad50S hop1-loop*2 cells. Shaded regions outside of the averages represent 95% confidence intervals. (**C**) Ratio plots for the average number of DSBs per chromosome in *hop1-loop2 rad50S* compared to the average number of DSBs per chromosome in *rad50S* cultures. The chromosomes are organized from smallest to largest. (**D**) Similar plots as (**B**), except comparing CC-sequencing data associated in hotspots 20 kb +/− the centromere to CC-sequencing data associated with hotspots outside these regions.

### Pch2 promotes DSB formation in *hop1-loop2* cells

If the reduced DSB formation in *hop1-loop2* mutants was solely due to increased Pch2-mediated Hop1 removal from chromosomes, then deletion of *PCH2* should rescue the DSB defect of the *hop1-loop2* mutant. Contrary to this expectation, we found that DSB levels were further reduced in *hop1-loop2 pch2Δ* mutants (Fig. 6A–D; Appendix Fig. S9), explaining the major decrease in spore survival of the double mutant (Fig. 2A). The reduction in DSB levels was observed both by pulsed-field gel electrophoresis and by analysis of individual loci, although we again observed differences in the extent of reduction at individual hotspots. *hop1-loop2 pch2Δ* mutants showed only mildly reduced DSB levels compared to *hop1-loop2* single mutants at the *ERG1* locus, but severely reduced DSB levels at *GAT1* (Fig. 6A–D; Appendix Fig. S9), consistent with locus-specific differences in each hotspot’s dependence on Hop1 CBR-nucleosome binding and Pch2. Because synapsis is largely rescued in the *hop1-loop2 pch2Δ* mutants (Fig. 5A,D,E), and because synapsis is known to downregulate DSB induction (Thacker et al, 2014; Subramanian et al, 2016; Mu et al, 2020), we also analyzed *hop1-loop2 pch2Δ zip1Δ* mutants. In triple mutants, DSB formation was not rescued, but was even further reduced than the double mutants (Fig. 6A–D; Appendix Fig. S9). These data indicate that Pch2 is necessary for promoting the DSB activity of Hop1 in the absence of nucleosome binding.

### Nucleosome binding by Hop1 is not necessary for DSB repair template bias

In addition to promoting DSB formation, Hop1 also ensures that meiotic DSB repair uses homologous chromosomes rather than the sister chromatids as the preferred repair template (Niu et al, 2005; Hollingsworth and Byers, 1989). In *hop1*Δ mutants, the few DSBs that do form are largely repaired via the sister chromatid, resulting in a loss of COs (Schwacha and Kleckner, 1994). To investigate the function of CBR-mediated Hop1 recruitment during meiotic DSB repair, we analyzed meiotic recombination at the model *HIS4:LEU2* locus, which allows quantification of CO formation as well as interhomolog and intersister repair by Southern blot analysis (Hunter and Kleckner, 2001). Analysis of the *hop1-loop2* mutant revealed that CO levels were reduced by approximately 50% compared to wild-type (Fig. 8A). This reduction mirrored the 50% reduction in DSB levels at this locus and implies that the DSBs that do form undergo normal CO repair. Consistent with this interpretation, the ratio of joint-molecule repair intermediates between homologous chromosomes and sister chromatids in *hop1-loop2* mutants was near the level of wild-type cells (Fig. 8B). Thus, repair template choice at *HIS4:LEU2*, unlike DSB formation, does not require nucleosome binding by the CBR. These data functionally separate the CBR from the neighboring SQ/TQ cluster domain (SCD; residues 298–318), which is essential for repair template choice (Carballo et al, 2008). Importantly, the bias toward interhomolog repair remained intact in *hop1-loop2 pch2Δ* double mutants (Fig. 8B), suggesting that the increased spore lethality of the double mutant was primarily due to low DSB numbers and not a consequence of altered repair patterns. Consistent with this interpretation, *TEL1* deletion, which increases the levels of meiotic DSB formation (Garcia et al, 2015; Mohibullah and Keeney, 2017), was sufficient to restore the spore viability of *hop1-loop2* mutants to near wild-type levels (Fig. 2A). Taken together, these data suggest that Hop1-loop2 protein remains fundamentally functional in its ability to support DSB formation, repair bias, and synapsis, and that the primary defect of *hop1-loop2* lies in the regulation of Hop1. We consider potential modes of such regulation in the “Discussion”.

**Figure 8:**
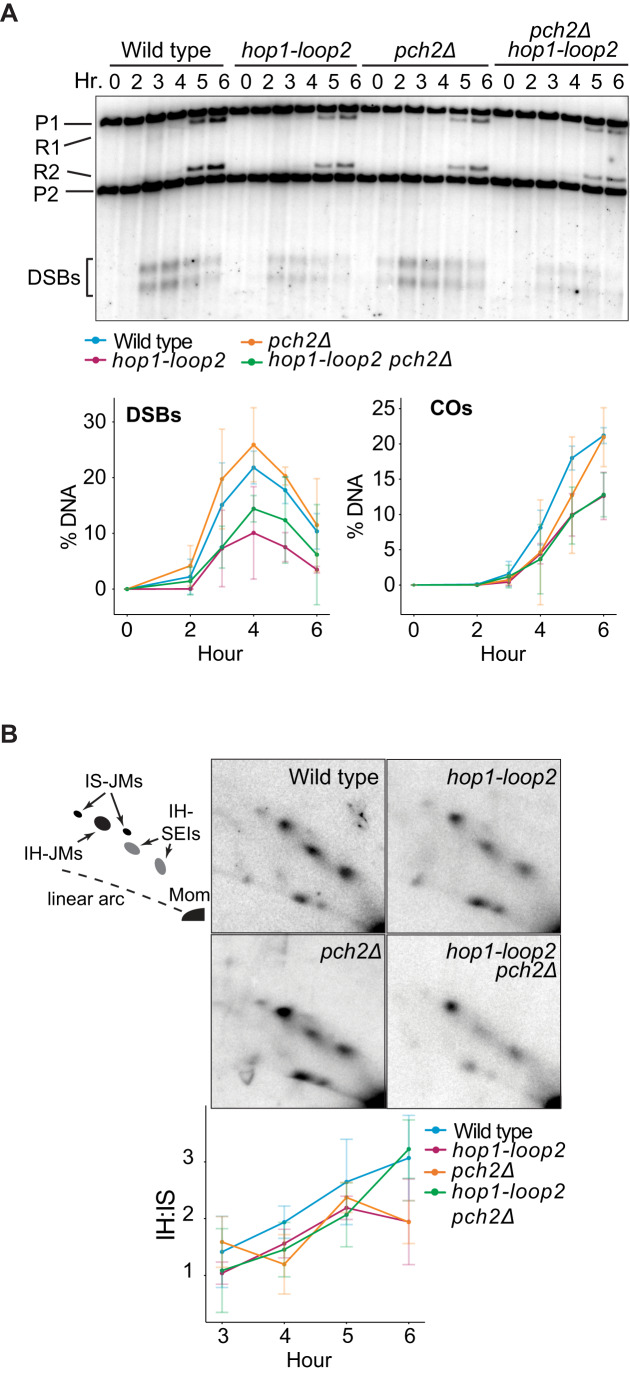
Hop1 CBR domain does not impact repair choice. (**A**) Top: Southern blot analysis of the *HIS4:LEU2* hotspot locus across genotypes during meiosis. P1 and P2 represent parental alleles. R1 and R2 represent COs. DSBs appear near the bottom of the gel. Bottom left: Quantification of DSBs from three replicates at the *HIS4:LEU2* locus, from three replicates, shown as a percentage of the total DNA signal for each lane; error bars indicate standard deviation. Bottom right: Measurements of recombination between P1 and P2 are depicted as a percentage of total DNA; error bars indicate standard deviation. (**B**) Native-native 2D gel electrophoresis and Southern blot analysis of psoralen-stabilized recombination intermediates at the *HIS4:LEU2* locus. Top left: Illustration of the expected pattern of recombination intermediates. IS-JM intersister join molecules, IH-JM interhomolog joint molecules. SEIs single-end invasion intermediates, a precursor of IH-JMs. Top right: representative image for each genotype at hour 4. Bottom: Measurements, from three replicates, of joint-molecule signals depicted as the ratio of IH-JM signal to IS-JM signal; error bars indicate standard deviation. Source data are available online for this figure.

### Meiotic HORMADs across eukaryotes possess diverse CBRs

Our data show that the *S. cerevisiae* Hop1 CBR plays important roles in recombination, but this domain is notably lacking in meiotic HORMADs from other model organisms like *C. elegans* and *M. musculus*. To determine how widespread the CBR is among meiotic HORMADs, we generated profile Hidden Markov Models (HMMs) for the PHD, wHTH, and HTH-C domains in *S. cerevisiae* Hop1, then searched for similar domains in meiotic HORMADs from a set of 158 diverse eukaryotes (Tromer et al, 2019; van Hooff et al, 2017). We identified 149 meiotic HORMADs in 158 genomes and transcriptomes representative of the full diversity of the eukaryotic tree of life (thirteen species encode two meiotic HORMADs, and *C. elegans* encodes four). Those organisms that lack an identifiable meiotic HORMAD protein also usually lack homologs of the chromosome axis core proteins (e.g., *S. cerevisiae* Red1 or *M. musculus* SYCP2/SCYP3; (Tromer et al, 2021)). The meiotic HORMADs we could identify almost always encode both an N-terminal HORMA domain and a C-terminal closure motif, but show a strikingly variable architecture within their central regions as detected by HMM profile matches and AlphaFold structure predictions (Fig. 9A,B; Table EV1) (Varadi et al, 2022; Jumper et al, 2021). The majority of HORMADs we identified (107 of 149) encode a CBR containing some combination of a PHD and a wHTH domain. Across Saccharomycetaceae—the fungal group that contains *S. cerevisiae*—we detected a conserved CBR architecture with PHD, wHTH, and HTH-C domains. In a large set (36/149) of meiotic HORMADs from other Opisthokonta (including Fungi and Metazoa), the CBR comprises predicted PHD and wHTH domains, but lacks a clear HTH-C (Fig. 9A,B; Appendix Fig. S10). In these proteins, the PHD domain’s canonical histone tail binding hydrophobic cage is highly conserved (Appendix Fig. S10A,B), and the wHTH domain’s canonical DNA-binding site is predicted to be surface-exposed and positively charged (Appendix Fig. S10C–E). These data suggest that, unlike *S. cerevisiae* Hop1, the larger group of CBRs lacking HTH-C may bind nucleosomes in a bipartite manner through both histone tails and DNA. In the pathogenic fungi *Encephalitozoon cuniculi* and *Encephalitozoon intestinalis*, we identified putative meiotic HORMADs that lack an N-terminal HORMA domain, and encode only a CBR with a PHD/wHTH domain or PHD domain, respectively (Fig. 9A,B; Table EV1).

**Figure 9:**
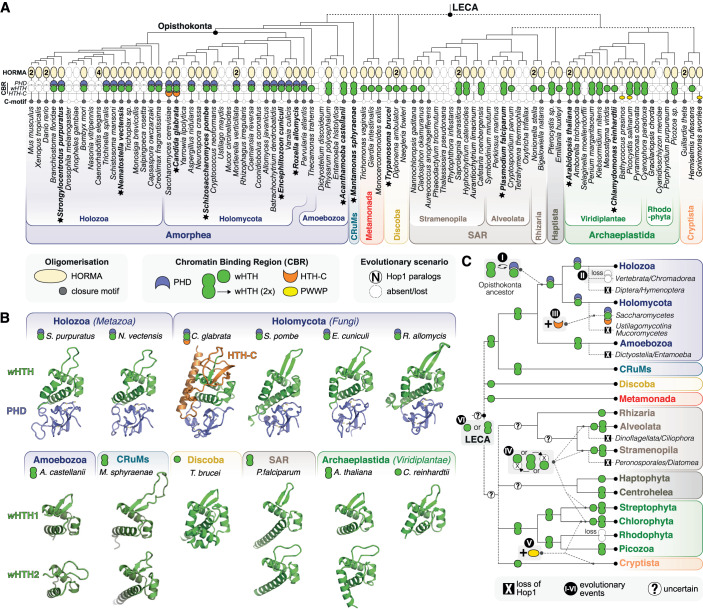
Meiotic HORMADs encode a variable central chromatin-binding region. (**A**) Cartoon of a phylogenetic tree of diverse eukaryotes (a subset of 87 out of 158 species analyzed in this study), with individual domains in meiotic HORMAD proteins noted: HORMA domain beige, PHD domain blue, wHTH domain green, HTH-C domain orange, PWWP yellow and the closure motif grey. Numbers in the HORMA domain field indicate the number of detected meiotic HORMADs in a given genome. Two different shapes are depicted for the wHTH domain, each indicating the number of wHTH domains detected in a single meiotic HORMAD protein. Major eukaryotic groups are color-coded and labeled. See full dataset of 158 species/149 HORMAD proteins in Table EV1. (**B**) AlphaFold 2 predicted structures of selected meiotic HORMAD CBRs (indicated with a star and in bold text in (**A**)). All CBRs are shown with PHD domain blue, wHTH green, and HTH-C orange. *Strongylocentrotus purpuratus* (Uniprot ID A0A7M7T0L9) residues 329–476 (PHD 329–395, wHTH 396–476); *Nematostella vectensis* (Uniprot ID A7RLI6) residues 280–426 (PHD 280–345, wHTH 346–426); *Candida glabrata* (Uniprot ID Q6FIP6) residues 319–526 (PHD 319–373, wHTH 374–438, HTH-C 439–526); *Schizosaccharomyces pombe* (Uniprot ID Q9P7P2) residues 333–480 (PHD 333–388, wHTH 389–480); *Encephalitozoon cuniculi* (Uniprot ID Q8SWC8) resides 1–142 (full length; PHD 1–61, wHTH 62–142); *Rozella allomycis* (Uniprot ID A0A075AU51) residues 399–551 (PHD 399–454, wHTH 455–551); *Acanthamoeba castellanii* (Uniprot ID L8H1D9) residues 246–309 (wHTH 1) and 335–394 (wHTH 2); *Mantamonas sphyraenae* (ID see Table EV1) residues 254–340 (wHTH 1) and 3787–465 (wHTH 2); *Trypanosome brucei* (Uniprot ID Q38B55) residues 292-406 (wHTH); *Plasmodium falciparum* (Uniprot ID Q8IEM0) residues 973–1053 (wHTH 1) and 1214–1287 (wHTH 2); *A. thaliana* ASY1 (Uniprot ID F4HRV8) residues 297–362 (wHTH 1) and 388–471 (wHTH 2); *Chlamydomonas reinhardtii* (Uniprot ID A0A2K3DBA0) residues 443–516 (wHTH). Of note: *C. reinhardtii* wHTH is most similar to *A. thaliana* wHTH 1, while *T. brucei* wHTH is more similar to other wHTH 2 domains. See Fig. EV5 for sequence alignments. (**C**) Reconstruction of the evolution of the CBR of meiotic HORMAD protein throughout the eukaryotic tree of life. Six key events can be discerned: (I) replacement of the N-terminal wHTH domain in the ancestor of fungi and animals (Opisthokonta) with a PHD domain; (II) loss of the PHD-wHTH configuration in a number of animal lineages (i.e., Vertebrata and the nematode class Chromadorea); (III) C-terminal extension (HTH-C) of the wHTH specific for *Saccharomycetes*; (IV) differential loss of one of the two wHTH domains in various clades within the supergroups SAR and Archaeplastida; (V) independent gains of PWWP-like domains in Chloroplastida and Cryptista; (VI) unclear (inferred) ancestral presence of a single or double wHTH configuration in the Last Eukaryotic Common Ancestor (LECA). Source data are available online for this figure.

**Figure EV5:**
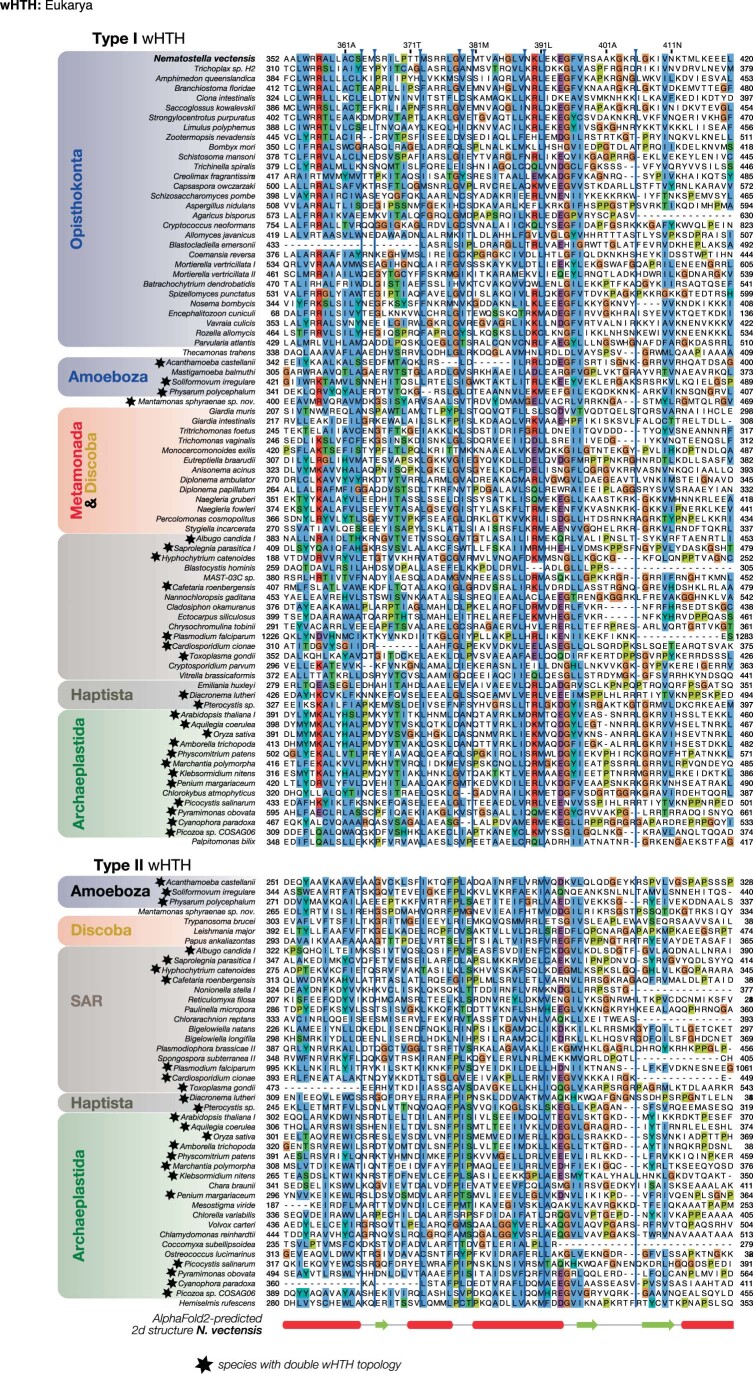
Meiotic HORMAD wHTH domains can be classified into two types of which one of each type is present in meiotic HORMADs with a tandem wHTH configuration. Sequence alignment of wHTH domains found in 75 single wHTH and 25 double wHTH among 105 different eukaryotic species (Table EV1)—excluding those of the Saccharomycetaceae. To make the alignment more easily readable, we used the wHTH domain of *Nematostella vectensis* (Uniprot ID A7RLI6) as a reference and excluded any column in the multiple alignment that was not found in the sequence of this domain (see blue lines for marks of column removal). Full multiple alignments can be found in File S1 on https://github.com/hochwagenlab/Hop1-loop2. wHTH domains were manually classified into two types that correspond to either one of the wHTH domains found in meiotic HORMADs with two wHTH domains (see star). Phylogenetic tree analyses did not yield statistically sensible trees, likely due to the rather high sequence divergence found among the wHTH domains in these meiotic HORMAD proteins. Type 1 wHTHs are characterized by a conserved positively charged patch in the first alpha helix, while Type 2 wHTHs harbor a conserved ‘FP’ motif in a loop between two central alpha helices (see for classification Table EV1). Note that the wHTH domain is conserved until the first beta strand of the ‘wing’. Most wHTHs in other meiotic HORMADs found among eukaryotes do have a second strand and a capping helix, but this part of the domain is highly divergent between lineages (i.e., where loop 3 in Saccharomycetaceae resides).

In addition to CBRs encoding PHD and wHTH domains, a large set of meiotic HORMADs encode CBRs with either a single wHTH domain (46/149, scattered throughout the tree) or a tandem repeat of two such domains (25/149; in *Mantamonas*, some Amoebozoa, SAR, and Archaeplastida) (Figs. 9A,B and EV5; Table EV1). Notably, both *Arabidopsis thaliana* ASY1 and *Oryza sativa* PAIR2 encode two wHTH domains. These domains may bind DNA in a sequence-specific or nonspecific manner to promote meiotic chromosome axis assembly similarly to CBRs with PHD and wHTH domains.

Based on the conserved domains within the meiotic HORMAD central region, we propose that the last common ancestor of eukaryotes encoded a meiotic HORMAD protein with one or two wHTH domains. In Opisthokonta (Holozoa+Holomycota), this architecture was elaborated to include a PHD domain situated N-terminal to a single wHTH domain (wHTH is most similar to the C-terminal wHTH of double wHTH HORMADs), then further extended in Saccharomycetaceae to include the HTH-C domain (Fig. 9C). The addition of the HTH-C domain also apparently coincided with the development of the distinct DNA-binding surface we observe by cryo-EM. Intriguingly, we also observe yet other chromatin-binding domains (Fig. 9C; Table EV1), such as a putative methyl-binding PWWP-like domain (Chlorophyta, Cryptista) or unknown domains (*Aurantiochytrium*). Many organisms (30/133), notably including mammals and most nematodes, have since lost the CBR entirely, and their meiotic HORMADs apparently encode only an N-terminal HORMA domain and a disordered C-terminal region with a closure motif at the protein’s extreme C-terminus (Fig. 9A). Strikingly, however, the majority of meiotic HORMADs across eukaryotes encode a CBR with predicted DNA and/or chromatin-binding activity.

## Discussion

The meiotic chromosome axis promotes faithful chromosome inheritance and fertility by regulating DSB formation and repair across the genome. The mechanisms that modulate the genomic distribution and activity of meiotic axis proteins remain poorly understood. We have shown here that the Hop1 CBR binds to nucleosomes in vitro, and functions in vivo to drive Hop1 binding to short chromosomes and gene-dense genomic islands. We find that nucleosome binding is important for Hop1 function in initiating recombination and SC formation. Both functions are highly dependent on the Hop1 protein remodeler Pch2, implying a role for the CBR in controlling Hop1 turnover.

### Nucleosome binding by the CBR patterns axis protein distribution and DSB formation

Our data show that the CBR-nucleosome interaction contributes to axis patterning as well as to the DSB landscape by directing Hop1 binding towards island chromatin. The resulting Hop1 enrichment in islands functions to increase the frequency of recombination locally, an activity that is particularly important for short chromosomes because it helps promote the CO formation necessary for faithful segregation during meiosis I (Kaback et al, 1992; Chen et al, 2008; Kaback, 1996; Mancera et al, 2008).

The CBR-nucleosome interaction independently recruits Hop1/Red1 to chromatin, acting in parallel with Rec8 to drive the final axis protein binding. Initial Hop1/Red1 recruitment, which occurs concurrently with premeiotic S phase (Blitzblau et al, 2012) is likely driven largely by Rec8 because ChIP-seq analysis shows a binding enrichment of Hop1 around centromeres at early time points (hour 2) (Subramanian et al, 2019). This early Hop1/Red1 enrichment is more like the pericentromeric enrichment observed of Rec8 binding than like the final distribution pattern of Hop1 or Red1, which does not show binding enrichment in centromeres. It is possible that Hop1/Red1 molecules are initially recruited to chromatin by Rec8, and the CBR acts to redistribute the pool of Hop1/Red1 molecules. It is equally plausible that the CBR domain drives an independent population of Hop1/Red1 molecules to chromatin, thereby reducing the pool of molecules available for Rec8 recruitment, a model that could explain the reduced Hop1-loop2 binding revealed by SNP-ChIP. These two possibilities are not mutually exclusive.

The CBR-nucleosome interaction specifically drives Hop1/Red1 binding to island chromatin, as demonstrated by Hop1 binding in *rec8Δ* mutants (Sun et al, 2015; Heldrich et al, 2022). What feature of island chromatin the CBR-nucleosome interaction distinguishes from the rest of the genome remains an open question. Nucleosomes are not unique to island chromatin, and therefore the CBR-nucleosome interaction alone cannot drive the specificity for island regions. Previous investigations have failed to reveal sequence motifs or chromatin modifications unique to island regions (Sun et al, 2015), and although DNA sequences underlying islands do have a higher-than-average propensity to bind nucleosomes, this feature is also not unique to islands (Heldrich et al, 2022). The relative non-specificity of the CBR-nucleosome interaction is supported by our structural analyses, as CBR-nucleosome binding occurs primarily through interactions with the DNA backbone. Furthermore, while our results found the CBR preferentially binds to specific positions along the nucleosomal Widom 601 DNA sequence, this specificity likely reflects an affinity for certain bent conformations of DNA. It is possible the interaction of loop 1 with the major groove has some sequence specificity, but this contribution is likely limited because disruption of loop 1 had only minor effects on binding affinity. The CBR also showed no preference for modified histones or histone tails in vitro, but instead revealed a preference for unmodified histones. Additional factors must therefore exist to specify Hop1 enrichment in island regions.

One candidate driver for island specificity is local chromosome context. Recently, long-range effects of centromeres and telomeres have been recognized to act on axis protein recruitment to short chromosomes, and these may also explain the abundance of islands on short chromosomes (Murakami et al, 2020; Subramanian et al, 2019; Luo et al, 2023). It is also possible that the propensity for Hop1 to form higher-order assemblies with additional Hop1/Red1 units (West et al, 2019, 2018) could create a complex with multiple CBR domains, which could cooperate in cis to increase Hop1 binding locally. Such cooperative effects are consistent with the higher enrichment of Hop1 (per kb) observed on larger islands compared to smaller islands (Heldrich et al, 2022). Although long-range chromosome effects and higher-order assemblies of Hop1/Red1 complexes may play a role in driving CBR specificity to islands, there is no obvious molecular mechanism, indicating that additional factors remain to be identified to explain island specificity.

### CBR-nucleosome interaction controls meiotic DSB formation and synapsis via Pch2 regulation

Hop1 supports meiotic recombination at multiple levels, including SC assembly, DSB initiation, and CO repair. Loss of the CBR-nucleosome interaction leads to lower Hop1-loop2 protein bound to chromosomes and selectively impairs SC assembly and DSB initiation. Unlike mutants lacking *HOP1* entirely, *hop1-loop2* mutants execute repair template bias as expected at *HIS4:LEU2*, and although we cannot exclude defects at other loci, these data indicate the Hop1-loop2 protein is competent in establishing the block of sister repair and promoting CO repair. In addition, Hop1-loop2 protein levels and phosphorylation levels are normal, and the recruitment of Hop1-loop2 by Rec8 seems largely unaffected. These results indicate that *hop1-loop2* is not hypomorphic but instead is a separation-of-function allele.

The SC defect observed in *hop1-loop2* mutants was unexpected. Hop1 is known to be necessary for SC assembly (Hollingsworth and Byers, 1989), but to our knowledge, no other *hop1* allele results in a comparable partial SC assembly phenotype. The possibility that the Hop1-loop2 protein is somehow defective in recruiting or assembling components of the SC was considered, but we do not favor this explanation because SC assembly is rescued upon deletion of *PCH2*. These results indicate that the Hop1-loop2 protein can support SC assembly, but that the regulation by Pch2 prevents normal SC assembly.

One model consistent with these phenotypes is that Pch2 more readily extracts Hop1-loop2 from chromosomes and thus limits the amount of synapsis-promoting Hop1 on chromosomes. However, if premature removal of Hop1-loop2 by Pch2 was the only defect, then deletion of *PCH2* should have rescued the DSB defect of *hop1-loop2* mutants. Yet, despite abundant Hop1-loop2 localization upon deletion of *PCH2*, *hop1-loop2 pch2Δ* double mutants incurred fewer DSBs than *hop1-loop2* mutants. In principle, the further reduction of DSB formation observed among *hop1-loop2 pch2Δ* double mutants could be due to the elevated synapsis in these mutants, as synapsis is known to downregulate DSB formation (Thacker et al, 2014; Subramanian et al, 2016; Mu et al, 2020). However, this explanation is unlikely because DSB downregulation is mediated by the Pch2-dependent removal of Hop1 (Subramanian et al, 2019), and this pathway cannot be active in *hop1-loop2 pch2Δ* mutants. Accordingly, eliminating the SC (*zip1Δ*) did not rescue the DSB defect of these mutants. These opposite effects of *PCH2* on DSB formation and synapsis in *hop1-loop2* mutants indicate that these two processes have a different dependence on Hop1 turnover.

To explain the observed phenotypes, we propose that chromosomal Hop1 exists in two states (Fig. 10). One state, which predominates in early prophase and which we refer to as “state 1”, promotes DSB formation and is refractory to Pch2-dependent disassembly. The second state, “state 2” is unable to promote DSB formation but supports synapsis and is susceptible to disassembly by Pch2. Once in state 2, Hop1 is unable to return to state 1 without the intervention of Pch2 activity. In this model, the CBR-nucleosome interaction stabilizes Hop1 in state 1 (Fig. 10). When the CBR domain is unbound, as in *hop1-loop2* mutants, Hop1 more readily transitions from state 1 to state 2, enabling untimely Pch2-mediated removal from chromatin (Fig. 10). We propose that recycling of Hop1-loop2 by Pch2 is responsible for the diminished SC assembly in *hop1-loop2* mutants but also restores Hop1-loop2 protein to state 1 to promote further DSB formation. By contrast, in *hop1-loop2 pch2Δ* double mutants, Hop1 is not recycled back to the DSB-promoting state 1, resulting in the accumulation of Hop1-loop2 protein in state 2, which permits extensive Zip1 deposition but prevents further DSB formation.

**Figure 10:**
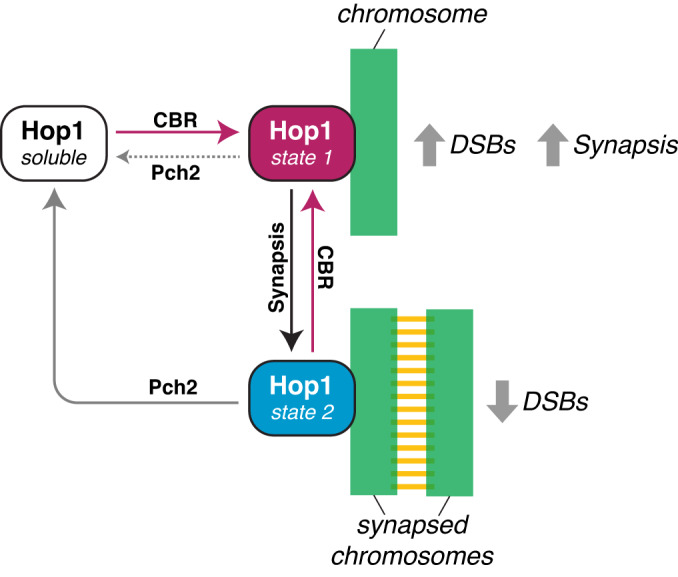
The CBR-nucleosome interaction regulates Hop1 function. We propose that Hop1 exists in at least three states: a soluble state primed by Pch2 for chromatin association (white), and two chromatin-associated states (State 1 purple, State 2 blue). State 1 predominates upon initial chromatin association and promotes DSB formation, which in turn promotes synapsis. State 2, which does not promote DSB formation, predominates after synapsis. Pch2 can readily access and remodel Hop1 in state 2, but state 1 is refractory to Pch2. The Hop1 CBR prevents Hop1 remodeling by stabilizing Hop1 in state 1, preventing the switch to state 2. In the absence of CBR-nucleosome binding, a premature switch from state 1 to state 2 occurs. This switch results in lower DSB levels and premature conversion of Hop1 into the soluble form, destabilizing the SC. Some recombination activity is salvaged by Pch2-mediated recycling Hop1. In the absence of both CBR-nucleosome binding domain and Pch2, Hop1 accumulates in state 2 without recycling, resulting in further decreased DSB formation while permitting SC assembly.

The idea that Hop1 exists in multiple states is consistent with available data. Hop1 is extensively modified by phosphorylation and SUMOylation, which may impact its susceptibility to Pch2-mediated disassembly (Penedos et al, 2015; Carballo et al, 2008; Bhagwat et al, 2021). In addition, structural studies of HORMA proteins predict that Hop1 participates in different protein-protein interactions by engaging its HORMA domain with closure motifs in Red1 and possibly other Hop1 monomers to form multi-protein complexes (West et al, 2018). A single Hop1 monomer can likely also form a “self-closed” state, in which its HORMA domain binds to its own C-terminal closure motif. Pch2 is predicted to regulate Hop1 states by pulling apart these interactions (West et al, 2018) and thus aiding in the interconversion of Hop1 states. Studies of Hop1 in the meiotic checkpoint, as well as studies of the related Mad2 protein in the mitotic spindle assembly checkpoint, suggest that these different conformational states have different functions (Raina and Vader, 2020; Raina et al, 2023).

The existence of two different states of Hop1, that are differentially susceptible to disassembly by Pch2, may also help explain the well-known anticorrelation between Hop1 and chromosome synapsis. In many organisms, including budding yeast, mouse, and *Arabidopsis*, HORMA proteins are enriched on unsynapsed axial elements but are depleted on synapsed chromosomes (Yang et al, 2022; Wojtasz et al, 2009; Börner et al, 2008). PCH2/TRIP13 localizes specifically to synapsed chromosomes (San-Segundo and Roeder, 1999; preprint: Chotiner et al, 2023; Balboni et al, 2020) and thus is well positioned to remove HORMA proteins. However, PCH2 is also expressed and present in the nucleus prior to synapsis (Yang et al, 2022; preprint: Chotiner et al, 2023; Herruzo et al, 2019) and yet, does not seem to remove Hop1 at this point, which has led to the proposal that Hop1 is refractory to removal prior to synapsis (Yang et al, 2022). Based on these observations, we speculate that the two states of Hop1 may align temporally with chromosome synapsis, with state 1 (DSB-active and Pch2-resistant) corresponding to axial Hop1 prior to synapsis and state 2 (DSB-inactive and subject to Pch2 remodeling) occurring in the context of, and possibly because of, synapsis. As such, the ability of Hop1 to bind to nucleosomes, stabilizing Hop1 in a DSB-active state, may be integral to its ability to regulate the progression of meiotic recombination.

### The CBR is broadly conserved among eukaryotic HORMAD proteins

Across eukaryotes, meiotic HORMADs possess CBRs of variable architecture: fungi and many animals encode a CBR with a tandem PHD and wHTH domain while most other eukaryotes encode CBRs with one or two wHTH domains, with some having replaced the wHTH with other chromatin interaction domains like PWWP and others losing the CBR altogether. Thus, meiotic HORMADs share a broadly conserved module capable of direct chromatin binding, which can complement cohesin-mediated axis assembly and play a key regulatory role in meiotic recombination.

## Methods

### Protein expression and purification

Ligation-independent cloning was used to clone *S. cerevisiae* Hop1^322-537^ and *V. polyspora* Hop1^319-529^ into UC Berkeley Macrolab vectors to generate N-terminal TEV protease-cleavable His_6_- or His_6_-maltose binding protein tags (Addgene #29666, 29706). DNA-binding mutants of *S. cerevisiae* Hop1^319-529^ (loop 1: N362A + H365A; loop2: R402A + K403A + K404A + K405A ; loop 3: K452A + R458A) were generated by PCR mutagenesis of His_6_-MBP tagged constructs.

For protein expression, plasmids encoding Hop1 fragments were transformed into *E. coli* LOBSTR cells (Kerafast), and grown in 2XYT media supplemented with 10 µM ZnCl_2_. Cells were grown at 37 °C to an OD_600_ of 0.6, then protein expression induced with 0.25 mM IPTG and cells were grown a further 16 h at 20 °C.

For protein purification, cells were harvested by centrifugation, suspended in resuspension buffer (20 mM Tris-HCl pH 7.5, 300 mM NaCl, 20 mM imidazole, 2 mM β-mercaptoethanol, and 10% glycerol) and lysed by sonication. The lysate was clarified by centrifugation, then the supernatant was loaded onto a Ni^2+^ affinity column (HisTrap HP, Cytiva) pre-equilibrated with resuspension buffer. The column was washed with resuspension buffer, followed by low-salt wash buffer (20 mM Tris-HCl pH 7.5, 100 mM NaCl, 20 mM imidazole, 2 mM β-mercaptoethanol, and 10% glycerol) and eluted with low-salt wash buffer supplemented with 250 mM imidazole. The eluate was loaded onto an anion-exchange column (Hitrap Q HP, Cytiva) and eluted with a gradient to high-salt wash buffer (20 mM Tris-HCl pH 7.5, 1 M NaCl, 20 mM imidazole, 2 mM β-mercaptoethanol, and 10% glycerol). Fractions containing desired protein were pooled and concentrated to 500 µL by ultrafiltration (Amicon Ultra-15, EMD Millipore), then passed over a size exclusion column (HiLoad Superdex 200 PG, Cytiva) in size exclusion buffer (20 mM Tris-HCl pH 7.5, 300 mM NaCl, 10% glycerol, and 1 mM DTT). For crystallization experiments, the N-terminal His_6_-tag on *V. polyspora* Hop1^317-535^ was cleaved by TEV protease treatment (16 h at 4 °C) of pooled anion-exchange fractions. The cleavage reaction was passed over a second Ni^2+^ affinity column and the flow-through containing cleaved protein was collected, concentrated, and further purified by size exclusion. Purified proteins were concentrated by ultrafiltration and stored at 4 °C for crystallization, or aliquoted and frozen at −80 °C for biochemical assays. All mutant proteins were purified as wild-type.

### Nucleosome core particle reconstitution

Lyophilized *Xenopus laevis* histone proteins (H2A, H2B, H3, and H4) were purchased from the Histone Source at Colorado State University (https://histonesource-colostate.nbsstore.net). Histone octamer and full nucleosome assembly was performed essentially as described (Luger et al, 1999). Briefly, histone octamers were assembled by resuspending individual purified histones in unfolding buffer (6 M Guanidinium HCl, 20 mM Tris-HCl pH 7.5, 5 mM DTT) to a concentration of 2 mg/mL, then mixing in a molar ratio of 1 H2A:1 H2B:0.9 H3:0.9 H4 and diluted to a final concentration of 1 mg/mL. The mixture was placed in a dialysis cassette (Pierce Slide-A-Lyzer, 3.5 kDa MWCO) and dialyzed three times (4 h, 12 h, 4 h) into refolding buffer (2 M NaCl, 10 mM Tris-HCl pH 7.6, 1 mM EDTA, 1 mM DTT). Assembled octamers were separated from unassembled H2A:H2B dimer by size exclusion (Superdex 200 PG) in refolding buffer.

A 146-bp DNA fragment corresponding to the Widom 601 DNA sequence (Lowary and Widom, 1998) (sequence below) was amplified by PCR and purified by anion-exchange chromatography (HiTrap Q HP, Cytiva). DNA and histone octamers were assembled by overnight dialysis from 1.4 M TEK buffer (1.4 M KCl, 10 mM Tris-HCl pH 7.5, 0.1 mM EDTA, 1 mM DTT), to 10 mM TEK buffer (10 mM KCl, 10 mM Tris-HCl pH 7.5, 0.1 mM EDTA, 1 mM DTT). Fully assembled nucleosomes were purified by size exclusion (Superose 6 10/300 GL, Cytiva) to ensure quality and purity.

>Widom 601 DNA sequence (chain J in models; reverse complement is chain I in models).

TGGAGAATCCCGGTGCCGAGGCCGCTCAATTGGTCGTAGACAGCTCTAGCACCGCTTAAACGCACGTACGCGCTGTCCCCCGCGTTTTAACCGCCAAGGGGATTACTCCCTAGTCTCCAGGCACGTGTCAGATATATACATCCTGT.

### X-ray crystallography

For crystallization, *V. polyspora* Hop1^317-535^ was exchanged into crystallization buffer (20 mM Tris-HCl pH 7.5, 50 mM NaCl, 1 mM DTT) and concentrated to 20 mg/ml. Crystals were grown by mixing concentrated protein 1:1 with well solution containing 0.1 M MES pH 6.5 and 30% (v/v) PEG 400, in hanging-drop format. A single-wavelength anomalous diffraction (SAD) dataset at the zinc K-edge (wavelength 1.283 Å) was collected at ALS beamline 12.3.1 (Appendix Table S1). Data were indexed and integrated by XDS (Kabsch, 2010), then scaled and converted to structure factors by AIMLESS and TRUNCATE (Kabsch, 2010; Winn et al, 2011). For structure determination, two anomalous sites representing protein-bound zinc ions were identified by hkl2map/SHELX (Sheldrick, 2010) and input into the Phenix Autosol pipeline (Liebschner et al, 2019) for phasing and automatic model building. An initial model was manually rebuilt in COOT (Emsley et al, 2010), and refined in phenix.refine (Afonine et al, 2012; Pattersen et al, 2021). Figures were generated with PyMOL (version 2.0; Schrödinger, LLC) or ChimeraX (Pettersen et al, 2021).

### Cryoelectron microscopy sample preparation

For cryo-EM sample preparation, reconstituted nucleosomes were incubated with a 20-fold molar excess of *S. cerevisiae* Hop1^322-537^ in cross-linking buffer (20 mM HEPES 7.5, 50 mM NaCl) for 30 min on ice, brought to room temperature for 5 min, then cross-linked with a final concentration of 0.02% glutaraldehyde for 30 min at room temperature. The cross-linking reaction was quenched using 1 volume of 1 M glycine, concentrated and passed over a Superose 6 size exclusion column (Cytiva) (Appendix Fig. S3B), then concentrated again to 3 µM. 3.5 µL of sample was applied to a Quantifoil Cu 1.2/1.3 300 grid (Electron Microscopy Sciences), then blotted and frozen after a 1 min incubation using a Vitrobot Mark IV (Thermo Fisher) with blot force 20, blot time 5.5 s, 4 °C, and 100% humidity.

### Cryo-EM data collection and refinement

A full dataset of 1314 micrographs were collected using a FEI Titan Krios G3 at magnification 130,000× (1.1 Å per pixel), using a K2 Summit direct electron detector, at a defocus range of −0.5 to −2 µm. cryoSPARC (Structura Biotechnology) version 3 was used for patch motion correction, patch CTF estimation, and particle picking (blob picker; 1,267,442 initial particles; Appendix Fig. S4). Multiple rounds of 2D class averaging resulted in a refined set of 373,963 particles, which were re-extracted and subjected to ab initio 3D reconstruction with three classes. One class (94,297 particles) showed one Hop1 CBR bound to a nucleosome, and a second class (114,228 particles) showed a nucleosome without Hop1 bound. Both sets of particles were subjected to heterogeneous refinement, yielding final maps at 2.74 Å resolution (Hop1 CBR:nucleosome complex) and 2.57 Å (nucleosome alone) (Appendix Table S3). The Hop1 CBR:nucleosome complex was also subjected to local refinement using a mask covering Hop1 CBR, to a resolution of 3.15 Å (Appendix Fig. S4). This map was used to manually rebuild a threaded model of *S. cerevisiae* Hop1^322-524^ generated by the PHYRE2 server (Kelley and Sternberg, 2009) based on the structure of *V. polyspora* Hop1^319-529^. For the nucleosome core particle, PDB ID 3LZ0 (Vasudevan et al, 2010) was used as a template for rebuilding. Models were manually rebuilt in COOT (Emsley et al, 2010) using cryo-EM maps sharpened using DeepEMhancer (Sanchez-Garcia et al, 2021), then subjected to real-space refinement in phenix.refine (Afonine et al, 2012). To choose the correct DNA sequence orientation, both orientations of the Widom 601 sequence were built and refined, then the Pearson’s correlation coefficient between model and map were calculated for each base pair, then averaged over each orientation, and the higher-correlation orientation was used.

### Biochemical assays

For initial binding assays with *S. cerevisiae* Hop1^322-537^ and nucleosomes, biotinylated *H. sapiens* nucleosomes were purchased from Epicypher (product # 16-0006). Ten µg of *S. cerevisiae* Hop1^322-537^ was mixed with 10 µg nucleosomes in binding buffer (20 mM Tris-HCl pH 7.5, 2 mM β-mercaptoethanol, 25 mM NaCl, 10% glycerol) in 50 µL total reaction volume, and incubated at room temperature for 30 min. 10 µL of streptavidin beads (Dynabeads MyOne Streptavidin T1; Thermo Fisher) were added and the mixture incubated for a further 30 min at room temperature with agitation. Beads were washed 3× with 1 mL of binding buffer, and bound proteins were eluted with SDS-PAGE loading dye, boiled, and analyzed by SDS-PAGE.

For electrophoretic mobility shift assays (EMSA), 50 µL reactions were prepared in binding buffer with nucleosome (or DNA) concentration held constant at 50 nM and varying the concentration of *S. cerevisiae* Hop1^322-537^. After 15 min room temperature incubation, sucrose was added to a final concentration of 5% (w/v), and reactions were separated on 6% TBE-acrylamide gels pre-equilibrated (pre-run for 60 min at 150 V) in 0.2X TBE running buffer. Gels were run for 90 min at 120 Volts at 4 °C. Gels were stained with Sytox Green and visualized using a Bio-Rad ChemiDoc system. Gel bands were quantified in ImageJ (Schneider et al, 2012), and binding curves were calculated using GraphPad Prism version 9 (GraphPad Software).

>40-base DNA from Widom 601 sequence:

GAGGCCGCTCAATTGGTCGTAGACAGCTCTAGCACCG.

### Yeast genetics, growth, and meiotic time-course assays

*S. cerevisiae* strains were generated with PCR-based methods (Longtine et al, 1998) or CRISPR-based mutagenesis (DiCarlo et al, 2013). The strains used in this study are listed in Appendix Table S4. For spore viability, cells were grown on YPD agar and then patched onto SPO medium (1% KOAc) for 48–72 h. At least 100 tetrads (400 spores) were dissected for each strain. For synchronous meiosis, cells were grown in YPD, then diluted into BYTA (1% yeast extract, 2% bactotryptone, 1% potassium acetate, 50 mM potassium phthalate) at an OD_600_ of 0.3, grown overnight, then washed and resuspended in SPO medium (0.3% potassium acetate pH 7.0) at an OD_600_ of 2.0 at 30 °C to induce sporulation. Samples were taken at hours 0, 2, 3, 4, 5, 6, 7, 8, and processed. Synchrony of all time courses was verified by flow cytometry; cells are fixed in ethanol, treated with proteinase K and RNAse prior to staining with SYTOX Green DNA staining, and analyzed DNA content using BD FACSAria.

### ChIP-sequencing

Chromatin immunoprecipitation sequencing (ChIP-seq) samples were prepared from 25 mL of meiotic cultures, 3 h after meiotic induction. Each sample was immediately cross-linked with 1% formaldehyde for 30 min at room temperature and then the formaldehyde was quenched by adding glycine to a final concentration of 125 mM. Fixed cells were collected by centrifugation at 2000 RPM for 3 min, the supernatant was removed, and cell pellets were immediately frozen at −80 °C. until the ChIP-seq protocol is continued. Cell pellets were resuspended in 500 µL of lysis buffer (50 mM HEPES/KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate) with protease inhibitors (1 mM PMSF, 1 mM Benzamidine, 1 mg/ml Bacitracin, one Roche Tablet (catalog # 11836170001) in 10 ml) and glass beads in a biopulveriser. Samples were sonicated at 15% amplitude for 15 s 5× to obtain DNA at an average length of 500 bp. Sonicated cell lysate was centrifuged at 14,000 RPM for 10 min at 4 °C to remove cell debris, and the supernatant containing soluble chromatin fraction was isolated. In total, 50 µL of the chromatin fraction was set aside from each sample to use as input samples. To the remaining chromatin fraction, we added 2 µL of anti-Hop1 antibody (a kind gift from Nancy Hollingsworth) and incubated rotating overnight at 4 °C. Antibodies and associated DNA were then isolated using Gammabind G Sepharose beads (GE Healthcare Bio, catalog # 17-0885-01). Crosslinks were reversed by incubating samples and input at 65 °C for at least 6 h. Proteins and RNAs were removed using proteinase K and RNaseA. Libraries for ChIP-sequencing were prepared by PCR amplification using Illumina TruSeq DNA sample preparation kits v1 and v2. Libraries were quality checked on 2200 Tapestation. Libraries were quantified using Qubit analysis prior to pooling. The ChIP libraries were sequenced on Illumina NextSeq 500 instruments at the NYU Biology Genomics core to yield 150 bp paired-end reads. For spike-in normalization (SNP-ChIP), SK288c cross-linked meiotic samples were added to respective samples at 20% prior to ChIP processing (Vale-Silva et al, 2019). SNP-ChIP libraries were sequenced on NextSeq 500 to yield 150 bp paired-end reads. All ChIP-seq datasets are listed in Table EV2.

### Covalent-complex sequencing (CC-seq) mapping

Protein-DNA Covalent-Complex Mapping (CC-seq) in yeast followed a method previously described (Gittens et al, 2019; preprint: Brown et al, 2023). Briefly, meiotic cell samples were chilled and frozen at −20 °C for at least 8 h, then thawed and spheroplasted (in 1 M sorbitol, 50 mM NaHPO4, 10 mM EDTA, 30 min at 37 °C), fixed in 70% ice-cold ethanol, collected by centrifugation, dried briefly, then lysed in STE (2% SDS, 0.5 M Tris, 10 mM EDTA). Genomic DNA was extracted via Phenol/Chloroform/IAA extraction (25:24:1 ratio) at room temperature, with aqueous material carefully collected, precipitated with ethanol, washed, dried, then resuspended in 1× TE buffer (10 mM Tris/1 mM EDTA). Total genomic DNA was sonicated to <500 bp average length using a Covaris M220 before equilibrating to a final concentration of 0.3 M NaCl, 0.2% Triton X-100, 0.1% Sarkosyl. Covalent complexes were enriched on silica columns (Qiagen) via centrifugation, washed with TEN solution (10 mM Tris/1 mM EDTA/0.3 M NaCl), before eluted with TES buffer (10 mM Tris/1 mM EDTA/0.5% SDS). Samples were treated with Proteinase K at 50 °C, and purified by ethanol precipitation. DNA ends were filled and repaired using NEB Ultra II end-repair module, with custom dsDNA adapters ligated sequentially to the sonicated, then blocked, ends with rSAP and then recombinant TDP2 treatment in between these steps to remove the 5-phosphotyrosyl-linked Spo11 peptide. Ampure bead cleanups were used to facilitate sequential reactions. PCR-amplified libraries were quantified on a Bioanalyser and appropriately diluted and multiplexed for deep sequencing (Illumina NextSeq1000 2×51 bp). For further information, a detailed protocol is available (preprint: Brown et al, 2023).

FASTQ reads were aligned to the reference genome (SK1Spike; which includes the 2-micron plasmid from SacCer3, Lambda (J02459.1) and Human (hg19) inserted into the SK1 *S. cerevisiae* genome build (Yue et al, 2017) via Bowtie2, using TermMapper as previously described (Gittens et al, 2019; preprint: Brown et al, 2023) (https://github.com/Neale-Lab/terminalMapper), with all subsequent analyses performed in R version 4.1.2 using RStudio (Version 2021.09.0 Build 351). Reproducibility between libraries for independent biological replicates, and quality control, was evaluated and validated prior to averaging libraries using public scripts (https://github.com/Neale-Lab/CCTools). Details of individual libraries are presented in Appendix Table S7.

### Processing of reads from Illumina sequencing for ChIP-seq analyses

Illumina output reads were processed in the following manner. The reads were mapped to the SK1 genome (GCA_002057885.1) using Bowtie (Yue et al, 2017). SNP-ChIP library reads were aligned to concatenated genome assemblies of SK1 and S288c genomes (Vale-Silva et al, 2019). Only reads that matched perfectly to the reference genome were retrieved for further analysis. 3’ ends of the reads were extended to a final length of 200 bp using MACS2 2.1.1 (https://github.com/taoliu/MACS) and probabilistically determined PCR duplicates were removed. The input and ChIP pileups were SPMR-normalized (single per million reads) and fold-enrichment of ChIP over input data was used for further analysis. The pipeline to process Illumina reads can be found at https://github.com/hochwagenlab/ChIPseq_functions/tree/master/ChIPseq_Pipeline_v4. The pipeline used to process SNP-ChIP reads and calculate spike-in normalization factor can be found at https://github.com/hochwagenlab/ChIPseq_functions/tree/master/ChIPseq_Pipeline_hybrid_genome.

ChIP-seq datasets were made up of at least two biological replicates that were merged prior to using the ChIPseq_Pipeline_v4. All datasets were normalized to the global mean of one and regional enrichment was calculated. The R functions used can be found at https://github.com/hochwagenlab/hwglabr2 and analysis and graphs can be found at https://github.com/hochwagenlab/Hop1-loop2.

Processed and raw data files can be found in the GEO repository: GSE225129.

### Chromosome spreads

Meiotic cells were collected at hour 2, 3, and 4 after meiotic induction and treated with 200 mM Tris pH 7.5/20 mM DTT for 2 min at room temperature and then spheroplasted in 2% potassium acetate/1 M Sorbitol/ 0.13 μg/μL zymolyase T100 at 30 °C. The spheroplasts were rinsed and resuspended in ice-cold 0.1 M MES pH 6.4/1 mM EDTA/0.5 mM MgCl_2_/1 M Sorbitol. Cells were placed on glass slide and one volume of fixative (1% paraformaldehyde/3.4% sucrose/0.14% Triton X-100) was added to the cells on a clean glass slide (soaked in ethanol and air-dried) and distributed across the slide by gentle tilting. Four volumes of 1% lipsol were added to the slide and mixed by tilting. Cells were spread by a clean glass rod. Four volumes of fixative solution were added and slides were left to dry overnight and stored at −80 °C the next day. Prior to staining, slides were washed in 1× PBS/0.4% Kodak Photoflo, and blocked with 1× PBS/1% chicken egg white albumin (Sigma Aldrich #A5503) on a shaker for 15 min at room temperature. Slides were hybridized with antibodies at 37 °C for 1 h (antibodies and corresponding dilutions are indicated in Appendix Table S6). Slides were then washed with 1× PBS/0.05% Triton-X three times for 5 min each. Secondary antibodies were hybridized at 37 °C for 1 h (Appendix Table S6). Slides were washed once with 1× PBS/0.05% Triton-X, once with 1× PBS/0.4% Kodak Photoflo, and twice with dH_2_0/0.4% Kodak Photoflo and air-dried prior to mounting with VECTASIELD with DAPI mounting medium (VWR #H-1200-10) and a VWR Micro Cover Glass, No. 1; 60 × 24 mm (VWR #48393 106). Stained slides were stored at 4 °C prior to imaging.

### Microscopy and cytological analysis

Images were collected on a Deltavision Elite imaging system (GE) equipped with an Olympus 100×/1.40 NA UPLSAPO PSF oil immersion lens and an InsightSSI Solid State Illumination module. Images were captured using an Evolve 512 EMCCD camera in the conventional mode and analyzed using ImageJ software. ImageJ analysis scripts can be found at https://github.com/hochwagenlab/Hop1-loop2. Scatterplots were generated using the GGplot2 package in R.

### Western blot analysis

For protein extraction, 5 mL of synchronous meiotic culture from time points indicated. Cells were collected and resuspended in 5 mL of 5% trichloroacetic acid and incubated on ice for 10 min. Cells were collected by centrifugation, supernatant was poured off, and protein was transferred to an Eppendorf tube with 500 μL of 1 M non-pHed Tris. Protein was collected by centrifugation, supernatant was poured off, and protein was resuspended in Tris-EDTA/250 mM DTT. SDS loading dye was added prior to boiling samples for 10 min. In all, 5 μL of protein sample was loaded onto a 4–15% Mini-PROTEAN TGX Precast polyacrylamide gel from Bio-Rad (4561086). Protein samples were resolved and transferred to a PVDF membrane using the Trans-Blot STurbo Transfer System. Membranes were blocked with 5% milk/TBST solution and then hybridized to antibodies indicated (Appendix Table S6). Anti-Rabbit-HRP from Kindle Biosciences (R1005) from Kindle Biosciences was used with 1-shot Digital-ECL substrate (R1003) to visualize protein. Images were taken with a digital camera.

### 1D recombination analysis

Samples were collected at the time points indicated, and cells killed with 0.1% sodium azide. For pulsed-field gel electrophoresis, cells were pelleted and embedded into low melting point agarose plugs. Genomic DNA was prepared within the plugs using zymolyase and proteinase K (Roche) and resolved in a 1% LE agarose gel in 0.5× TBE using a CHEF-DRII instrument (Bio-Rad) using the following settings: ChrVIII: 5 s–45 s ramp, 5.4 V/cm, 32 h, 14 °C; whole genome: 60 s switch time for 15 h followed by 90 s switch time for 9 h, 6 V/cm, 14 °C. For the analysis of specific hotspots, DNA was extracted from 10-ml meiotic culture and digested with XhoI (*HIS4-LEU2*) or HindIII (*GAT1*). Fragments were separated in a 0.8% agarose gel (Seakem LE agarose/1× TBE). Gels were then washed in ethidium bromide solution to visualize DNA fragments and imaged on a Biorad Gel Doc.

For Southern blot analysis, gels were transferred to a Hybond-XL nylon membrane (GE Healthcare) using alkaline capillary transfer. Probes (available in Appendix Table S5) were labeled with ^32^P-dCTP using the Prime-It RT random labeling kit (Agilent, catalog #300329) and hybridized to the membrane. The membrane was then exposed using a Fuji imaging screen and phospho-signal was detected on Typhoon FLA 9000 (GE). Signal quantifications were performed using ImageJ software. All experiments were performed at least twice. Graphs were constructed using Microsoft Excel.

### 2D recombination analysis

In total, 10 ml samples were collected at time points indicated and cross-linked with psoralen (0.1 mg/ml) and UV light to preserve secondary structures. Following the extraction of genomic DNA, samples were digested with XhoI. Samples were separated in the first dimension in a 0.4% gel in 1× TBE and run in 2.5 L 1× TBE at 40 V for 18 h. The gel was equilibrated in 1xTBE containing 0.5 µg/ml ethidium bromide. Lanes were cut out, positioned perpendicular, embedded in 0.8% agarose and run in 1× TBE containing 0.5 µg/ml ethidium bromide at 90 V for 15 h. DNAs was then transferred to a nylon membrane for Southern blot analysis as described for the 1D recombination analyses.

### Evolutionary analysis of meiotic HORMAD proteins

To generate HMM profiles for the Hop1 HORMA domain and CBR (PHD, wHTH, and HTH-C domains), we used hmmbuild from the hmmer package (version HMMER 3.1b1) (Eddy, 2011) based on multiple sequence alignments (MAFFT, v.7.149b (Katoh and Standley, 2013) “einsi” or “linsi”) of Saccharomycetaceae-specific homologs. Two strategies were used to identify highly divergent domains: (1) Saccharomycetaceae domain-specific HMM profiles were used to query a dataset of new and previously identified HORMADs containing 149 proteins identified among 158 diverse eukaryotic genomes (Tromer et al, 2021; van Hooff et al, 2017) (Table EV1). (2) For multiple different seed sequences, with the N-terminal HORMA domain removed, we ran iterative searches using jackhmmer without any heuristic filters (option ‘--max’) against 149 HORMAD homologs. Resulting alignments were manually inspected for the potential presence of divergent domains (especially for wHTHs). Domain identification from HMM profiles was confirmed by visual inspection of AlphaFold 2 and/or Omegafold 3D predicted structures for each identified HORMAD protein (Jumper et al, 2021; preprint: Wu et al, 2022). All AlphaFold 2 predicted 3D structures shown in Fig. 9 were downloaded from the AlphaFold Protein Structure Database (https://www.alphafold.ebi.ac.uk) (Varadi et al, 2022) version November 1, 2022 (AF-[Uniprot ID]-F1_model_v4.pdb files) or generated with AlphaFold Monomer version 2.0 or Omegafold using ColabFold (Mirdita et al, 2022).

## Supplementary information

Appendix

Table_EV1

Table_EV2

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 5

Source Data Fig. 6

Source Data Fig. 8A

Source Data Fig. 8B

Source Data Fig. 9

Figure EV3 BC Source Data

Figure EV3 D Source Data

Figure EV4 Source Data

Appendix Figure 8 Source Data

Appendix Figure 9 Source Data

Peer Review File

Expanded View Figures

## Data Availability

The datasets and computer code produced in this study are available in the following databases: (1) Chip-Seq data and CC-Seq data: Gene Expression Omnibus GSE225129. Modeling computer scripts: GitHub https://github.com/hochwagenlab/Hop1-Loop2. (2) X-ray crystal structure of *V. polyspora* Hop CBR: Raw diffraction data is submitted to SBGrid Data Bank with entry ID 826, and final refined coordinates and structure factors are at the PDB with entry ID 7UBA. (3) Cryo-EM of *S. cerevisiae* Hop1 CBR plus nucleosome: Raw data is not submitted to EMPIAR as that database is intended for datasets that would have broad interest for tech development; final maps and coordinates are at the EMDB with entry ID 27030 (associated PDB entry 8CWW). Along with that, we also have a nucleosome-alone structure with EMDB entry ID 27096 (associated PDB entry 8CZE). Sequence Alignments: GitHub https://github.com/hochwagenlab/Hop1-Loop2.

# Supplementary material for: Chromatin binding by HORMAD proteins regulates meiotic recombination initiation
**Source:** EMBO J. 2024 Feb 8;43(5):8. doi: 10.1038/s44318-024-00034-3
**Supplement:** Supplementary file 1 — Appendix

## **Appendix for: Chromatin binding by HORMAD proteins regulates meiotic recombination initiation**

## Appendix Table of Contents

|            |                     |
|------------|---------------------|
| Page 3     | Appendix Table S1   |
| Page 4     | Appendix Table S2   |
| Page 5     | Appendix Table S3   |
| Page 6     | Appendix Table S4   |
| Page 7     | Appendix Table S5   |
| Page 8     | Appendix Table S6   |
| Page 9     | Appendix Table S7   |
| Page 10-11 | Appendix Figure S1  |
| Page 12    | Appendix Figure S2  |
| Page 13    | Appendix Figure S3  |
| Page 14-15 | Appendix Figure S4  |
| Page 16    | Appendix Figure S5  |
| Page 17    | Appendix Figure S6  |
| Page 18-19 | Appendix Figure S7  |
| Page 20-21 | Appendix Figure S8  |
| Page 22    | Appendix Figure S9  |
| Page 23-24 | Appendix Figure S10 |

## Appendix Tables

**Table S1. Crystallographic data collection and refinement**

| Data collection                             | Vp Hop1 Zn SAD      |
|---------------------------------------------|---------------------|
| Synchrotron/Beamline                        | ALS 12.3.1          |
| Date collected                              | May 14, 2015        |
| Resolution (Å)                              | 32.6 – 1.51         |
| Wavelength (Å)                              | 1.283               |
| Space Group                                 | P2 <sub>1</sub>     |
| Unit Cell Dimensions (a, b, c) Å            | 46.40, 38.94, 69.00 |
| Unit cell Angles (α,β,γ) °                  | 90, 109.05, 90      |
| I/σ (last shell)                            | 13.9 (1.2)          |
| <sup>a</sup> R <sub>sym</sub> (last shell)  | 0.048 (0.729)       |
| <sup>b</sup> R <sub>meas</sub> (last shell) | 0.076 (0.628)       |
| <sup>c</sup> CC <sub>1/2</sub> , last shell | 0.53                |
| Completeness (last shell) %                 | 92.2 (61.0)         |
| Number of reflections                       | 219746              |
| <i>unique</i>                               | 65701               |
| Multiplicity (last shell)                   | 3.3 (2.0)           |
| Number of sites                             | 2                   |
| Refinement                                  |                     |
| Resolution (Å)                              | 32.6 – 1.55         |
| No. of reflections                          | 32716               |
| <i>working</i>                              | 30347               |
| <i>free</i>                                 | 2369                |
| <sup>e</sup> R <sub>work</sub> (%)          | 15.47               |
| <sup>e</sup> R <sub>free</sub> (%)          | 18.08               |
| Structure/Stereochemistry                   |                     |
| Number of atoms                             | 3237                |
| <i>hydrogen</i>                             | 1515                |
| <i>solvent</i>                              | 210                 |
| r.m.s.d. bond lengths (Å)                   | 0.017               |
| r.m.s.d. bond angles (°)                    | 1.596               |
| Ramachandran favored/allowed                | 98.91%/100.0%       |
| Poor rotamers                               | 0.57%               |
| MolProbity Score                            | 1.28                |
| Clashscore (all atoms)                      | 5.25                |
| <sup>f</sup> PDB ID                         | 7UBA                |
| <sup>g</sup> SBGrid Data Bank ID            | 826                 |

<sup>a</sup>  $R_{\text{sym}} = \sum_j |I_j - \langle I \rangle| / \sum_j I_j$ , where  $I_j$  is the intensity measurement for reflection  $j$  and  $\langle I \rangle$  is the mean intensity for multiply recorded reflections.

$$\sup b R_{\text{meas}} = \sum_h [v(n/(n-1)) \sum_j [I_{hj} - \langle I_h \rangle] / \sum_{hj} \langle I_h \rangle]$$

where  $I_{hj}$  is a single intensity measurement for reflection  $h$ ,  $\langle I_h \rangle$  is the average intensity measurement for multiply recorded reflections, and  $n$  is the number of observations of reflection  $h$ .

<sup>c</sup> CC<sub>1/2</sub> is the Pearson correlation coefficient between the average measured intensities of two randomly-assigned half-sets of the measurements of each unique reflection.

<sup>e</sup>  $R_{\text{work, free}} = \sum ||F_{\text{obs}}| - |F_{\text{calc}}|| / |F_{\text{obs}}|$ , where the working and free  $R$ -factors are calculated using the working and free reflection sets, respectively.

<sup>f</sup> Coordinates and structure factors have been deposited in the RCSB Protein Data Bank (<http://www.rcsb.org>).

<sup>g</sup> Diffraction data have been deposited with the SBGrid Data Bank (<http://data.sbgrid.org>) with the noted accession codes.

**Table S2. Saccharomycetaceae Hop1 proteins used for sequence alignments**

| NCBI Accession # | Species                                    |
|------------------|--------------------------------------------|
| NP_012193.3      | <i>Saccharomyces cerevisiae</i> S288C      |
| EJS43276.1       | <i>Saccharomyces arboricola</i> H-6        |
| EJT42208.1       | <i>Saccharomyces kudriavzevii</i> IFO 1802 |
| XP_018221544.1   | <i>Saccharomyces eubayanus</i>             |
| XP_001642921.1   | <i>Vanderwaltozyma polyspora</i> DSM 70294 |
| XP_003667640.1   | <i>Naumovozya dairenensis</i> CBS 421      |
| XP_003674303.1   | <i>Naumovozya castellii</i> CBS 4309       |
| XP_003648139.1   | <i>Eremothecium cymbalariae</i> DBVPG#7215 |
| XP_017987107.1   | <i>Eremothecium sinecaudum</i>             |
| XP_452539.1      | <i>Kluyveromyces lactis</i>                |
| BAO40435.1       | <i>Kluyveromyces marxianus</i> DMKU3-1042  |
| BAP71922.1       | <i>Kluyveromyces marxianus</i>             |
| XP_002551673.1   | <i>Lachancea thermotolerans</i> CBS 6340   |
| CUS23296.1       | <i>Lachancea quebecensis</i>               |
| CEP60095.1       | <i>Lachancea lanzarotensis</i>             |
| SCU79936.1       | <i>Lachancea</i> sp. CBS 6924              |
| SCU95736.1       | <i>Lachancea meyersii</i> CBS 8951         |
| SCU82479.1       | <i>Lachancea nothofagi</i> CBS 11611       |
| SCU91559.1       | <i>Lachancea dasiensis</i>                 |
| SCU92480.1       | <i>Lachancea mirantina</i>                 |
| SCV99872.1       | <i>Lachancea fermentati</i>                |
| CCK69524.1       | <i>Kazachstania naganishii</i> CBS 8797    |
| XP_449898.1      | <i>Candida glabrata</i>                    |
| XP_003955564.1   | <i>Kazachstania africana</i> CBS 2517      |
| XP_003688665.1   | <i>Tetrapisispora phaffii</i> CBS 4417     |
| XP_004182647.1   | <i>Tetrapisispora blattae</i> CBS 6284     |
| XP_459121.2      | <i>Debaryomyces hansenii</i> CBS767        |
| XP_002496029.1   | <i>Zygosaccharomyces rouxii</i>            |

**Table S3. Cryo-electron microscopy data collection and refinement**

| Data collection                          |                    |
|------------------------------------------|--------------------|
| Microscope                               | TFS Titan Krios G3 |
| Voltage (keV)                            | 300                |
| Nominal magnification                    | 130,000x           |
| Exposure navigation                      | Image Shift        |
| Cumulative Exposure (e-/Å <sup>2</sup> ) | 50.02              |
| Exposure rate (e-/pixel/sec)             | 6                  |
| Detector                                 | Gatan K2           |
| Pixel size (Å)                           | 1.1                |
| GIF slit width (eV)                      | 20                 |
| Defocus range (µm)                       | -0.5 to -2         |
| Micrographs collected                    | 1,314              |

  

| Reconstruction                                       | Hop1 CBR + Nucleosome | Nucleosome |
|------------------------------------------------------|-----------------------|------------|
| Final particles (no.)                                | 139,629               | 302,427    |
| B-factor (Å <sup>2</sup> )                           | 75.0                  | 80.7       |
| Resolution (Å)                                       |                       |            |
| FSC 0.5 (unmasked/masked)                            | 4.51/3.18             | 3.99/3.01  |
| FSC 0.143 (unmasked/masked)                          | 3.45/2.74             | 3.29/2.78  |
| <sup>c</sup> Resolution range (25th/75th percentile) | 2.62-4.92             | 2.46-4.79  |

  

| Refinement                                 | Hop1 CBR + Nucleosome | Nucleosome |
|--------------------------------------------|-----------------------|------------|
| Number of atoms                            | 13625                 | 12029      |
| <i>ligands</i>                             | 2 (Zn)                | 0          |
| Model-Map Correlation Coefficient (masked) | 0.87                  | 0.86       |
| Model-Map Resolution (Å)                   |                       |            |
| FSC 0.5 (unmasked/masked)                  | 3.2/3.1               | 3.0/2.9    |
| FSC 0.143 (unmasked/masked)                | 2.8/2.7               | 2.6/2.6    |
| r.m.s.d. bond lengths (Å)                  | 0.003                 | 0.003      |
| r.m.s.d. bond angles (°)                   | 0.479                 | 0.552      |
| Ramachandran (%)                           |                       |            |
| Outliers                                   | 0                     | 0          |
| Allowed                                    | 2.65                  | 1.87       |
| Favored                                    | 97.35                 | 98.13      |
| Poor rotamers (%)                          | 0.25                  | 0.32       |
| MolProbity Score                           | 0.88                  | 0.89       |
| Clashscore (all atoms)                     | 0.83                  | 1.52       |
| EMRinger Score                             | 3.79                  | 3.06       |
| <sup>a</sup> PDB ID                        | 8CWW                  | 8CZE       |
| <sup>b</sup> EMDB ID                       | 27030                 | 27096      |

<sup>a</sup> Coordinates have been deposited in the RCSB Protein Data Bank (<http://www.rcsb.org>).

<sup>b</sup> EM density maps (final unsharpened and sharpened maps, half maps, and masks) have been deposited to the Electron Microscopy Data Bank (<https://pdbe.org/emdb>).

<sup>c</sup> Local resolution range calculated at atom positions from final model.

**Table S4. Yeast strains used in this study**

| Strain              | Genotype                                                                                                                                                                                                                                                          | Ref.      |
|---------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| H7797               | MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/URA3, leu2::hisG/LEU2, his3::hisG/HIS3, trp1::hisG/TRP1                                                                                                                                                         | 34        |
| H8644<br>("SK288c") | MATa/MAT alpha, his3Δ1/HIS3, LEU/leu2Δ0, LYS/lys2Δ0, ura3Δ0/URA3, RME1(ins-308a)/RME1(ins-308a), TAO3(E1493Q)/TAO3(E1493Q), MKT1(D30G)/MKT1(D30G)                                                                                                                 | 43        |
| H9120               | MATalpha/MATa, ho::LYS2/ho::LYS2, lys2/lys2, leu2::hisG/leu2::hisG, HIS/his3::hisG, ura3::hisG/URA3, trp1::hisG/TRP1, hop1::LEU2/hop1::LEU2                                                                                                                       | This work |
| H11644              | MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/URA3, leu2::hisG/LEU2, his3::hisG/HIS3, trp1::hisG/TRP1, hop1-loop2/hop1-loop2<br>(hop1-loop2 = R402A, K403A, K404A, K405A)                                                                                     | This work |
| H11757              | MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, URA3/ura3, LEU2/leu2::hisG, his3::hisG/HIS3, trp1::hisG/TRP1, pch2Δ::kanMX, hop1-loop2/pch2Δ::kanMX, hop1-loop2                                                                                                      | This work |
| H11758              | MATalpha/MATa, ho::LYS2/ho::LYS2, lys2/lys2, URA3/ura3, LEU2/leu2::hisG, HIS3/his3::hisG, TRP1/trp1::hisG, pch2Δ::kanMX/pch2Δ::kanMX                                                                                                                              | This work |
| H11276              | MATa/MATalpha, ho::hisG/ho::hisG, leu2::hisG/leu2::hisG, ura3(Δsma-pst::hisG)/ura3(Δsma-pst::hisG), HIS4::LEU2-(NBam;ori)/his4X::LEU2-(NgoMIV)-URA3                                                                                                               | This work |
| H11688              | MATa/MATalpha, ho::hisG(?) / ho::hisG(?), leu2::hisG/leu2::hisG, ura3(Δsma-pst::hisG)/ura3(Δsma-pst::hisG), HIS3/his3::hisG(?), TRP1/TRP, his4X::LEU2-(NgoMIV)-URA3, hop1-loop2<br>HIS4::LEU2-(NBam;ori), hop1-loop2                                              | This work |
| H11811              | MATa/MATalpha, leu2::hisG/leu2::hisG, ura3(Δsma-pst::hisG), HIS3/his3::hisG(?), TRP1/trp1::hisG, ho::hisG(?) / ho::hisG(?), ura3/ura3(Δsma-pst::hisG), his4X::LEU2-(NgoMIV)-URA3/HIS4::LEU2-(NBam;ori), hop1-loop2/hop1-loop2, pch2Δ::kanMX/pch2Δ::kanMX4         | This work |
| H11812              | MATa/MATalpha, ho::hisG(?) / ho::hisG(?), leu2::hisG/leu2::hisG, ura3(Δsma-pst::hisG)/ura3, HIS3/his3::hisG(?), trp1::hisG/TRP1, his4X::LEU2-(NgoMIV)-URA3, pch2Δ::kanMX/HIS4::LEU2-(NBam;ori), pch2Δ::kanMX4                                                     | This work |
| H11569              | MATa/MATalpha, ho::hisG/ho::hisG, leu2::hisG/leu2::hisG, ura3(Δsma-pst::hisG)/ura3(Δsma-pst::hisG), HIS3/his3::hisG, trp1::hisG/TRP1, HIS4::LEU2-(NBam;ori)/HIS4::LEU2-(NBam;ori), rad50S::URA3/rad50S::URA3, hop1::kanMX/hop1::kanMX (kanMX replacing aa 71-134) | This work |
| H11570              | MATa/MATalpha, ho::hisG/ho::hisG, leu2::hisG/leu2::hisG, ura3(Δsma-pst::hisG)/ura3(Δsma-pst::hisG), his3::hisG/HIS3, trp1::hisG/TRP1<br>HIS4::LEU2-(NBam;ori)/HIS4::LEU2-(NBam;ori), rad50S::URA3/rad50S::URA3                                                    | This work |
| H11810              | MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, TRP1/trp1::hisG, rad50S::URA3/rad50S::URA3, pch2Δ::kanMX/pch2Δ::kanMX                                                                                                                                     | This work |
| H11809              | MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, leu2::hisG/LEU2, hop1-loop2/hop1-loop2, rad50S::URA3/rad50S::URA3, pch2Δ::kanMX/pch2Δ::kanMX                                                                                                              | This work |
| H12322              | MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, URA3/ura3, leu2::hisG/LEU2, HIS3/his3::hisG(?), TRP1/trp1::hisG, tel1Δ::HIS3/tel1Δ::HIS3                                                                                                                             | This work |
| H12321              | MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, URA3/ ura3, leu2::hisG/LEU2, his3::hisG/ his3::hisG(?), trp1::hisG/TRP1, tel1Δ::HIS3/tel1Δ::HIS3, hop1-loop2/hop1-loop2                                                                                              | This work |

**Table S5. Southern probes**

| Primer Name         | Sequence                    | Probe Size (bp) | Reference |
|---------------------|-----------------------------|-----------------|-----------|
| His4leu2 R (probe4) | AGATCTCCTACAATATCATTTTCTCGC | ~6000           | 52        |
| His4leu2 R (probe4) | ACCGGTGTTGGGCCTTTCAGTG      |                 |           |
| gat1 fowrd          | AGCTCAGTGTCGTTATGCTTCC      | 1219            |           |
| gat1 rev            | GACGAAATACACTAGGCAGG        |                 |           |
| cbp2 fwd            | gtgttcctcgctgtaagcaagcg     | 1640            |           |
| cbp2 rev            | tgcccatgaagttctacctccgac    |                 |           |

**Table S6. Antibodies used in immunofluorescence analyses**

| Antibody                                             | Host   | Working Dilution | Source              |
|------------------------------------------------------|--------|------------------|---------------------|
| Zip1 (yN-16)                                         | Goat   | 1:100            | Santa Cruz          |
| Hop1                                                 | Rabbit | 1:500            | Nancy Hollingsworth |
| phospho-Hop1                                         | Rabbit | 1:200            | Andreas Hochwagen   |
| Gmc2                                                 | Mouse  | 1:500            | Amy MacQueen        |
| Donkey anti-goat IgG w/ Cy3 conjugate (1.0 mg)       | Donkey | 1:1000           | Jackson             |
| Fluorescein (FITC) AffiniPure Donkey Anti Mouse IgG  | Donkey | 1:1000           | Jackson             |
| Fluorescein (FITC) AffiniPure Donkey Anti Rabbit IgG | Donkey | 1:1000           | Jackson             |
| Anti-Rabbit-HRP                                      | Goat   | 1:1000           | Kindle Biosciences  |

**Table S7. cc-Sequencing data sets**

| Shorthand Name       | Library Name                      | Million Reads |
|----------------------|-----------------------------------|---------------|
| rad50S_A1            | RA77_11570_rad50S_6h_A1           | 7.76          |
| rad50S_B1            | RA78_11570_rad50S_6h_B1           | 7.62          |
| rad50S_hop1-loop2_A1 | RA79_11687_rad50Shop1-loop2_6h_A1 | 6.32          |
| rad50S_hop1-loop2_B1 | RA80_11687_rad50Shop1-loop2_6h_B1 | 8.04          |

# Appendix Figure S1

## A PHD: Saccharomycetaceae

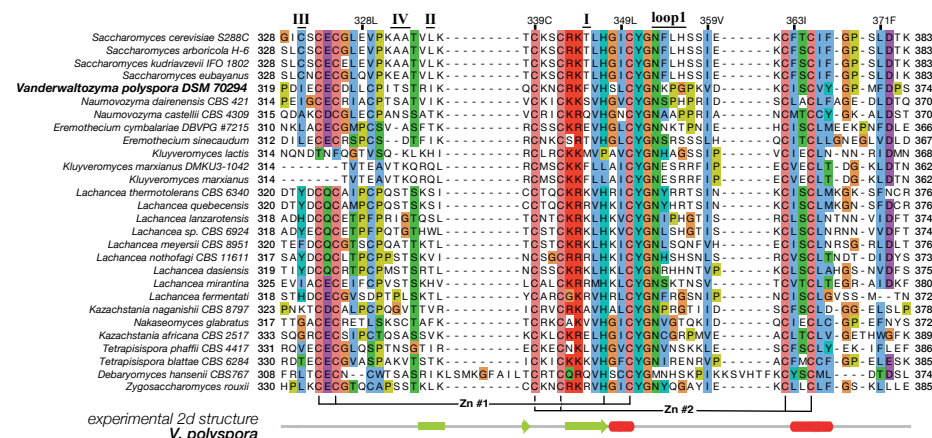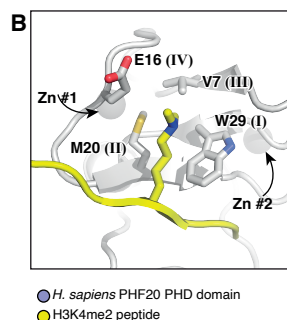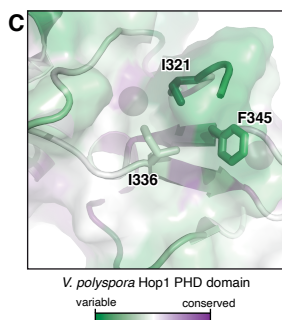

## D WTH: Saccharomycetaceae

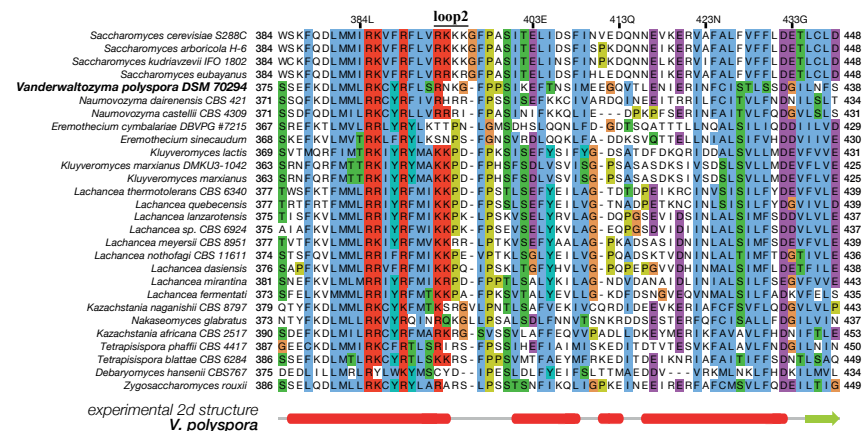

## E HTH-C: Saccharomycetaceae

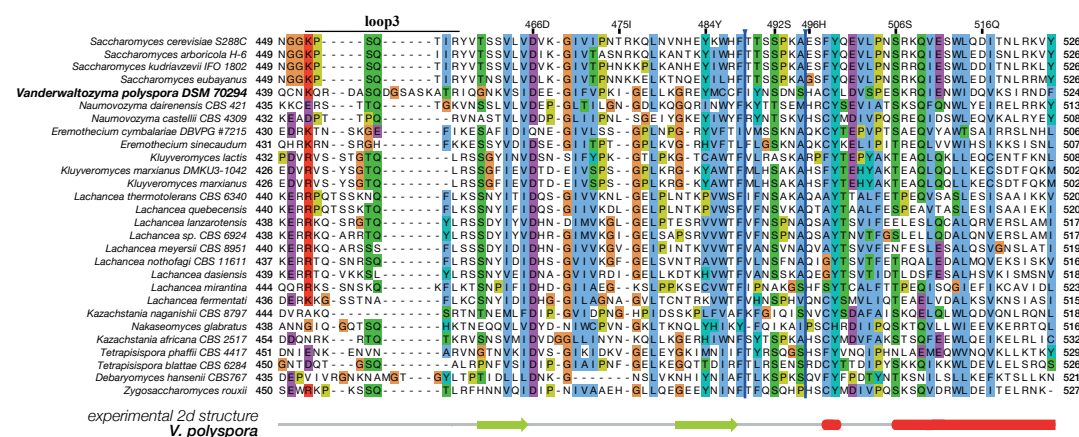

**Appendix Figure S1. Structure of the Hop1 CBR PHD-wHTH-HTH-C domains from Saccharomycetaceae**

(A) Sequence alignment of 28 unique Saccharomycetaceae Hop1 CBR PHD domains (NCBI accession numbers listed in Appendix Table S2), with residues coordinating zinc ions #1 and #2 noted at bottom, and the equivalent residues of the canonical PHD domain hydrophobic cage positions I-IV noted (Sanchez & Zhou, 2011). DNA binding loop 1 is noted at top. *V. polyspora* is used as a reference.

(B) Structure of the *H. sapiens* PHF20 PHD domain (white) bound to an H3K4me2 peptide (yellow) (PDB ID 5TBN) (Klein et al, 2016). Shown in sticks and labeled are PHD domain positions I-IV.

(C) Structure of the *V. polyspora* Hop1 CBR PHD domain, colored by conservation within Saccharomycetaceae (green: variable; purple: conserved) as calculated by the CONSURF server (Ashkenazy et al, 2016) from the sequence alignment in panel (A). Residues corresponding to PHD domain positions I-III are shown in sticks and labeled.

(D) Sequence alignment of 28 unique Saccharomycetaceae Hop1 CBR wHTH domains (similar to panel A), with DNA binding loop 2 is noted at top. *V. polyspora* is used as a reference.

(E) Sequence alignment of 28 unique Saccharomycetaceae Hop1 CBR HTH-C domains (similar to panel A), with DNA binding loop 3 is noted at top. *V. polyspora* is used as a reference.

## Appendix Figure S2

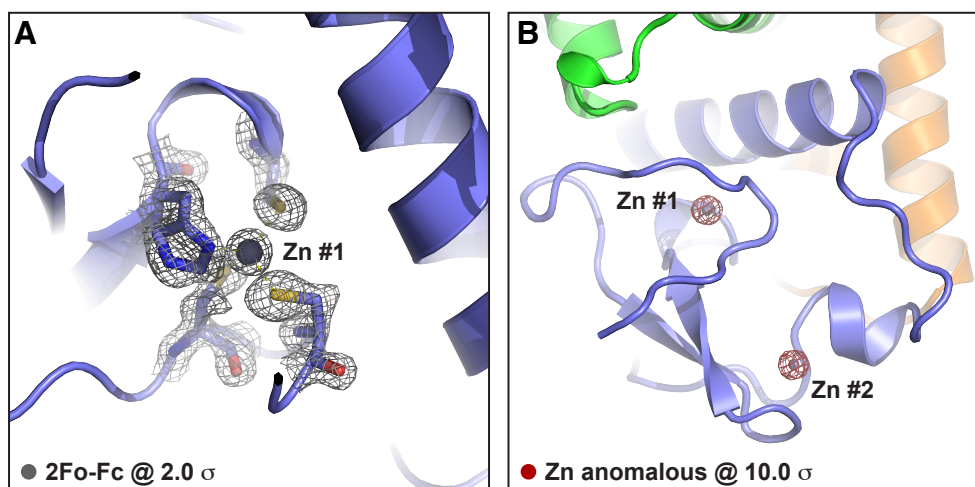

### Appendix Figure S2. *V. polyspora* Hop1(317-535) electron density

(A) 2Fo-Fc electron density at 2.0 sigma for the residues surrounding zinc site #1 in the *V. polyspora* Hop1(317-535) crystal structure.

(B) Anomalous difference electron density at 10.0 sigma for the two zinc atoms bound to *V. polyspora* Hop1(317-535).

## Appendix Figure S3

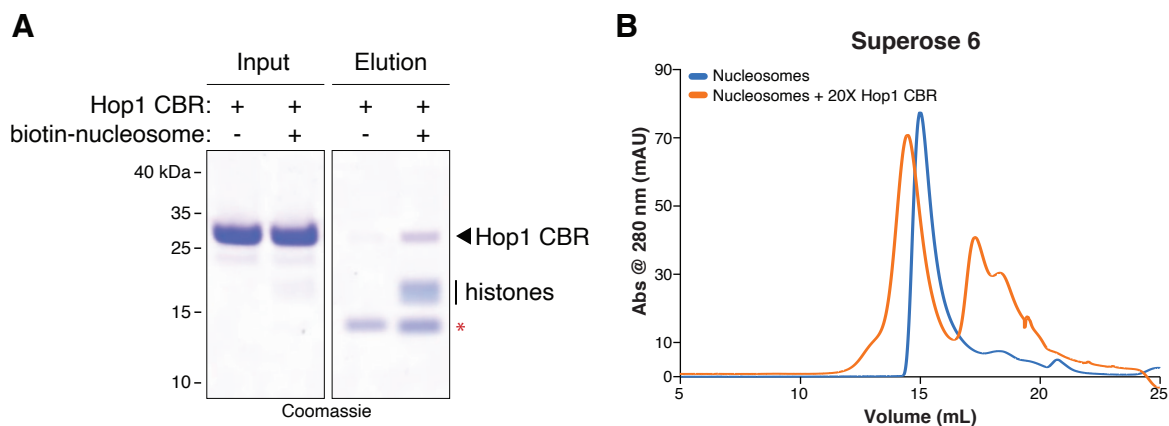

### Appendix Figure S3. Assembly of a Hop1 CBR:nucleosome complex

(A) Pulldown assay with biotinylated mononucleosomes and the *S. cerevisiae* Hop1 CBR. Red asterisk indicates streptavidin eluted from the affinity resin.

(B) Superose 6 size exclusion chromatography of glutaraldehyde-crosslinked nucleosomes, either alone (blue) or pre-incubated with a 20x excess of the *S. cerevisiae* Hop1 CBR (orange).

Appendix Figure S4

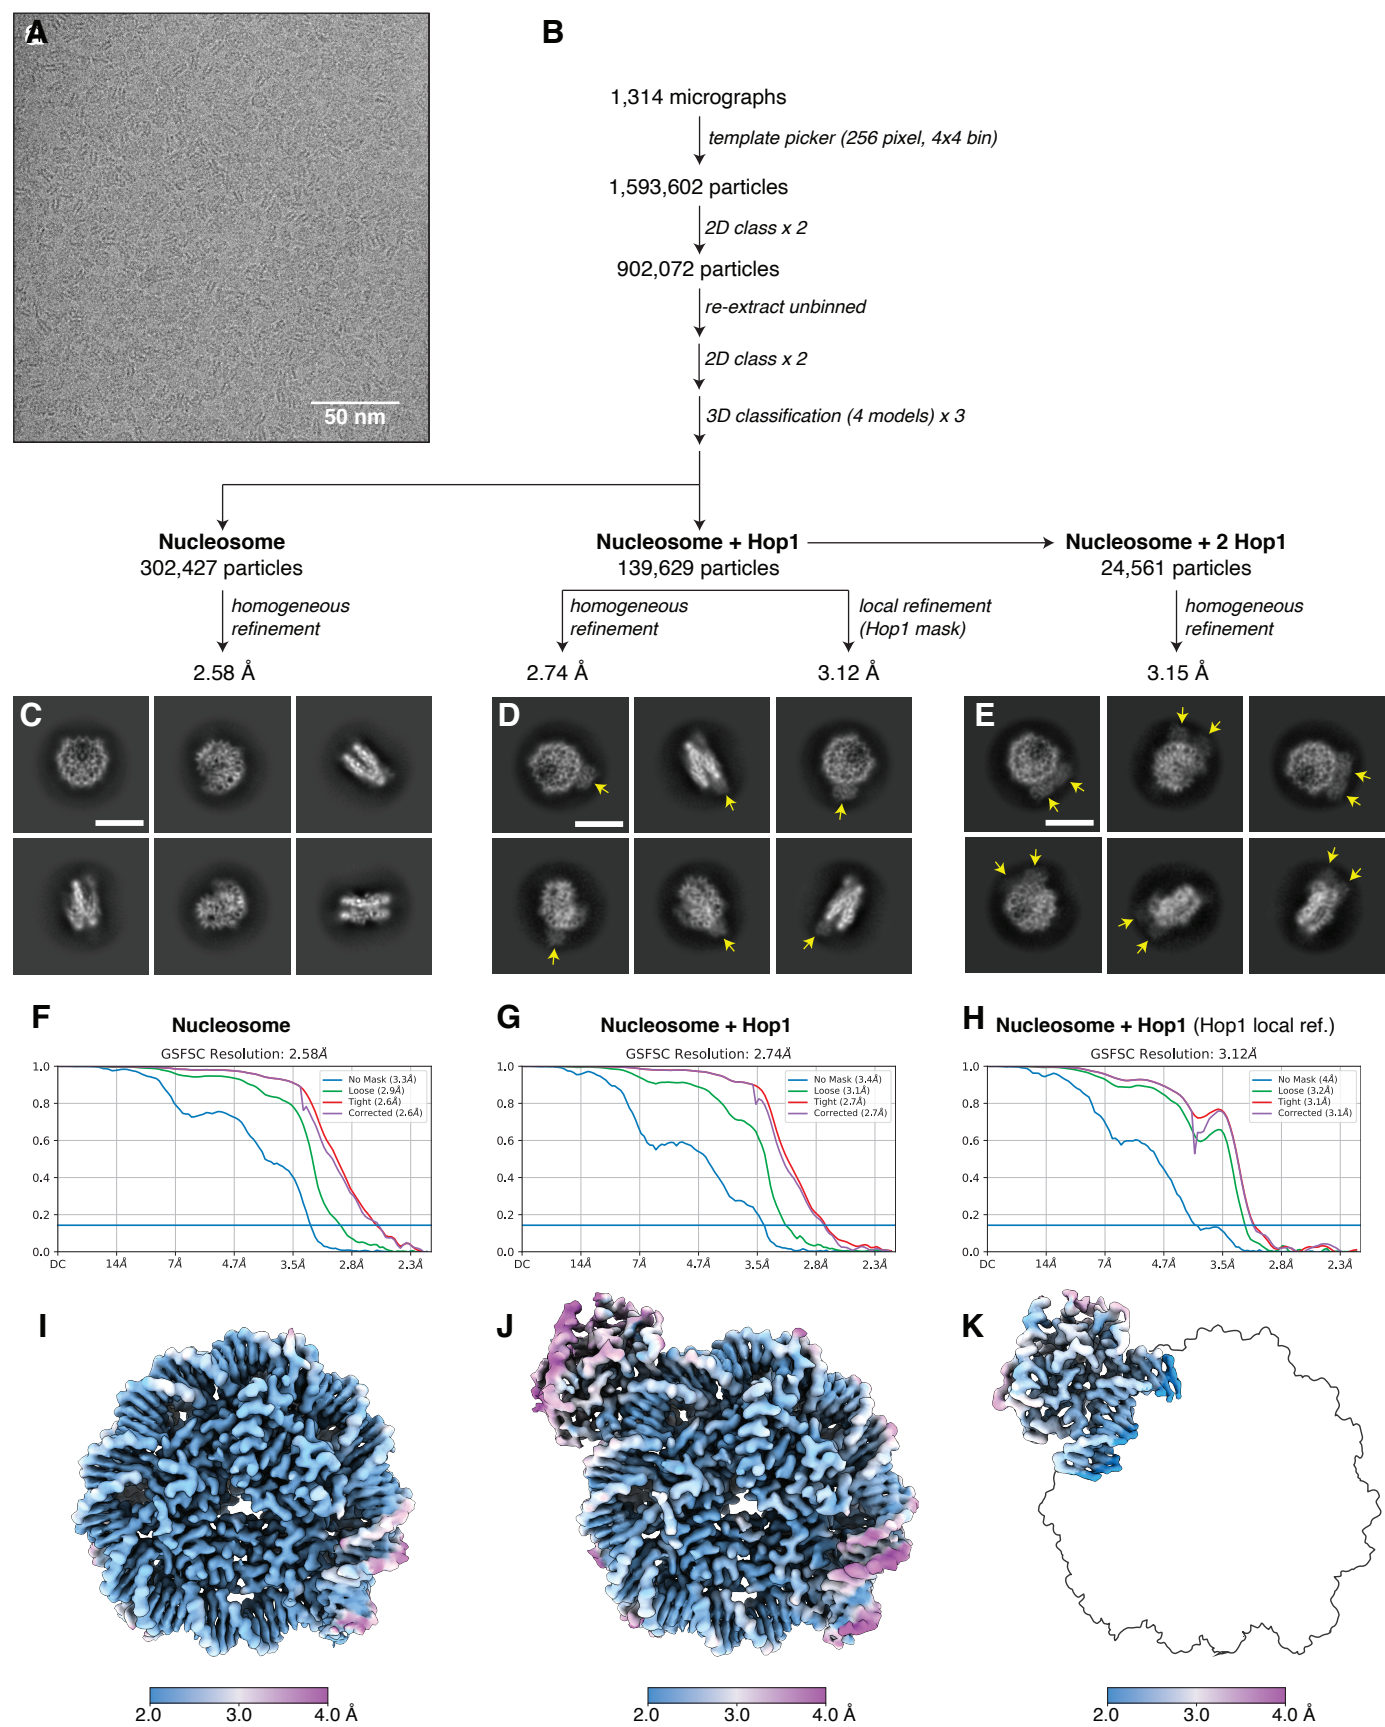

**Appendix Figure S4. Cryo-EM structure of a Hop1 CBR-bound nucleosome**

(A) Raw micrograph of the Hop1 CBR-nucleosome complex. Scale bar: 50 nm.

(B) Workflow for cryo-EM structure determination of a nucleosome and the Hop1 CBR:nucleosome complex.

(C-E) Selected 2D class averages for nucleosome (C), nucleosome + Hop1 CBR (D), and nucleosome + 2 Hop1 CBR (E). In panels (D) and (E), Hop1 CBR density is indicated with yellow arrows. Scale bars = 10 nm.

(F-H) Gold-standard Fourier Shell Correlation plots for refinements of nucleosome (F), nucleosome + Hop1 CBR (G), nucleosome + Hop1 CBR (local refinement of the Hop1 CBR region) (H).

(I-K) Cryo-EM maps of nucleosome (I), nucleosome + Hop1 CBR (J), nucleosome + Hop1 CBR (local refinement of the Hop1 CBR region) (K), colored by local resolution.

## Appendix Figure S5

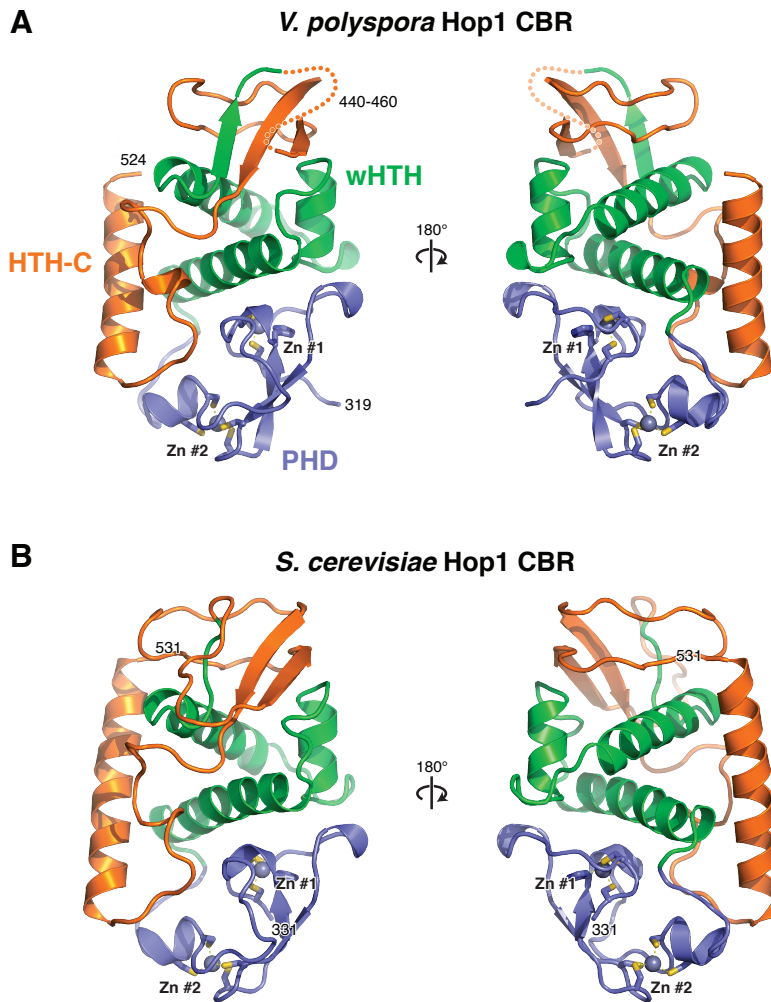

### Appendix Figure S5. Hop1 CBR structure comparison

(A) Two views of the *V. polyspora* Hop1 CBR crystal structure, with PHD domain colored blue, wHTH green, and HTH-C orange. Residues 440-460 in the HTH-C region are disordered and represented as a dotted line. (B) Two views of the *S. cerevisiae* Hop1 CBR from the nucleosome-bound cryoEM structure. The two structures overlay with an overall C $\alpha$  r.m.s.d. of 1.06 Å (111 residue pairs aligned).

## Appendix Figure S6

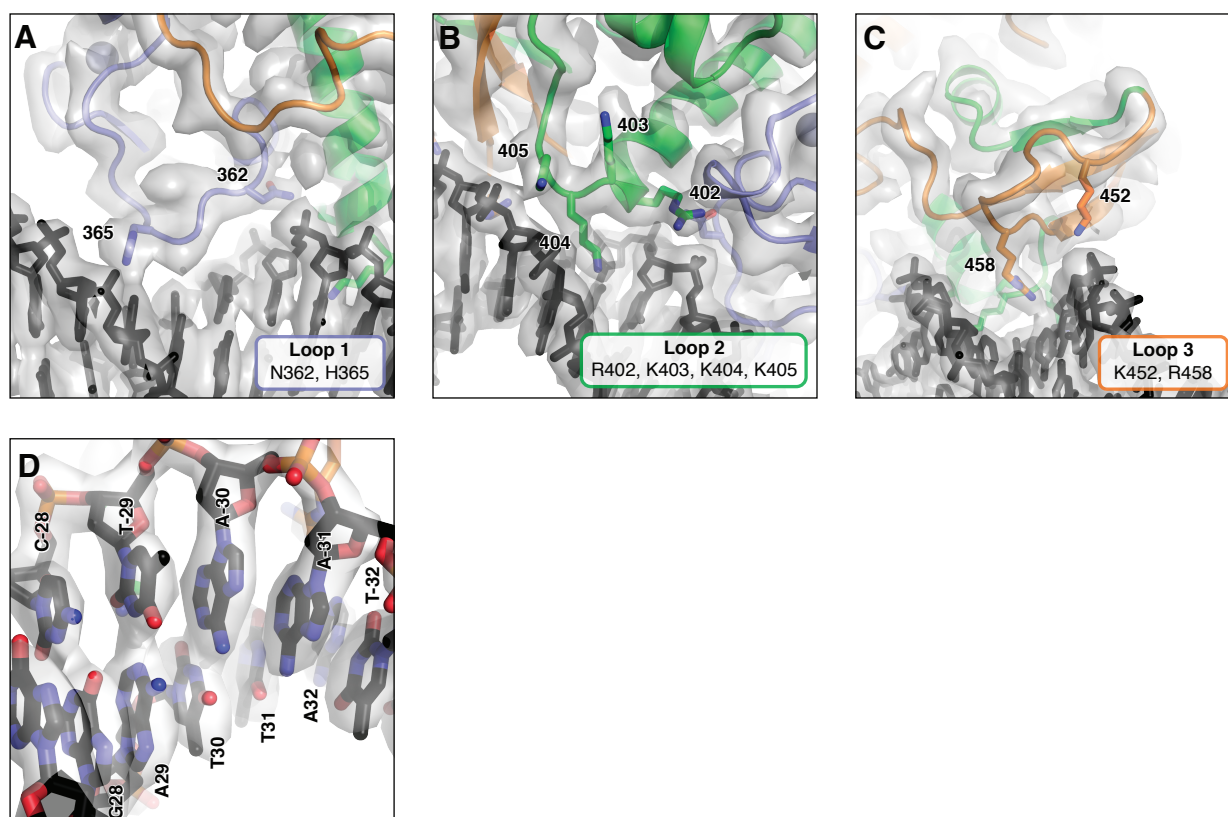

### Appendix Figure S6. Hop1 CBR-DNA interactions

(A-C) CryoEM density (semi-transparent surface) at 2.74 Å resolution (unsharpened) for the Hop1 CBR Loop 1 (panel A), Loop 2 (B), and Loop 3 (C) interactions with DNA. DNA-interacting residues are labeled.

(D) CryoEM density showing a portion of nucleosomal DNA within the Hop1 CBR-bound region, showing unambiguous assignment of the orientation of the Widom 601 DNA sequence. Chain I residues -28 to -32 are at top/front, and Chain J residues 28 to 32 are at bottom/back.

# Appendix Figure S7

Wildtype - *loop2*

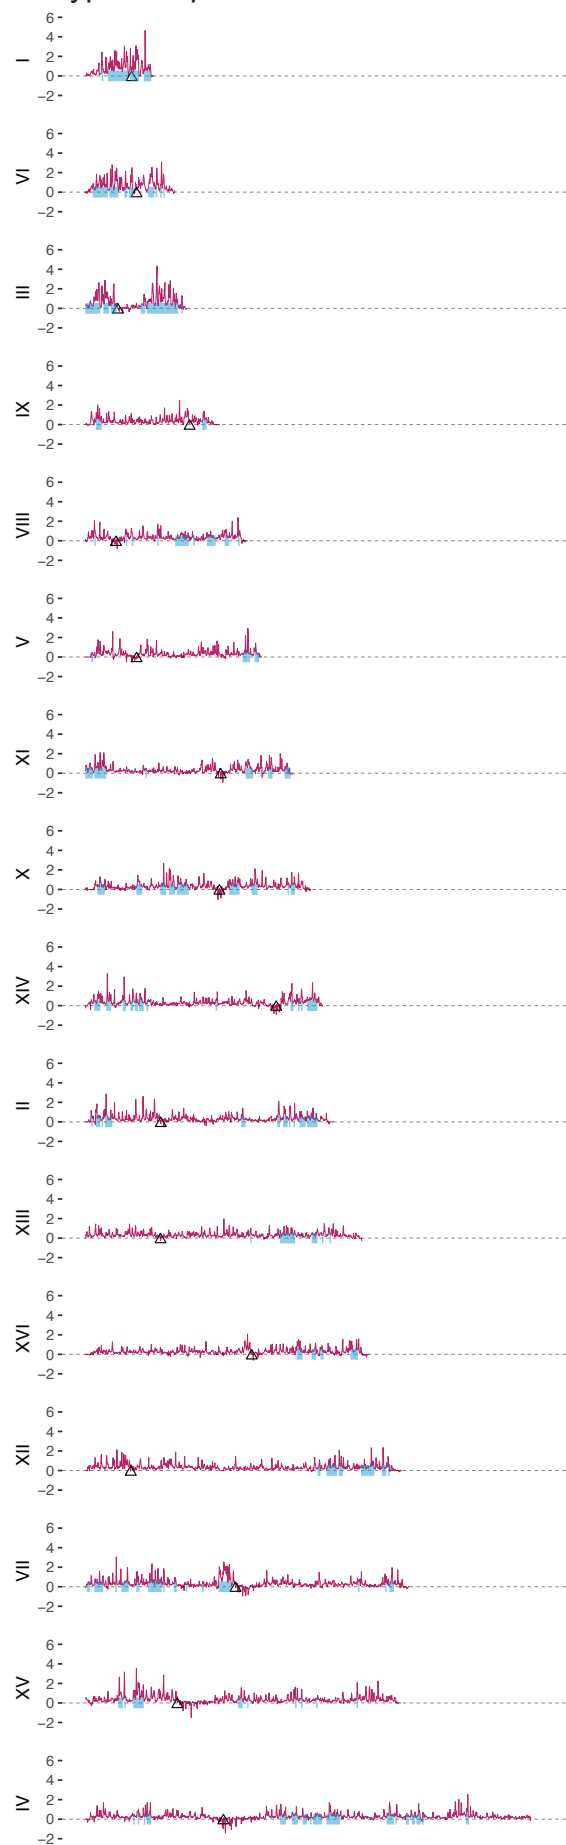

Wildtype - *pch2Δ loop2*

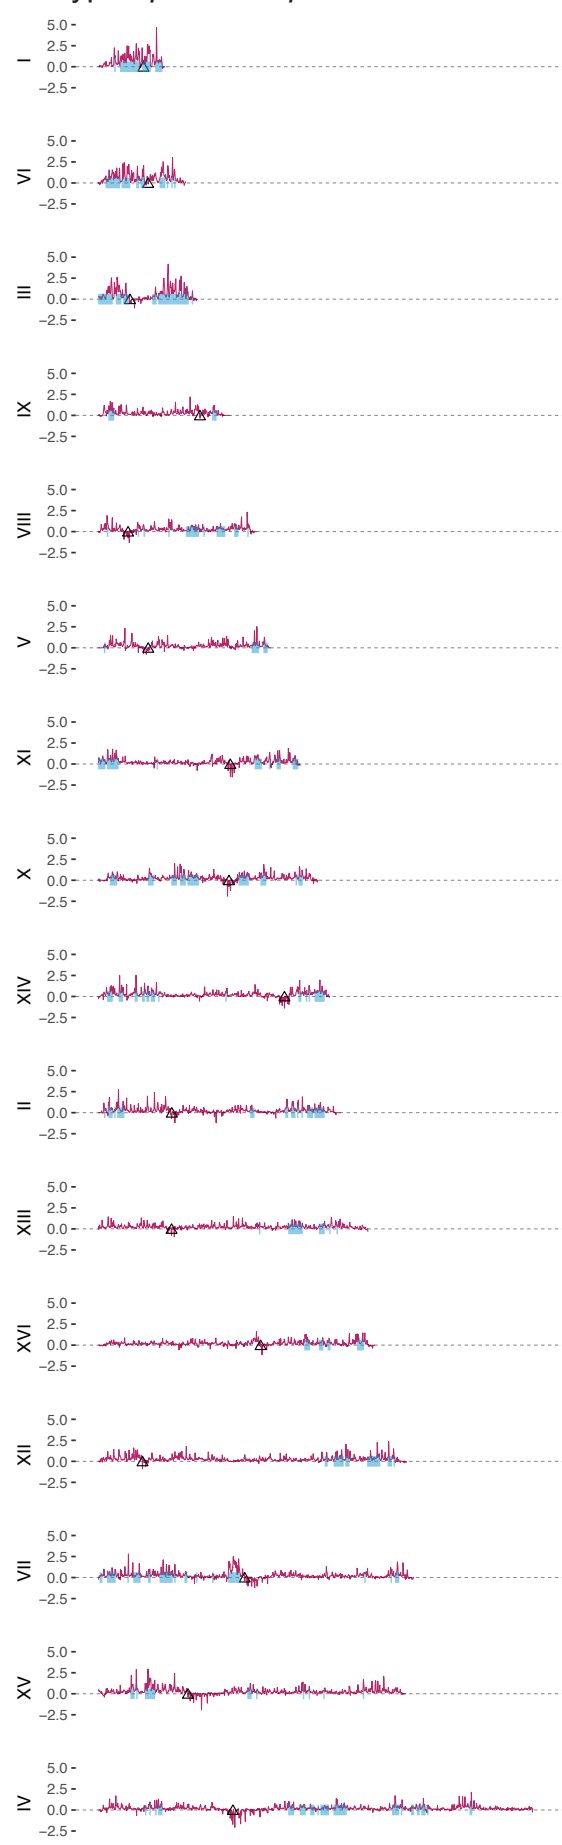

**Appendix Figure S7. Whole genome plots of differential Hop1 ChIP signal**

The *hop1-loop2* allele is simplified to *loop2* in figure labels. Calibrated Hop1 ChIP signal from *hop1-loop2* cells (left) or *hop1-loop2 pch2Δ* cells (right) was subtracted from wild type Hop1 ChIP signal and the remaining signal is plotted.

**Appendix Figure S8**

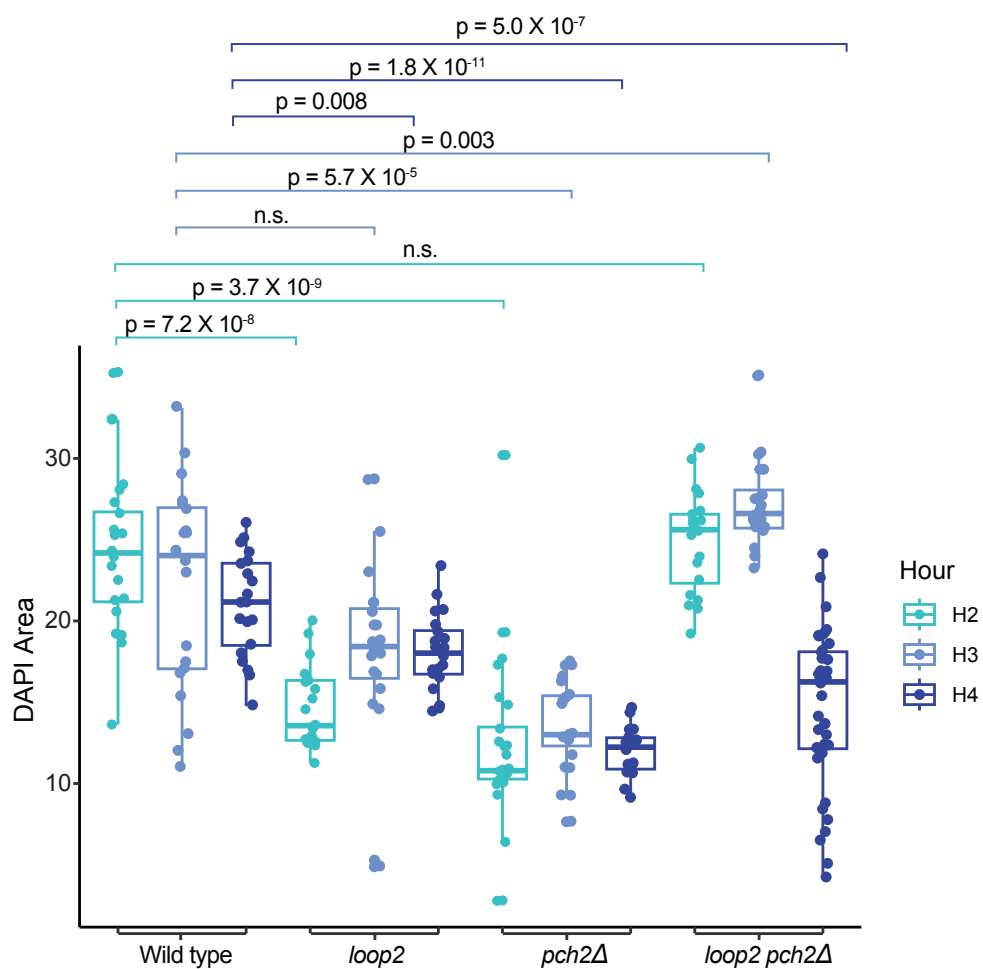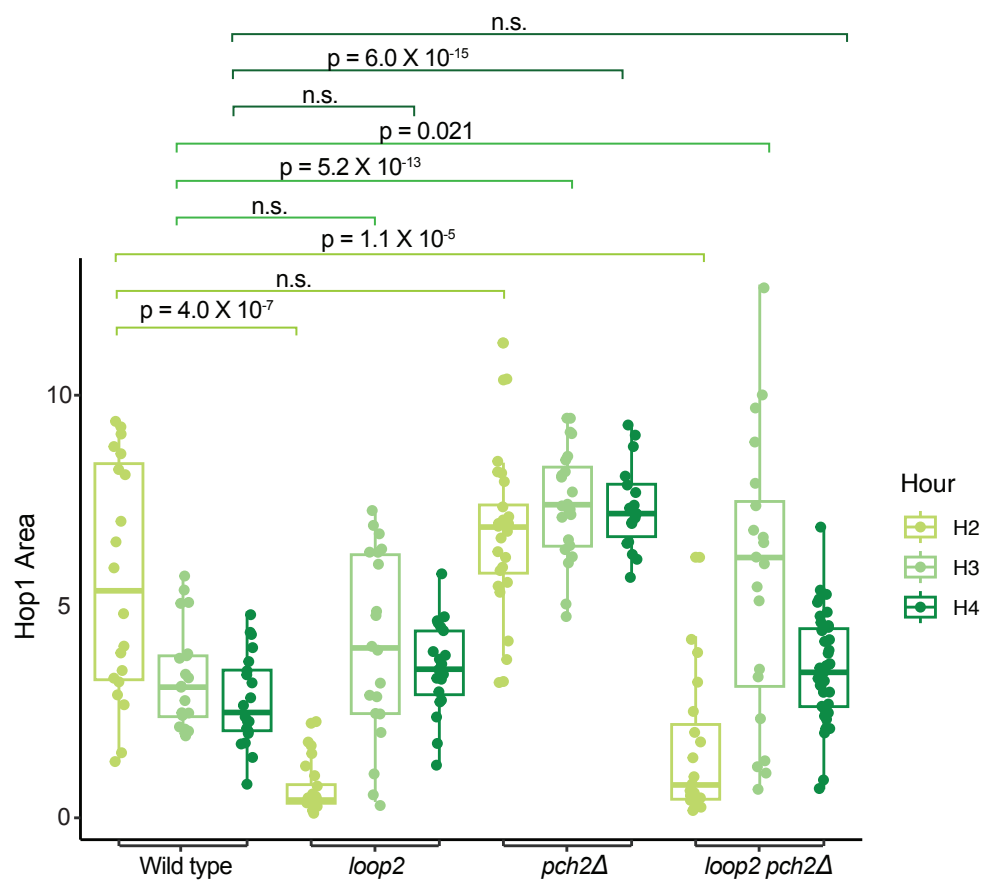

**Appendix Figure S8. Hop1 and DAPI area for each genotype**

The *hop1-loop2* allele is simplified to *loop2* in figure labels. (Top) Dot plot of the quantification of total DAPI area per cell. Hours 2, 3, and 4 are separated by color as depicted in the legend. Standard deviation and means are displayed for each as a box plot. Lines between categories represent p value results; n.s. is not significant. Statistics are determined by unpaired Wilcoxon test with Bonferroni correction. (Bottom) Dot plot of the quantification of total Hop1 area per cell. Graph details are the same as the top panel.

## Appendix Figure S9

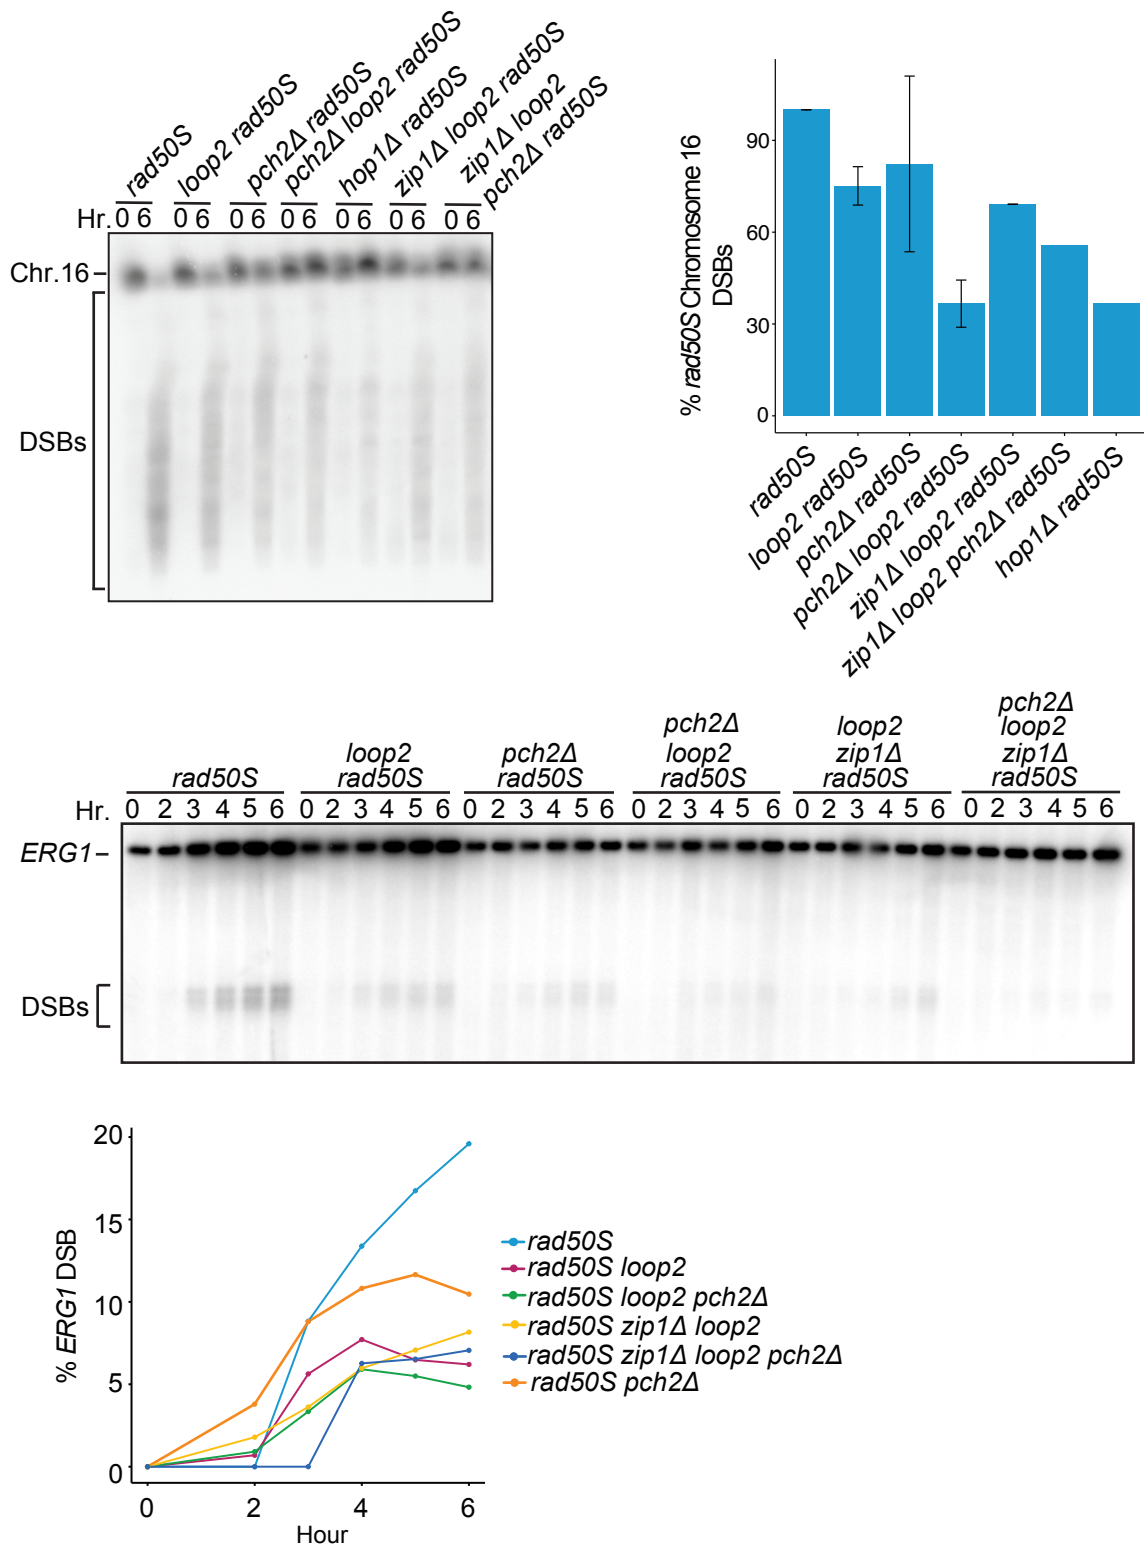

### Appendix Figure S9. Supplemental Southern data

The *hop1-loop2* allele is simplified to *loop2* in figure labels. (Top Left) Pulsed-field gel and Southern blot analysis of chromosome XVI (analyzed using a probe against *SAM3*). (Top Right) Percent total broken DNA calculated, from two biological replicates, based on a Poisson distribution using the intact chromosome XVI bands for each genotype and assuming full replication by 6 hours (Thacker et al, 2014). (Middle) Southern blot analysis of the *ERG1* locus across genotypes during meiosis. Top band represents the intact *ERG1* locus. Bottom band represents DSBs that occur at the *ERG1* locus. (Bottom) Measurements of the DSB induction for each genotype at the *ERG1* locus.

# Appendix Figure S10

## A PHD: Opisthokonta

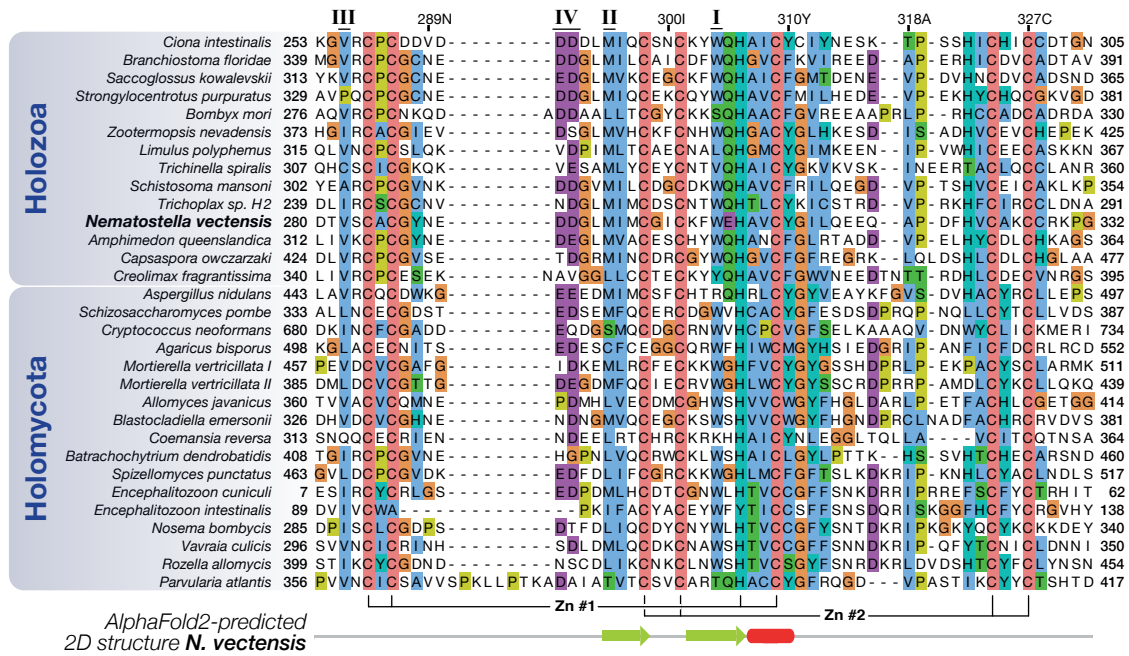

## B *N. vectensis* HORMAD PHD domain (AlphaFold)

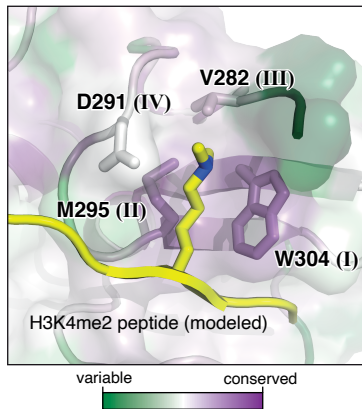

## C *Sulfolobus* AspA:DNA complex (5KK1)

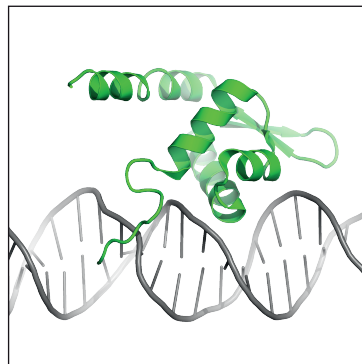

## D *N. vectensis* HORMAD CBR (AlphaFold)

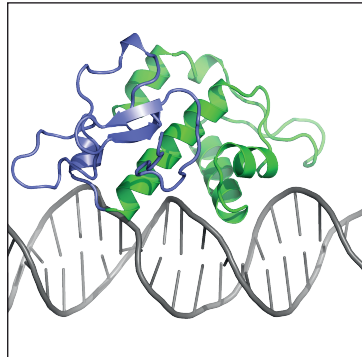

## E

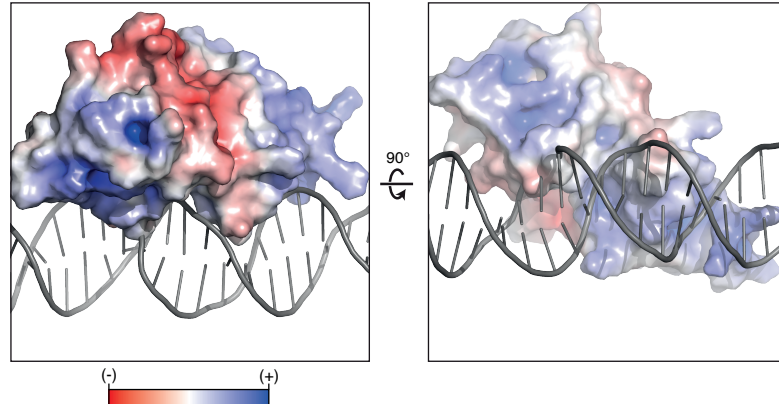

### Appendix Figure S10. Meiotic HORMAD PHD domains have a conserved binding pocket

- (A) Sequence alignment of the PHD domain of meiotic HORMADs found among Opisthokonta (Fungi+animals+unicellular relatives) with a PHD+wHTH domain pair (excluding HORMADs with HTH-C) shown in Figure 5A, focusing on the PHD domain. Residues coordinating zinc ions #1 and #2 noted at bottom, and the equivalent residues of the canonical PHD domain hydrophobic cage positions I-IV noted (Sanchez & Zhou, 2011).
- (B) AlphaFold 2 model structure of *N. vectensis* meiotic HORMAD (Uniprot ID A7RLI6), focusing on the putative binding pocket for a lysine residue in a histone tail. Shown in yellow is an H3K4me2 peptide modeled from a structure of the *H. sapiens* PHF20 PHD domain (white) bound to an H3K4me2 peptide (PDB ID 5TBN) (Klein et al, 2016). The *N. vectensis* meiotic HORMAD PHD domain is colored by conservation, as calculated by the CONSURF server (Ashkenazy et al, 2016) from the sequence alignment in panel (a).
- (C) Structure of a model wHTH domain, *Sulfolobus* sp. NOBH2 pNOB8 AspA (green) bound to DNA (gray) (PDB ID 5KK1; not published)
- (D) Model of the DNA-bound *N. vectensis* HORMAD CBR, created by overlaying the *N. vectensis* HORMAD CBR (PHD blue, wHTH green) onto AspA.
- (E) Two views of the DNA-bound *N. vectensis* HORMAD CBR model, shown with electrostatic surface calculated by APBS (Jurrus et al, 2018). The surface predicted to bind DNA is positively charged (blue).

# Supplementary material for: Chromatin binding by HORMAD proteins regulates meiotic recombination initiation
**Source:** EMBO J. 2024 Feb 8;43(5):8. doi: 10.1038/s44318-024-00034-3
**Supplement:** Supplementary file 17 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Structure of a nucleosome + 2 Hop1 CBR complex.**

(A) Three views of cryo-EM density for a nucleosome + 2 Hop1 CBR complex (3.15 Å overall resolution, gaussian-smoothed with a  $\sigma$  of 1.1 Å). DNA is colored gray, histones colored yellow (H2A), red (H2B), blue (H3), and green (H4), and two Hop1 CBR domains colored yellow and orange. (B) Molecular model for a nucleosome + 2 Hop1 CBR complex, colored as in panel (A), except Hop1 CBR is colored blue (PHD), green (wHTH), and orange (HTH-C). (C) Schematic of the Widom 601 DNA sequence used for nucleosome assembly, with binding sites for Hop1 CBR #1 (blue) and #2 (green) noted. SHL: superhelical locations, 0 at the nucleosome dyad axis to 7 at the DNA ends. (D) Structural overlay of the DNA bound to Hop1 CBR #1 (blue) and #2 (green). In sequence alignment at bottom, solid lines indicate identity and dotted lines indicate shared status as either pyrimidine or purine.

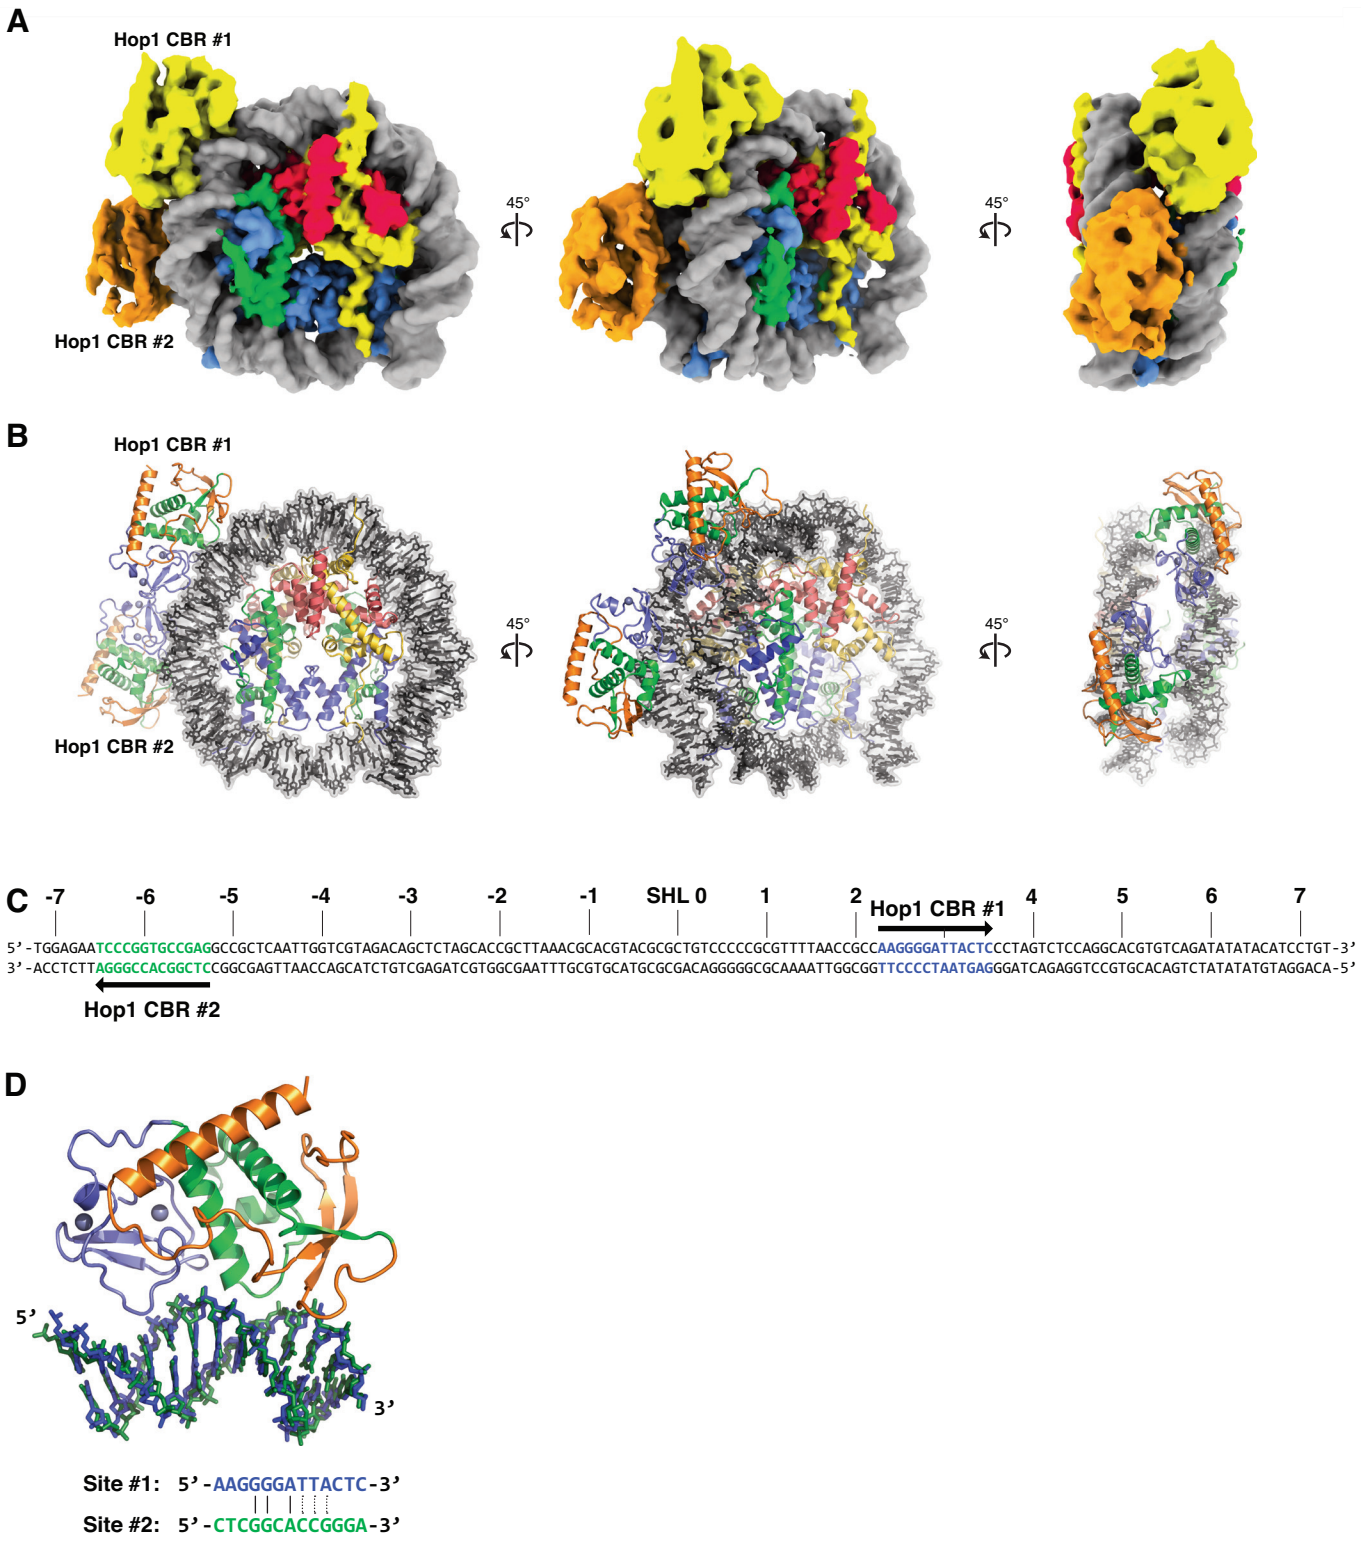

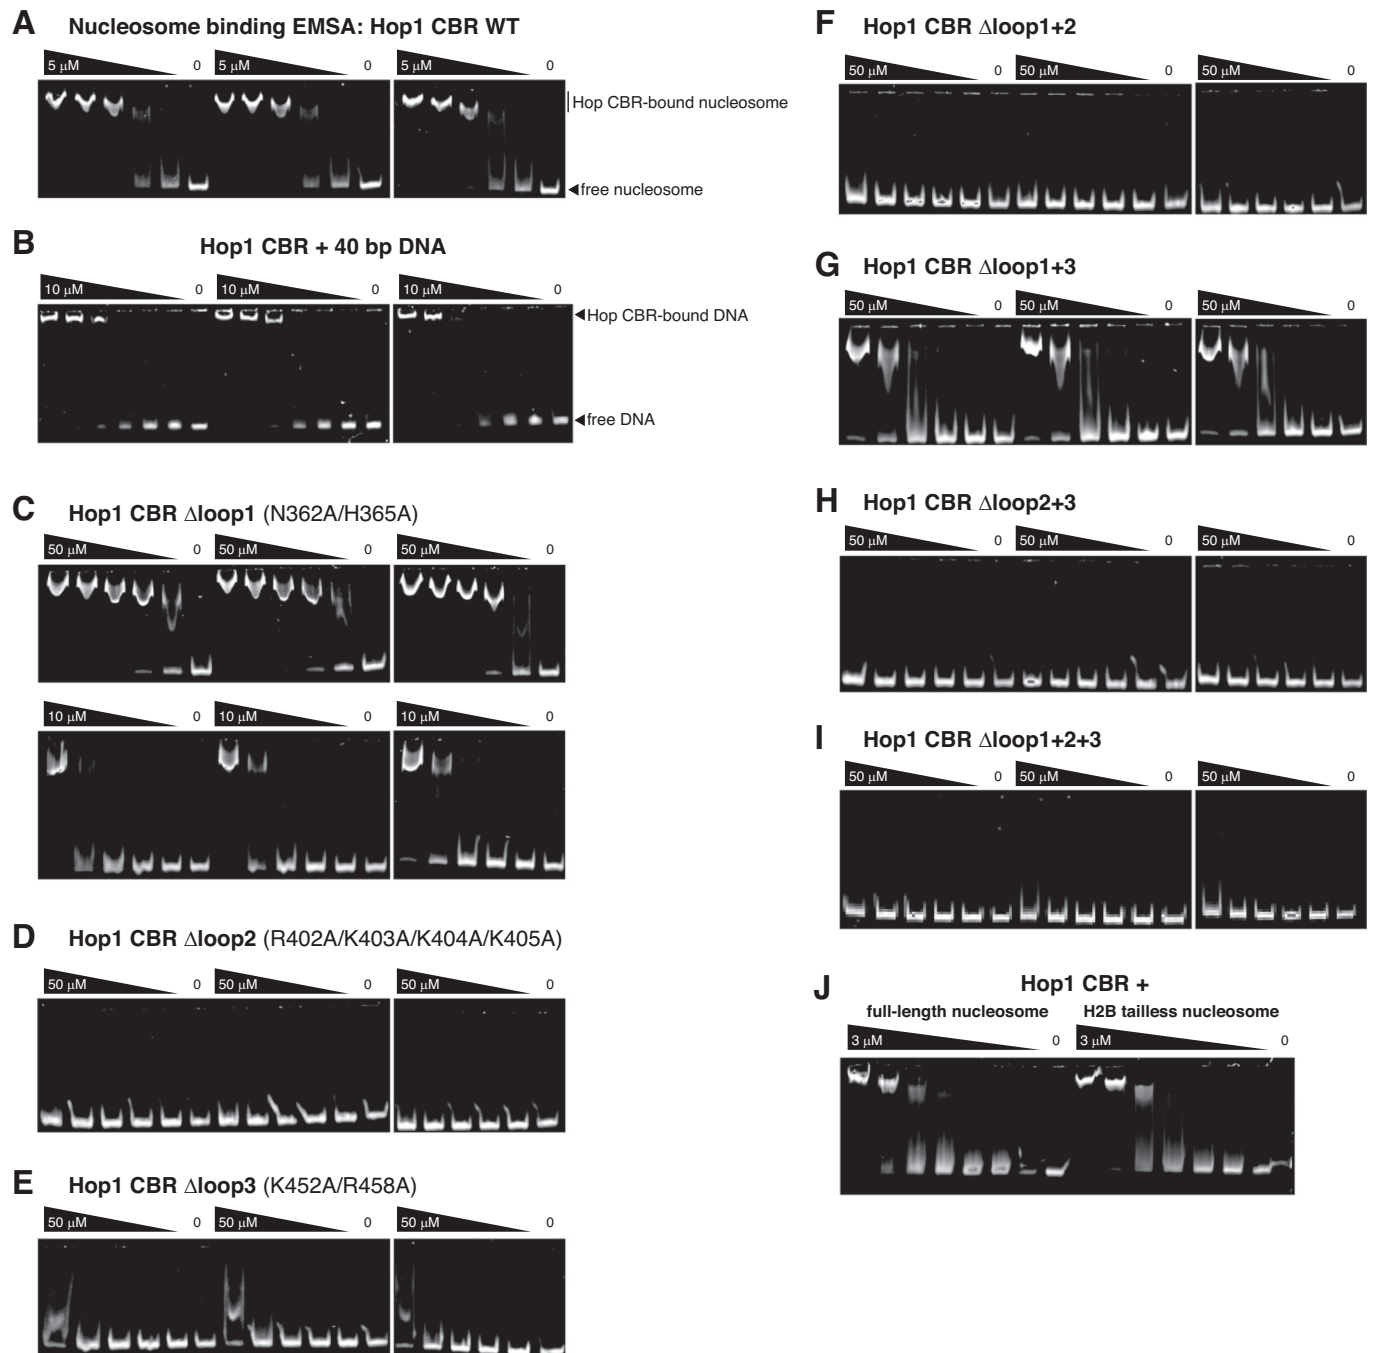

**Figure EV2. Nucleosome and DNA binding by the *S. cerevisiae* Hop1 CBR.**

(A) Triplicate electrophoretic mobility shift assays (EMSAs) for wild-type Hop1 CBR binding to reconstituted nucleosomes. The highest concentration of Hop1 CBR used was 5  $\mu$ M, followed by serial 2 $\times$  dilutions. Band intensities were quantified in ImageJ and  $K_d$  was calculated in Prism using a single-site binding model ( $K_d = 0.47 \pm 0.11$   $\mu$ M). The representative gel image shown in Fig. 1F also appears here. (B) Triplicate EMSAs for wild-type Hop1 CBR binding a 40-bp DNA encompassing its preferred binding site on the Widom 601 DNA ( $K_d = 2.1 \pm 0.6$   $\mu$ M). (C) Triplicate EMSAs for Hop1 CBR  $\Delta$ loop 1 mutant (N362A/H365A) binding nucleosomes, with two different starting protein concentrations (top: 50  $\mu$ M; bottom: 10  $\mu$ M) ( $K_d = 2.0 \pm 0.4$   $\mu$ M). (D) Triplicate EMSAs for Hop1 CBR  $\Delta$ loop2 mutant (R402A/K403A/K404A/K405A) binding nucleosomes ( $K_d > 50$   $\mu$ M). The representative gel image shown in Fig. 1F also appears here. (E) Triplicate EMSAs for Hop1 CBR  $\Delta$ loop 3 mutant (K452A/R458A) binding nucleosomes ( $K_d \sim 50$   $\mu$ M). (F) Triplicate EMSAs for Hop1 CBR  $\Delta$ loop 1 + 2 mutant binding nucleosomes ( $K_d > 50$   $\mu$ M). (G) Triplicate EMSAs for Hop1 CBR  $\Delta$ loop 1 + 3 mutant binding nucleosomes ( $K_d = 13 \pm 3$   $\mu$ M). (H) Triplicate EMSAs for Hop1 CBR  $\Delta$ loop2 + 3 mutant binding nucleosomes ( $K_d > 50$   $\mu$ M). (I) Triplicate EMSAs for Hop1 CBR  $\Delta$ loop 1 + 2 + 3 mutant binding nucleosomes ( $K_d > 50$   $\mu$ M). The representative gel image shown in Fig. 1F also appears here. (J) EMSAs comparing binding of wild-type Hop1 CBR to nucleosomes reconstituted with full-length (left) or tailless (right) histone H2B.

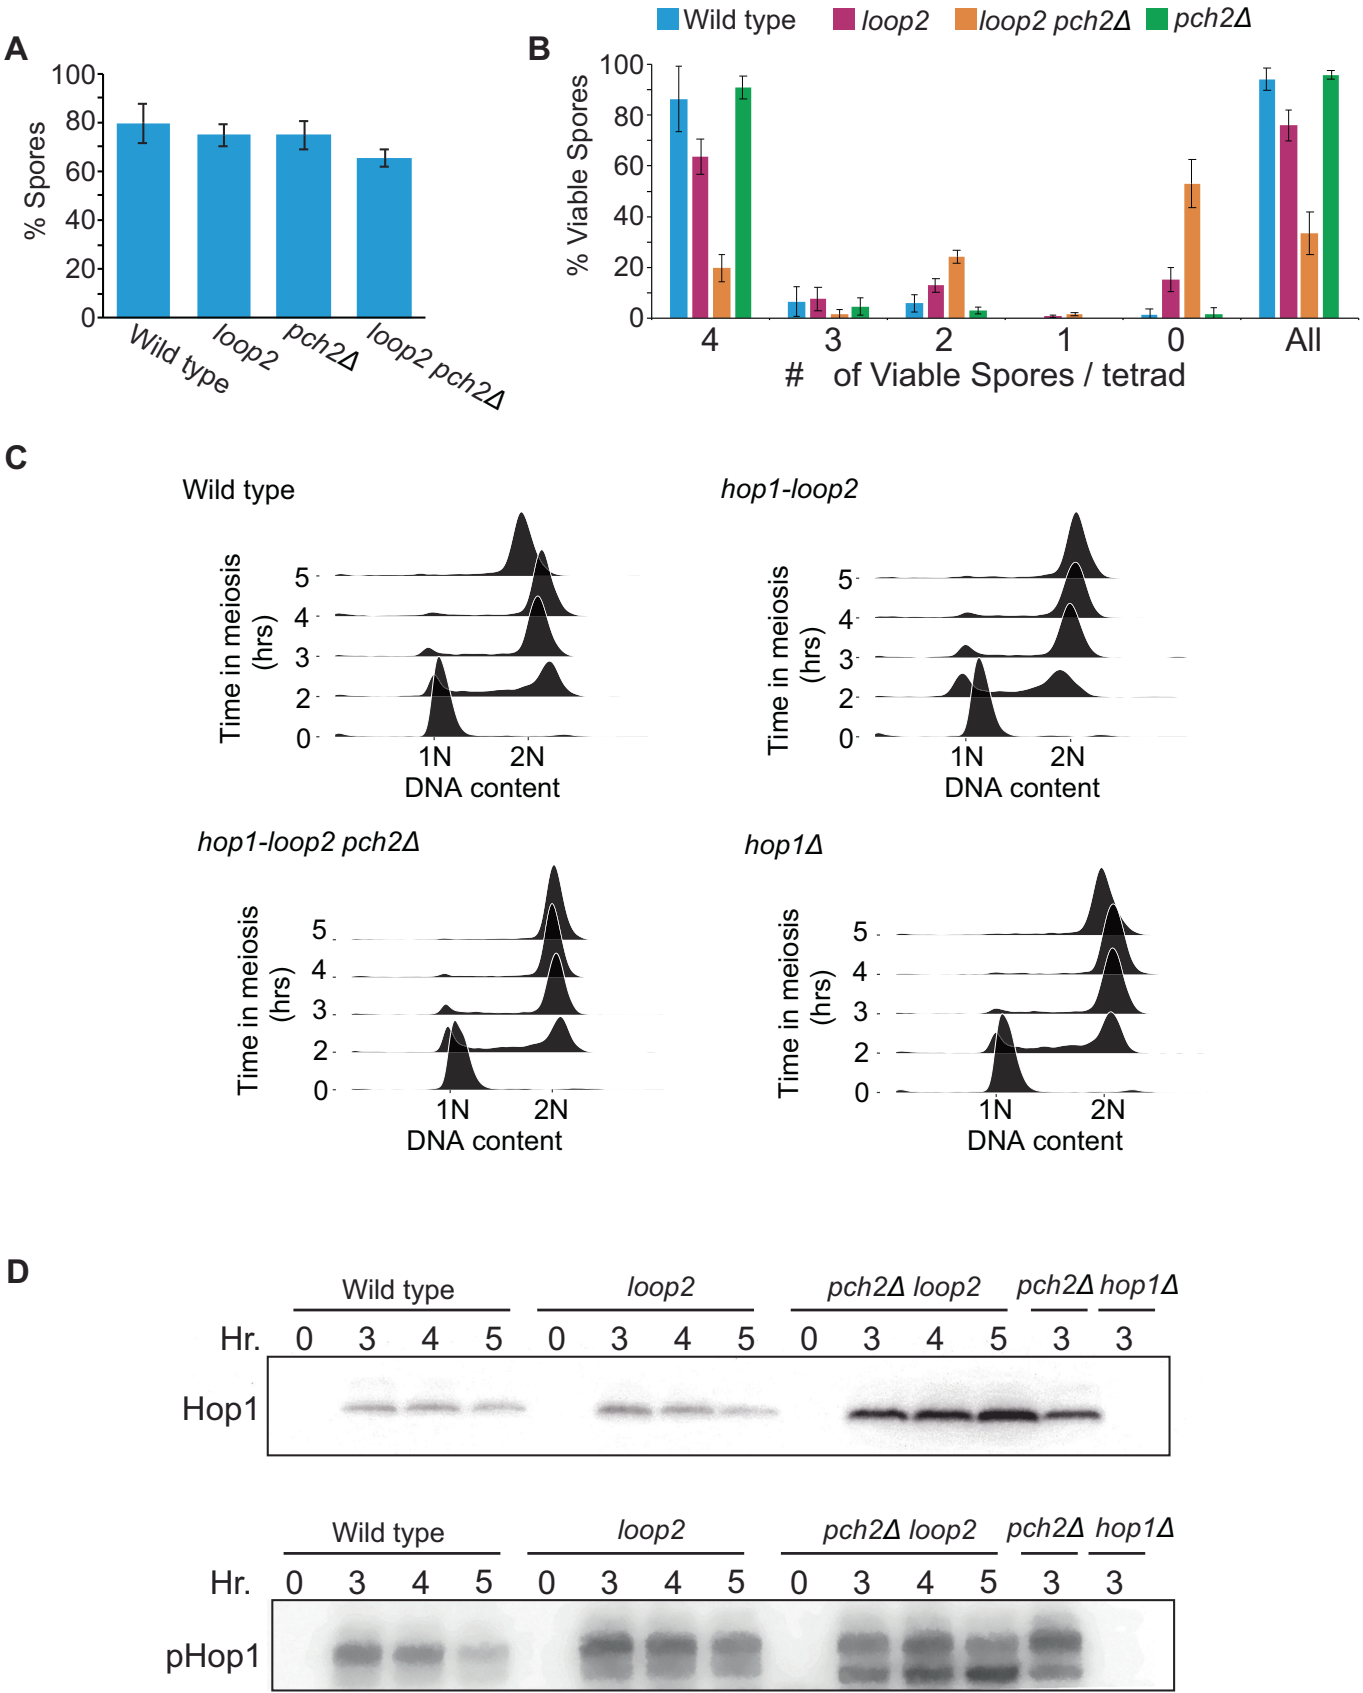

**Figure EV3. Hop1 protein and phosphorylation levels across genotypes.**

The *hop1-loop2* allele is simplified to *loop2* in figure labels. (A) Sporulation efficiency data for the indicated genotypes. This data represents at least four biological replicates. (B) Number of viable spores per tetrad for each genotype. At least 50 tetrads were dissected from each genotype. (C) Flow cytometry analysis of DNA content, monitoring DNA synthesis to indicate synchronous meiotic entry. This was performed every time samples were prepared from a meiotic yeast culture. (D) Western blots showing protein levels across genotypes for Hop1 protein (Top) (Subramanian et al, 2016), and for phosphorylated Hop1 T318 (Subramanian et al, 2016). This result was observed with at least three biological replicates. Source data are available online for this figure.

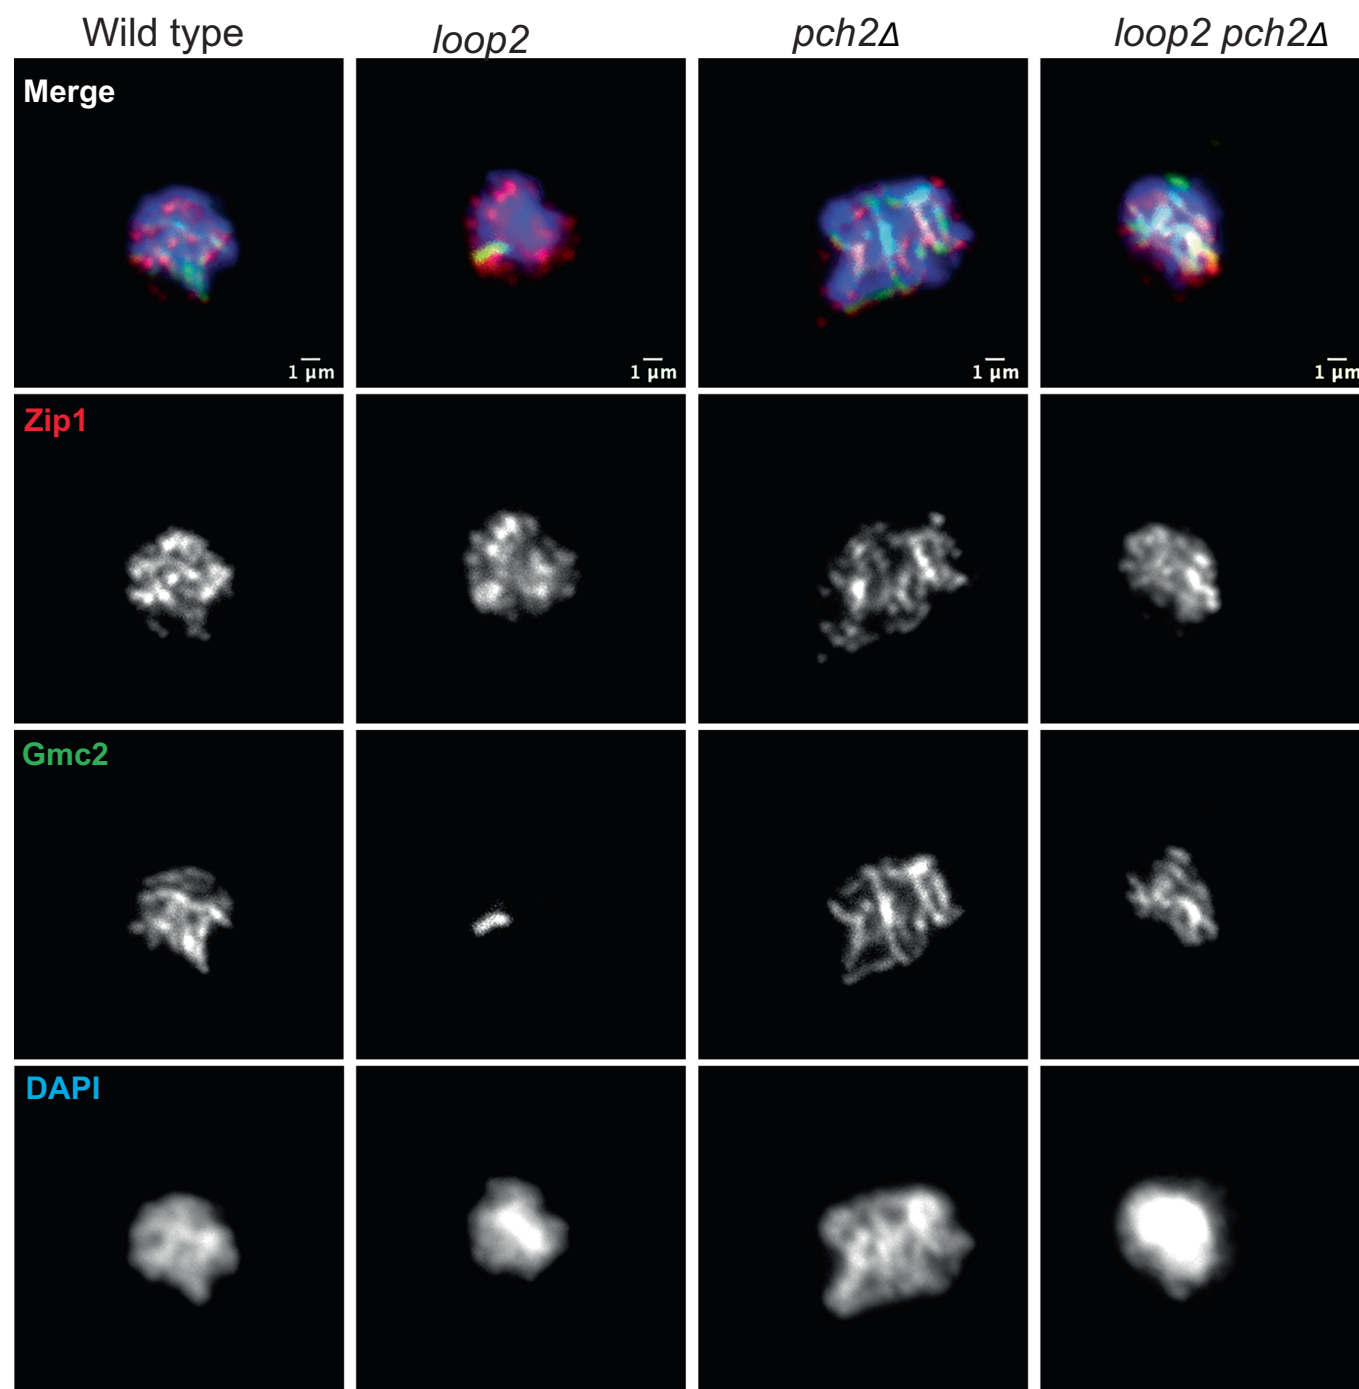

**Figure EV4. Localization of the central-element protein Gmc2.**

The *hop1-loop2* allele is simplified to *loop2* in figure labels. Samples were taken from meiotic cultures of the indicated genotypes at hour 3, chromosome spreads were prepared, hybridized with antibodies against Zip1 (pink) and Gmc2 (green), and stained with DAPI (blue). This was generated from samples taken from one meiotic time course. Source data are available online for this figure.

wHTH: Eukarya

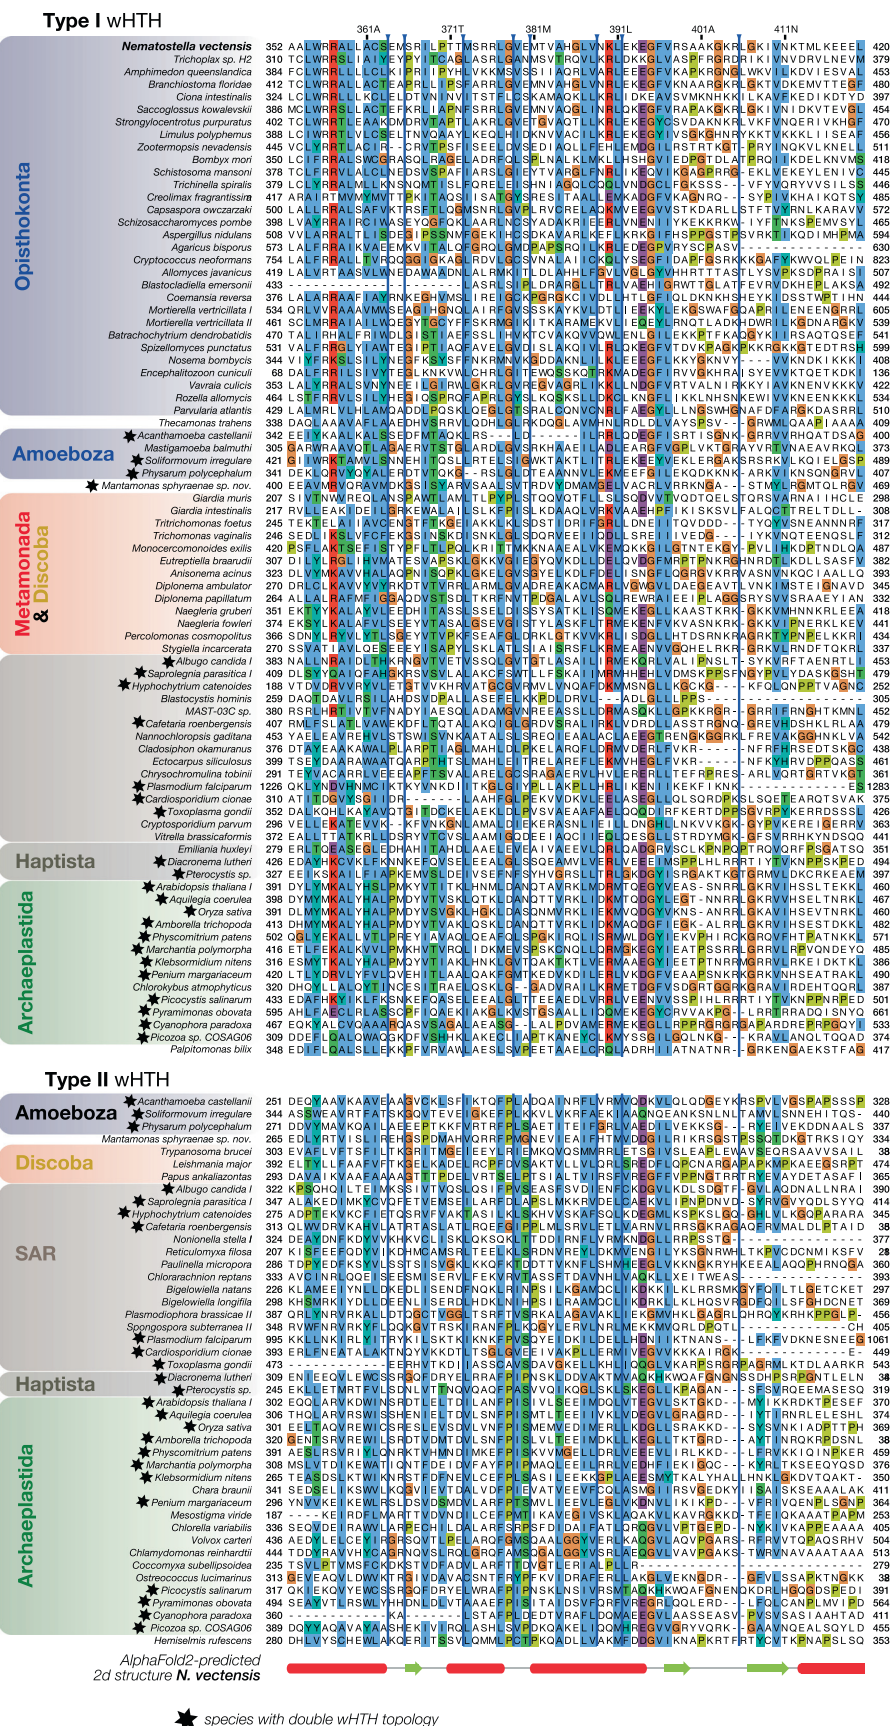

◀ **Figure EV5. Meiotic HORMAD wTH domains can be classified into two types of which one of each type is present in meiotic HORMADs with a tandem wTH configuration.**

Sequence alignment of wTH domains found in 75 single wTH and 25 double wTH among 105 different eukaryotic species (Table EV1)—excluding those of the Saccharomycetaceae. To make the alignment more easily readable, we used the wTH domain of *Nematostella vectensis* (Uniprot ID A7RLI6) as a reference and excluded any column in the multiple alignment that was not found in the sequence of this domain (see blue lines for marks of column removal). Full multiple alignments can be found in File S1 on <https://github.com/hochwagenlab/Hop1-loop2>. wTH domains were manually classified into two types that correspond to either one of the wTH domains found in meiotic HORMADs with two wTH domains (see star). Phylogenetic tree analyses did not yield statistically sensible trees, likely due to the rather high sequence divergence found among the wTH domains in these meiotic HORMAD proteins. Type 1 wTHs are characterized by a conserved positively charged patch in the first alpha helix, while Type 2 wTHs harbor a conserved 'FP' motif in a loop between two central alpha helices (see for classification Table EV1). Note that the wTH domain is conserved until the first beta strand of the 'wing'. Most wTHs in other meiotic HORMADs found among eukaryotes do have a second strand and a capping helix, but this part of the domain is highly divergent between lineages (i.e., where loop 3 in Saccharomycetaceae resides).

How the deposited data were processed for this re-analysis (not part of the article)

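Processed files of 2 assays were analysed. SNP-ChIP of Hop1 gave 1 ChIP and 1 input library for wild type and for *hop1-loop2* (replicate 2, 3 h), where the titles give the number 2 to 2 wild-type sets and the one listed with *hop1-loop2* replicate 2 was used, and CC-seq gave 2 replicates each of *rad50S*, *rad50S hop1-loop2* and *rad50S hop1-loop2 pch2* (6 h), 6 libraries in all. Samples were assigned to genotypes by their titles. The genotype entries of the labels differ from the titles for the CC-seq and SNP-ChIP samples used here, and the titles were followed because they match the paper's tables and legends. CC-seq of the *pch2* mutant is not listed in Appendix Table S7, so its assignment rests on the title. The Hop1 ChIP-seq profiles, the other SNP-ChIP libraries and the Southern blots were not analysed here.

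For SNP-ChIP, the authors deposited counts of reads per chromosome, made by aligning to the joined SK1 and S288c assemblies and keeping perfect matches. Reads on the 16 nuclear chromosomes of each genome were summed here, and the ratio of SK1 to S288c reads in ChIP was divided by that in input. The unnamed row at the end of each file holds 0 reads. Intervals cover counting error only, since reads from PCR are not independent molecules, and 1 library set per genotype gives no replicate error.

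For CC-seq, the authors aligned reads with Bowtie2 through TermMapper to the SK1 assembly ASM205788v1 and deposited HpM values (an RPM unit, hits scaled to a total of 1000000 on the nuclear chromosomes) per position and strand, with replicates kept apart. In every library 100% of the values were whole multiples of the value of 1 read, so whole reads were recovered. The totals were 7730583 and 7577582 hits for *rad50S*, 6277735 and 7985420 for *rad50S hop1-loop2*, and 3614810 and 1026669 for *rad50S hop1-loop2 pch2*. Because HpM is relative, no statement is made on total DSB levels. Removal of duplicate reads is not named in the paper's text, so the effect of counting each strand position once was computed as an added setting. It drops repeated breaks at a position as well as copied reads.

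Hotspots were called on mean HpM smoothed with a Hann window of 201 bp, with a threshold of 0.2 HpM per bp, a minimum length of 25 bp and merging below 200 bp. The mean of 4 libraries gave 3569 hotspots for *rad50S hop1-loop2* against *rad50S*, and the mean of all 6 gave 3524 for comparisons with the *pch2* mutant and for checks over all 6 libraries. Island and centromere positions were read from Appendix Fig. S7 by pixel columns of 3.34 kb (median residual 1.30 kb and largest residual 8.87 kb against chromosome lengths), and 93.1% of the island sequence was shared with a reading of the second page of that figure. The readings of a centromere differed by up to 6.58 kb (chromosome III). The reference genome supplied for this work is S288C and differs from the assembly of the files, so no coordinates were carried between them and no genes are named at hotspots.

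Region ratios compare the mean HpM per hotspot. They were tested by 12063 shifts of the island map in steps of 1 kb and by 10000 rotations of the centromere windows, with intervals from 10000 bootstrap draws over hotspots. These draws treat hotspots as independent, although neighbours changed together, so the intervals may be too narrow. Chromosome shares were tested by 100000 permutations and by the 560 choices of 3 of 16 chromosomes. These p-values refer to positions in the genome. With 2 libraries per group, an exact test over libraries cannot fall below 0.333. Single hotspots were tested with limma 3.58.1 on log2(HpM + 1) with Benjamini-Hochberg adjustment, with edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads as alternatives (R 4.3.3). Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated data with 200 hotspots changed by a log2 value of 1, limma recovered 117 of the 200 with 4 libraries and called 6 of 3369 unchanged hotspots. With 6 libraries it recovered 105 of 200 and called 9 of 3324. The simulated changes were balanced between lower and higher, and the spread came from all 6 libraries. Far fewer hotspots were changed than the 2763 called in the data, so the simulation does not test the effect of scaling.

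The text names chromosomes I, III and VI and any chromosome on which both mutant shares lay outside the *rad50S* range by over 20%, the strongest hotspot of each genotype in the region enlarged in Fig. 7A, and the 2 hotspots with the largest decrease and the 2 with the largest increase among those with an adjusted p below 0.05, a mean of at least 50 HpM and no overlap between groups. These choices, the tests and the alternatives were fixed before the data were examined, apart from those named as added. Alternatives covered the pseudocount (0.1 and 10 HpM), low hotspots, hotspot thresholds (0.1 and 0.4 HpM per bp), hotspots called on *rad50S* alone, island borders, centromere windows (10 and 30 kb), capped positions, background, centring, chromosomes left out, each replicate left out and the replicate number as a block.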

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

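CC-seq libraries of *rad50S hop1-loop2 pch2* carry a signal that the paper does not report on. Of the tests below, leaving out a replicate was among the settings fixed beforehand. The test on depth near centromeres was set before its result was seen, though after the ratios near centromeres. Its thinned reads were then also used for islands. The remaining tests were chosen only after their results. In this genotype, hotspots within 20 kb of a centromere had 1.89 times the mean signal of other hotspots (SD 0.000476, n = 2, two-sided permutation p = 0.0005), where *rad50S* over the same 3524 hotspots had 0.565. The log2 change near centromeres exceeded that elsewhere by 1.74 against *rad50S* and by 0.89 against *rad50S hop1-loop2* (permutation p = 0.0001 for each, the smallest that 10000 rotations can give). In islands the log2 change was lower than outside by a difference of -1.15 against *rad50S* (permutation p = 0.000414), but by -0.17 against *rad50S hop1-loop2* (permutation p = 0.0284), so most of it is present in *rad50S hop1-loop2* too. Chromosome V held a larger share of the hits than in *rad50S*, with a ratio of 1.31 ± 0.0284 (SD, n = 2), and both libraries lay above the *rad50S* range by over 20%. Both lay below it by over 20% on chromosome I, with a ratio of 0.487 ± 0.0692, and on chromosome VI, with 0.642 ± 0.0390. Chromosome III had a ratio of 1.29 ± 0.161 (SD, n = 2 for each) and did not pass that limit.

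Technical explanations were weighed for the larger relative signal near centromeres. The double-mutant libraries are the smallest, and replicate 2 has 63.9% of its hits in hotspots where the other libraries have 85.0% to 89.4%. With every library thinned to the lowest total, limma called 135 of the 199 hotspots near centromeres higher and 28 lower against *rad50S* (136 and 28 without thinning), compared to 669 higher and 1381 lower among the 3325 elsewhere, which argues against unequal depth. Replicate 2 alone also gave 1.74, and replicate 1 gave 1.74, so the higher background of replicate 2 does not account for it. Counting each strand position once lowered the difference to 0.94 (permutation p = 0.0001), so part of its size depends on reads stacked at the same positions, while its presence does not. Stacked reads can be copies or repeated breaks, which this count does not separate. On an exchange of libraries with another genotype of this series, a stretch of 1596 bp on chromosome II was examined. It runs from 608633 to 610228 and holds no read in either double-mutant library. The rate of the other 4 libraries gives 13.9 reads there. These reads are not independent molecules, as the double-mutant libraries have 6.45 and 5.38 hits per strand position. The stretch was found by a search for empty ones, and no chance level was computed for that search. An exchange is therefore not excluded. The empty stretch could be a deletion in that strain. PCH2 lies on chromosome II in the S288C annotation (R64), but the position of PCH2 in the SK1 assembly was not determined here. The minimum length of 1000 bp for such stretches was chosen after seeing the data. A hypothesis that remains is that loss of *PCH2* further raises the relative signal near centromeres in *hop1-loop2*. HpM is a share of each library, and the paper reports fewer DSBs in *hop1-loop2 pch2Δ* than in *hop1-loop2*. Breaks near centromeres may therefore have fallen less than others, with no increase in their number. A difference between culture batches was not tested, since neither the labels nor the paper give one. For the islands, counting each strand position once gave a difference of -0.62 against *rad50S* (permutation p = 0.000414), and leaving out replicate 1 or replicate 2 of the double mutant gave -1.15 for each, so neither stacked reads nor the background of replicate 2 accounts for all of it. With every library thinned, 381 of the 561 island hotspots were called lower and 29 higher (388 and 29 without thinning), compared to 1028 lower and 775 higher among the 2963 outside, which argues against unequal depth here too. No technical explanation of the chromosome shares was tested beyond leaving out replicates.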

How the results depend on the processing

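Counting each strand position once and reading the centromeres from the second page were added after seeing the data. All other settings were chosen beforehand. For *hop1-loop2* against *rad50S*, the difference of log2 changes between islands and other hotspots stayed between -1.13 and -0.47 over 17 settings. That between centromere-proximal and other hotspots stayed between 0.37 and 1.32 over 14 (0.82 with the second reading of the centromeres, permutation p = 0.0015). All permutation p-values were under 0.05 where a test was run, which was not done with a replicate left out. The island ratio in *rad50S hop1-loop2* stayed between 0.605 and 0.774. In *rad50S* it was 1.07 with each strand position counted once (permutation p = 0.0575) and lay between 1.20 and 1.42 otherwise. Counting positions once drops repeated breaks along with copied reads, so the lower value cannot be assigned to either. The cause was not tested. The Hop1 percentage was 61.1% without the input and 61.9% without chromosomes I, III and VI, both beyond counting error, and the latter follows from the lower values of those chromosomes.

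The centromere ratio in *rad50S hop1-loop2* alone had no stable direction. It was 0.737 with windows of 10 kb (permutation p = 0.201), 1.45 with the median over hotspots (p = 0.0243), and from 0.970 to 1.21 with either replicate of this genotype left out, the value of 0.970 being without replicate 2. The cause was not tested. The rank correlation of chromosome ratio with length was 0.28, but -0.081 without chromosomes I and VI (permutation p = 0.784) and from 0.15 to 0.32 across the 4 fits that each left out one replicate. Pearson's r against log10 length was 0.68 (permutation p = 0.0047). Chromosomes I and VI were the 2 that stood apart under all 10 settings tried for the shares. Of 95 values of single chromosomes under other settings, 10 moved by more than the spread between replicates. They lay on chromosomes II, VII, XIII, XV and XVI, and none reversed. Of the 4 named hotspots, the one on chromosome III that rose had a log2 change from 4.91 to 6.00 with a *rad50S* replicate left out.

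For *hop1-loop2* against *rad50S*, 2061 to 2913 hotspots were changed (2763 as reported), and the share of lower calls, 55.8%, was 50.6% after centring on a median shift of -0.16, 50.7% with edgeR and 50.3% with DESeq2. In islands, lower calls outnumbered higher ones under each scaling (417 and 68 as reported, 392 and 81 after centring, 394 and 81 with edgeR, 387 and 81 with DESeq2). Outside islands they were close to even as reported (1125 and 1153), and higher calls outnumbered lower ones after centring (997 lower and 1275 higher), with edgeR (1010 and 1284) and with DESeq2 (982 and 1274). For the *pch2* double mutant against *rad50S*, 2280 of 3524 hotspots were changed, of which 63.5% were lower. That share was 48.8% after centring, 50.8% with edgeR and 49.9% with DESeq2, so the excess of lower calls depends on the scaling. Against *hop1-loop2*, 529 hotspots were changed and 77.5% of them were lower. Here edgeR gave 911 and DESeq2 946, a fit on the 4 compared libraries gave 260, and centring gave 379 with 40.4% lower. Fewer libraries leave fewer degrees of freedom in the fit on 4. The cause of the other differences was not tested. The depth of the double mutant limits this comparison, as 1 read in its replicate 2 is worth 0.974 HpM. No count was made with a replicate left out, since one group then has 1 library.

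Replicate numbers are shared between genotypes, but neither the paper nor the labels say that a number marks a shared culture day, and deviations of same-numbered libraries had correlations of 0.31, 0.079 and 0.11. With the replicate number as a block, the island difference was -0.98 and the centromere difference 0.72 for *hop1-loop2*, -1.15 and 1.74 for the double mutant, and the difference between short and other chromosomes -0.81. The block gave 2913, 2376 and 697 changed hotspots for the 3 comparisons above, in that order. It changed no direction or side of 0.05 for these island, centromere and chromosome differences, whereas single hotspots crossed the threshold, as the counts show.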

Differences from the paper's values

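In *rad50S*, the signal of hotspots within 20 kb of a centromere was 0.657 times that of other hotspots here, whereas the peak heights in the paper's Fig. 7D, by the key of that panel, give about 1.2 in Fig. 7D, read by eye. With the direction exchanged, that is other hotspots over centromere-proximal ones, the value here is 1.52. If the colours of that key were exchanged, the panel would show the same directions as the values here in both genotypes, and the key was not resolved further, so this difference from the paper is in doubt. None of the 9 alternatives set before the data were examined closed the gap, with ratios from 0.362 to 0.698. The paper's panel shows peak heights, while the values here are sums over hotspots. For *rad50S hop1-loop2* the panel gives about 0.93 in Fig. 7D, read by eye, against 1.09 here, and only the median over hotspots, at 1.45, differed from it by more than 1.5 times.

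The paper states that the higher signal near centromeres in *hop1-loop2* was not significant. The difference of log2 changes between centromere-proximal and other hotspots was 0.73 here, with a permutation p of 0.0039 and a range of 0.0001 to 0.006 over the alternatives with a test. The ratio in *rad50S hop1-loop2* alone, 1.09, had a permutation p of 0.6326.

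The paper names short chromosomes as the most affected. Chromosome III, the third shortest, had a ratio of 0.924 ± 0.121 (SD, n = 2) here, above chromosomes XII (0.909) and XV (0.912), while chromosomes I and VI were lowest.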

Other observations

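For the patterns below, the tests on distance from chromosome ends, on the centromere of chromosome III, on neighbouring hotspots and on islands at 30 to 50 kb were set before their results were seen, and the others, among them the second reading of the centromeres and the comparison with chromosome VI without its centromere, were chosen only after. All were found and tested on the same libraries and are hypotheses.

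The losses on chromosomes I and VI in *rad50S hop1-loop2* were larger than their islands account for. From the island and non-island ratios of the other 13 chromosomes, the summed hotspot signal of chromosome I would have a ratio of 0.774 to *rad50S*, and 0.689 when distance from the chromosome end is matched too. The observed ratio was 0.377, from 0.335 to 0.425 over pairs of libraries. For chromosome VI, 0.835 and 0.768 would follow, against 0.587 observed (0.562 to 0.615). Between chromosomes the spread is wide: among the other 13 the island ratios ran from 0.281 to 1.59, which includes those of I (0.331) and VI (0.365). The non-island ratios were lower on I (0.465) and VI (0.852) than on each of the other 13 (0.965 to 1.25). When each of the 13 was predicted from the remaining 12 by islands and ends, observed over expected ran from 0.817 to 1.19, against 0.547 for I and 0.765 for VI. This argues against islands and ends as the whole loss, by a wide margin for I and a small one for VI, and both chromosomes were picked for their low ratios. A property of these chromosomes themselves may add to it, which was not tested.

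Chromosome III went the other way. Hop1 there fell to 40.2% of wild type, much as on I and VI, yet its summed hotspot signal had a ratio of 0.91 (0.790 to 1.06 over pairs of libraries), where its islands and ends give 0.695. Its 14 hotspots within 20 kb of the centromere rose 11.9 times. Without them the ratio was 0.737 (0.628 to 0.871), a range that holds the 0.691 that islands and ends then give and that meets the range of chromosome VI without its own centromere hotspots (0.599, from 0.570 to 0.630). With the second reading of the centromeres, the ratio without the hotspots near them was 0.812 (0.697 to 0.953), above both. The gain at the centromere raises the ratio of chromosome III, but whether it is the whole of the exception stays open, because the answer depends on the centromere reading.

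Over the 16 chromosomes, which are not independent, the ratio of DSB share followed the percentage of Hop1 that remained in *hop1-loop2*. Spearman's rho was 0.68 (permutation p = 0.00506, Benjamini-Hochberg adjusted p = 0.00759 over 6 relations) and Pearson's r 0.77 (permutation p = 0.00088, adjusted p = 0.00264). Without chromosomes I and III, farthest from the median, r was 0.78 and rho fell to 0.58 (permutation p = 0.0318 for rho, unadjusted). Chromosome VI, with 43.0% of Hop1 and a DSB ratio of 0.577, stayed in, so these values do not exclude that it carries part of the relation. With the SK1 reads alone, r was 0.81 (permutation p = 0.00033, adjusted p = 0.00198). A control limits this: the share of S288c reads per chromosome, which should not respond to the SK1 genotype, was also correlated with the DSB ratio. Its r was -0.58 (permutation p = 0.0173, adjusted p = 0.0173). Its rho was -0.63 (permutation p = 0.0103, adjusted p = 0.0123), close in size to 0.68. Hop1 comes from 1 library set, and biases of its libraries were not excluded. A bias moving both genomes alike would not by itself give the opposite signs of the S288c share and the SK1 reads alone. The S288c share enters the Hop1 percentage, so its shift could account for part of the relation behind the rho of 0.68. How large a part was not determined.

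Neighbouring hotspots changed together in *rad50S hop1-loop2*. The log2 changes of adjacent hotspots had a correlation of 0.69 over 3553 pairs, where 1000 random orders within chromosomes reached at most 0.0879. Hotspots are not independent replicates. The correlation was 0.71 for hotspots up to 5 kb apart, 0.37 at 5 to 10 kb, 0.23 at 10 to 20 kb and 0.06 at 40 to 80 kb. A regional bias between libraries of one genotype is present, since the log2 differences between replicates at adjacent hotspots had a correlation of 0.238 in *rad50S* and 0.188 in *rad50S hop1-loop2*, above the highest random orders of 0.0665 and 0.0611. Its size argues against it as the whole explanation: these differences had an SD of 0.326 and 0.263 over hotspots, against 1.52 for the change between genotypes. A bias shared by both libraries of a genotype was not tested. A change set by regions of several kb remains a hypothesis, since the correlation of 0.69 is the pattern itself and not a separate test of it. The genotype of the cultures is the only contrast available.

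At 30 to 50 kb from centromeres the signal was lower in *rad50S hop1-loop2* than in *rad50S*, between the increase nearer the centromere and a ratio of 1.11 at 50 to 100 kb. The difference of log2 changes between the 176 hotspots there and all others was -0.63 (permutation p = 0.0083, for a distance chosen after the profile was seen), and 11 of 16 chromosomes had a ratio below 1. Islands do not account for all of it. The 144 non-island hotspots at this distance had a ratio of 0.796 (0.765 to 0.827 over pairs of libraries). All hotspots there had 0.663, and non-island hotspots over 50 kb away had 1.10, so islands may account for a part. No biological explanation was tested.

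The hotspot on chromosome III from 87285 to 87660, which fell most, departed from its neighbours within 10 kb by a log2 value of -7.14, the largest departure among 3398 hotspots. It was also nearly absent in *rad50S hop1-loop2 pch2*, with 3.04 and 8.77 HpM. It holds 1.77% of the chromosome III signal in *rad50S*. According to the paper's strain table, the *rad50S* strain carries the HIS4::LEU2 construct on chromosome III and the double mutant does not. A candidate explanation for this hotspot is therefore a difference between the strains at this locus rather than an effect of *hop1-loop2*. The position of the construct in the SK1 assembly was not determined here, and the strain of the *rad50S hop1-loop2* libraries was not found in that table.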
